# An intestinal T_H_17 cell-derived subset can initiate cancer

**DOI:** 10.1038/s41590-024-01909-7

**Published:** 2024-07-26

**Authors:** Olivier Fesneau, Valentin Thevin, Valérie Pinet, Chloe Goldsmith, Baptiste Vieille, Saïdi M’Homa Soudja, Rossano Lattanzio, Michael Hahne, Valérie Dardalhon, Hector Hernandez-Vargas, Nicolas Benech, Julien C. Marie

**Keywords:** Chronic inflammation, Tumour immunology, T-helper 17 cells

## Abstract

Approximately 25% of cancers are preceded by chronic inflammation that occurs at the site of tumor development. However, whether this multifactorial oncogenic process, which commonly occurs in the intestines, can be initiated by a specific immune cell population is unclear. Here, we show that an intestinal T cell subset, derived from interleukin-17 (IL-17)-producing helper T (T_H_17) cells, induces the spontaneous transformation of the intestinal epithelium. This subset produces inflammatory cytokines, and its tumorigenic potential is not dependent on IL-17 production but on the transcription factors KLF6 and T-BET and interferon-γ. The development of this cell type is inhibited by transforming growth factor-β1 (TGFβ1) produced by intestinal epithelial cells. TGFβ signaling acts on the pretumorigenic T_H_17 cell subset, preventing its progression to the tumorigenic stage by inhibiting KLF6-dependent T-BET expression. This study therefore identifies an intestinal T cell subset initiating cancer.

## Abstract (web summary)

Here, the authors show that there is a pretumorigenic T_H_17 subset in the intestines that can convert to being tumorigenic under the control of KLF6 and that this process can be prevented by TGFβ1 production from intestinal epithelial cells.

## Main

Chronic inflammation enables cancer through DNA damage, mutations and the modulation of oncogenes and tumor suppressor gene expression^1^. This chronic inflammation-associated cancer (CIAC) often occurs in the intestinal epithelium at the site of subsequent cancer development. This local inflammation is established long before any sign of transformation of the intestinal epithelial cells (IECs) is detected, and it likely involves several factors and cells, including immune cells^1,2^. However, whether IEC transformation in response to CIAC can be initiated by a specific immune cell population is unknown. Identifying such a population and the factors controlling its development is essential not only for our understanding of the early steps of CIAC but also for the development of prophylactic therapies against cancer.

In the mammalian intestine, interleukin-17 (IL-17)-producing CD4^+^ helper αβT (T_H_17) cells constitute the largest population of effector T cells of the small intestine lamina propria (SILP)^3^. Their optimal differentiation from naive cells occurs mostly in the mesenteric lymph nodes (mLNs)^4^ and requires the presence of at least two cytokines: IL-6 and transforming growth factor-β1 (TGFβ1)^3^. IL-6 activates STAT3 signaling and induces the expression of two transcriptional factors essential for the T_H_17 cell differentiation program, RORα and RORγt, and inhibits that of FOXP3 crucial for regulatory T (T_reg_) cell differentiation^5,6^. TGFβ exists as three forms, TGFβ1, TGFβ2 and TGFβ3, with TGFβ1 prevalent in the intestine and in the mLNs^7^. All three forms bind and activate TGFβ receptor 2 (TGFβR2), which in turn phosphorylates the kinase domain of TGFβR1. TGFβR1 can then trigger a signaling cascade through the phosphorylation of SMAD2 and SMAD3 proteins, which can bind to SMAD4 and/or TRIM33 and regulate the expression of several target genes controlling naive/T_H_17 cell differentiation^8,9^. Of note, TGFβRs can also signal independently of SMAD4 and TRIM33 through a noncanonical branch involving ERK/MAP kinase pathways^10^.

Following differentiation from naive T cells in the mLN, T_H_17 cells migrate to the SILP, to some extent to the colon and to Peyer’s patches (PP)^4^. Hence, T_H_17 cells are mainly localized in the intestine, where they contribute to intestinal homeostasis, tissue repair and bacterial protection. T_H_17 cells are also linked to several inflammatory pathologies inside and outside the intestine, and IL-17 can have either positive or negative effects on the progression of already established tumors depending on the type of cancer^11^. This ability of T_H_17 cells to exert both beneficial and pathogenic functions under different conditions and tissue environments suggests that this effector T cell type could be very heterogenous^12^.

Here, we identify a T_H_17 cell subpopulation that can initiate intestinal CIAC, leading to adenocarcinoma from a nonpremutated tissue. This tumorigenic subset develops from a pretumorigenic T_H_17 cell population present at the steady state in the intestine. The switch from pretumorigenic to a tumorigenic stage is promoted by the transcription factor (TF) KLF6 and is impaired by the effects of IEC-produced TGFβ1 on already differentiated T_H_17 cells. Hence, our work describes a cellular mechanism that can protect the intestine from cancer initiation based on an interplay between IECs and specific intestinal T_H_17 cells.

## Results

### TGFβ prevents T_H_17 cells from initiating intestinal cancer

Given that once differentiated, T_H_17 cells sustain their expression of TGFβRs^13^, we first analyzed whether intestinal T_H_17 cells still respond to TGFβ1. We observed that they kept responding to TGFβ1, as monitored by the phosphorylation of SMAD2/SMAD3 (Supplementary Fig. 1), suggesting that, in addition to its role in naive/T_H_17 cell differentiation, TGFβ signaling could also play a role in T_H_17 cells after differentiation. We thus aimed to investigate this role. To selectively distinguish the contribution of TGFβ signaling in T_H_17 cell differentiation versus in already differentiated T_H_17 cells, we crossed *Il17a-cre* mice^14^ with mice bearing either floxed alleles of *Tgfbr2* (TGFβR-KO)^15^ or a constitutively active (CA) form of *Tgfbr1* (TGFβR-CA) after a *stop-lox* cassette^16^. Strikingly, by 5 months of age, the gross analysis of the intestine of TGFβR-KO mice revealed an impressive enlargement and erythematous appearance of both the pyloric antrum and the proximal part of the duodenum (Fig. 1a,b). Histology of the duodenum revealed blunting of the villi to complete loss of villous structures in TGFβR-KO mice and progressive infiltration from 4 months of age of mono- and polymorphonuclear cells, including macrophages, dendritic cells and neutrophils, in the mucosa, submucosa and transmural tissue in association with fibrosis (Fig. 1a,c and Extended Data Fig. 1). This chronic inflammation was associated with signs of progressive malignancy near the pyloric region, at the bulb, with adenomatous changes of IECs characterized by nuclear enlargement and stratification, loss of cell polarity and loss of mucinous differentiation (Fig. 1d). Remarkably, by 10 months of age, nearly all TGFβR-KO mice (95%) had developed at least low-grade dysplasia, and 65% had developed high-grade dysplasia. After 1 year, 45–50% of the animals exhibited advanced adenocarcinoma of the duodenum (Fig. 1d,e). Of note, the transformation was at the bulb, a region where the vast majority of small intestine cancers are observed in humans^17^. Interestingly, histology of the colon revealed that the colonic lamina propria (CLP) of TGFβR-KO mice was also infiltrated by mono- and polymorphonuclear cells but without any sign of IEC transformation (Supplementary Fig. 2a,b). Importantly, analysis of the composition of the bacterial microbiota did not show any difference between TGFβR-KO mice and wild-type (WT) TGFβR (TGFβR-WT) mice in both α- and β-diversity, excluding a specific dysbiosis in the pathology (Supplementary Fig. 3). Of note this CIAC was still observed when T_H_17 cells were deficient for SMAD4, TRIM33 or both (Supplementary Fig. 4). Thus, in contrast to the role depicted for SMAD4 and TRIM33 in controlling the differentiation of naive cells to T_H_17 cells^8,9^, a contribution of these two TGFβ signaling actors in differentiated T_H_17 cells to prevent CIAC was unlikely.

**Fig. 1:**
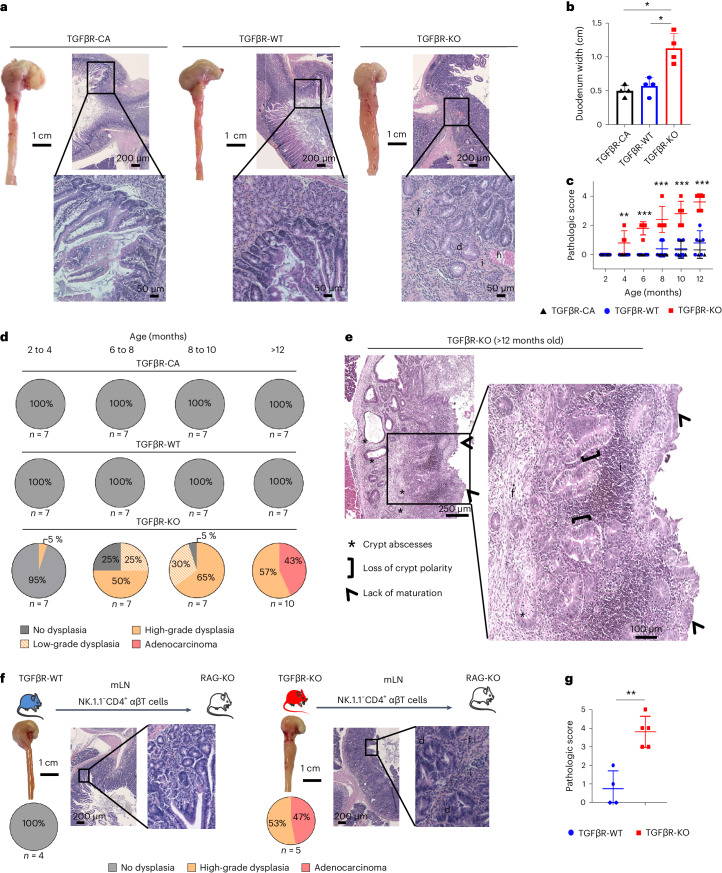
TGFβ signaling in differentiated T_H_17 cells prevents spontaneous cancer development. Spontaneous cancer development was evaluated over time in the duodenum of TGFβR-CA, TGFβR-KO and TGFβR-WT mice. **a**, Representative gross lesions and hematoxylin and eosin (H&E) histology of the duodenum of 10-month-old mice; d, dysplasia; f, fibrosis, h, hemorrhagia, i, immune cell infiltrates. **b**, The width of the duodenum of 10-month-old mice was measured (mean ± s.d.). The experiment was repeated four times (*P* = 0.0286). **c**, Graph illustrating the pathologic score of the duodenum across the life of the animal (mean ± s.d.). The experiment was repeated four times. **d**, Percentage of animals with different grades of dysplasia and cancer in the duodenum between 2 and 12 months of age. **e**, Representative H&E histology of adenocarcinoma observed at the duodenal bulb of TGFβR-KO animals after 12 months of age. **f**,**g**, NK1.1^–^CD4^+^TCRβ^+^ cells were purified from the mLNs of either TGFβR-KO or TGFβR-WT mice and injected into RAG-KO mice. Eight months later, duodenums of recipient animals were collected and analyzed. The experiment was repeated twice with three and four transfers of TGFβR-WT cells and TGFβR-KO cells, respectively, for each experiment. **f**, Representative gross lesions, H&E histology staining and percentage of recipient animals with duodenal adenocarcinoma. **g**, Pathologic scores (mean ± s.d.). The experiment was repeated three times; *P < 0.05; **P < 0.01; ***P < 0.0001. Data were analyzed by two-tailed Student’s *t-*test (**b** and **c**) or two-tailed Mann–Whitney test (**g**). Source data

A fraction of invariant natural killer T cells, mucosal-associated invariant T cells and γδT cells express *Il17a* and thus can be targeted by the *Il17a-cre* system^14^. Taking into consideration that these IL-17^+^ invariant T cells are absent in the mLNs^18,19^, where the differentiation of naive cells into T_H_17 cells is mainly initiated^4^, we thus adoptively transferred NK1.1^–^CD4^+^T cell antigen receptor-αβ^+^ (TCRαβ^+^) cells from the mLNs of TGFβR-KO mice to *Rag2*-KO (RAG-KO) mice to create a source of T_H_17 cells escaping TGFβ signaling control (Fig. 1f and Extended Data Fig. 2a). Clearly, this adoptive transfer was sufficient to fully recapitulate the clinical signs found in TGFβR-KO mice, confirming that TGFβ signaling in T_H_17 cells is crucial to prevent them from initiating CIAC (Fig. 1f,g). Given the absence of spontaneous colonic transformation in TGFβR-KO mice, we evaluated the effects TGFβ signaling in T_H_17 cells when colonic transformation was already induced by exposure to the genotoxic compound azoxymethane (AOM) followed by dextran sodium sulfate (DSS). Strikingly, only one DSS treatment cycle was sufficient to induce invasive colonic adenocarcinoma in 33% of TGFβR-KO animals, whereas no colonic transformation was reported in TGFβR-WT mice (Supplementary Fig. 5). Of note, this oncogenic treatment, which classically targets the colon, was also sufficient to lead to duodenal/pyloric tubular adenoma at the bulb associated with small intestine inflammation in 67% of TGFβR-KO mice (Supplementary Fig. 5).

Thus, this dataset reveals that, once differentiated, TGFβ signaling prevents intestinal T_H_17 cells from becoming tumorigenic cells capable of triggering spontaneous transformation of the bulb or work in concert with exogenous genotoxic stress to rapidly promote both duodenal and colonic transformation.

### T_H_17 cells become tumorigenic through acquisition of a type 1 helper T (T_H_1) cell profile

Next, we assessed the consequences of the absence of TGFβ signaling on differentiated intestinal T_H_17 cells. To selectively track the outcome of these T_H_17 cells, TGFβR-KO, TGFβR-WT and TGFβR-CA mice were crossed with *Rosa26-stop*^fl/fl^*-yfp* mice. Strikingly, in both the SILP and CLP, CD4^+^TCRαβ^+^ cells expressing the yellow fluorescent protein (YFP^+^) were 2.5 and 5 times more abundant in TGFβR-KO mice than in TGFβR-WT mice and TGFβR-CA mice, respectively (Fig. 2a, Supplementary Fig. 2c,d and Extended Data Fig. 2b). This outnumbering of T_H_17-committed cells in TGFβR-KO mice was observed by 4 months of age, concomitantly with the first signs of chronic inflammation (Figs. 1c and 2b and Supplementary Fig. 2e). Of note, the YFP^+^ cells were highly concentrated at the bulb region of TGFβR-KO mice where transformation occurred (Supplementary Fig. 6a,b). As previously reported in the SILP of TGFβR-WT mice, around 25% of CD4^+^YFP^+^ T cells produced IL-17A, and 1% produced interferon-γ (IFNγ)^14^. By sharp contrast, in TGFβR-KO mice, both proportion and absolute numbers of YFP^+^CD4^+^ T cells producing IFNγ were increased by around 20 times (Fig. 2c,d and Extended Data Fig. 3). Of note, less than 2% of YFP^+^CD4^+^ T cells producing IFNγ co-produced IL-17A, revealing a complete switch from a T_H_17 to a T_H_1 cell profile in the SILP of TGFβR-KO mice. Notably, the ability of YFP^+^CD4^+^ T cells to produce IFNγ was two times more increased in the duodenum than in other intestinal segments, including the colon (Fig. 2e and Supplementary Fig. 2g). In the SILP, this IFNγ production by YFP^+^CD4^+^ T cells was associated with co-production of two other inflammatory cytokines, tumor necrosis factor (TNF) and granulocyte–macrophage colony-stimulating factor (GM-CSF; Fig. 2c,d and Supplementary Fig. 2f,g). Importantly, this exacerbated T_H_1 cell polarization was restricted to T_H_17-committed cells because YFP^–^ T cells exhibited similar IFNγ production in all mouse strains (Fig. 2f). Moreover, the analysis of T_reg_ cells failed to show any differences between TGFβR-KO and TGFβR-WT mice (Supplementary Fig. 7a,b), confirming that the exacerbation of the T_H_1 cell program was intrinsic to T_H_17 cells escaping TGFβ signaling control.

**Fig. 2:**
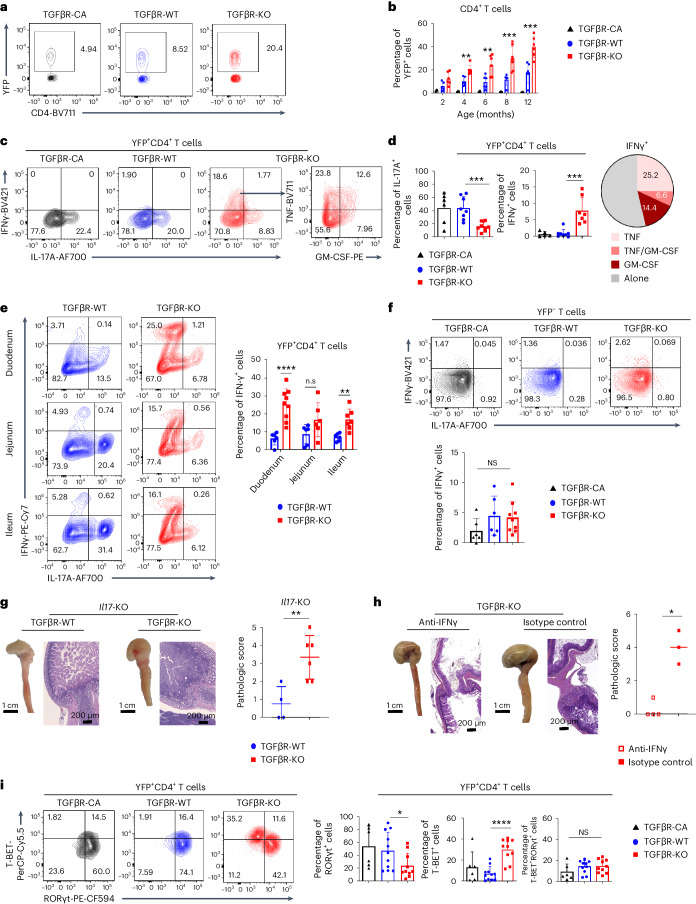
TGFβ signaling prevents development of T_H_17 cell-derived tumorigenic cells. TGFβR-CA, TGFβR-KO and TGFβR-WT mice were crossed with *Rosa26-stop*^fl/fl^*-yfp* reporter mice to map the fate of differentiated intestinal T_H_17 cells. Cells from the SILP were isolated and analyzed by flow cytometry. **a**, Representative contour plots of YFP expression in CD4^+^TCRβ^+^ cells from 8-month-old animals. **b**, Percentage of YFP^+^ cells among CD4^+^TCRβ^+^ cells of the SILP across the animal lifespan (mean ± s.d.). Data are representative of seven animals per group for each age analyzed from two independent experiments. **c**,**d**, Contour plots showing cytokine expression on YFP^+^CD4^+^ T cells from the SILP of 8-month-old mice (**c**). Quantifications (means ± s.d.) are shown (**d**). The pie graph in **d** illustrates the percentage of YFP^+^CD4^+^TCRβ^+^ cells expressing IFNγ either alone or in combination with other inflammatory cytokines. The experiment was repeated five times. **e**, Contour plots and bar graph (mean ± s.d.) illustrating the percentage of YFP^+^CD4^+^ T cells producing IFNγ and IL-17A in the lamina propria of different intestinal segments. The experiment was repeated four times. **f**, YFP^–^ T cells from the SILP of 8-month-old mice were analyzed by flow cytometry. Representative contour plots for cytokine expression and respective quantifications (mean ± s.d.) are shown. Data are representative of three independent experiments with three mice per group. **g**, *Il17a* expression was invalidated in TGFβR-KO and TGFβR-WT mice homozygous for *Il17a-cre*^14^. Representative gross lesions, duodenum H&E histology staining and pathology scores (mean ± s.d.) of 11-month-old animals are illustrated. The experiment was repeated five times. **h**, Neutralizing antibodies to IFNγ were injected in 4-month-old TGFβR-KO mice for 4 months. Representative gross lesions, duodenum H&E histology staining and pathology scores (mean ± s.d.) are illustrated. The experiment was repeated twice. **i**, Contour plots (left) showing the expression of TFs in YFP^+^CD4^+^ T cells from the SILP of 8-month-old mice and the respective quantifications (right; mean ± s.d.). Data are representative of three independent experiments with three mice per group. For all experiments, statistical significance was evaluated using two-tailed Student’s *t-*tests; *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001; NS, not statistically significant. Source data

Of note, the absolute number of intestinal YFP^+^CD4^+^ T cells producing IL-17A was three times higher in TGFβR-KO mice than in TGFβR-WT mice (Extended Data Fig. 3). However, duodenal CIAC was still detected when T_H_17-committed cells were unable to produce IL-17A (Fig. 2g), ruling out a key role for IL-17A and implying the importance of the switch to the T_H_1 cell program of T_H_17 cells for pathology development. Given that the exacerbated production of IFNγ was restricted to T_H_17 cells in TGFβR-KO mice (Fig. 2f), we proceeded to injections of anti-IFNγ neutralizing antibodies and found that this was sufficient to fully prevent CIAC in the duodenum of TGFβR-KO animals (Fig. 2h). In agreement with their increased IFNγ production, compared to TGFβR-WT mice, YFP^+^ cells of TGFβR-KO mice showed a fourfold increase in T-BET and a twofold decrease in RORγt expression, respectively (Fig. 2i and Supplementary Fig. 2h,i). Confirming the key role of the switch from a T_H_17 to T_H_1 cell program in pathology, in the absence of T-BET, no sign of CIAC was observed in the duodenum nor exacerbated transformation after AOM DSS genotoxic treatment in TGFβR-KO mice (Fig. 3a,b and Supplementary Fig. 5).

**Fig. 3:**
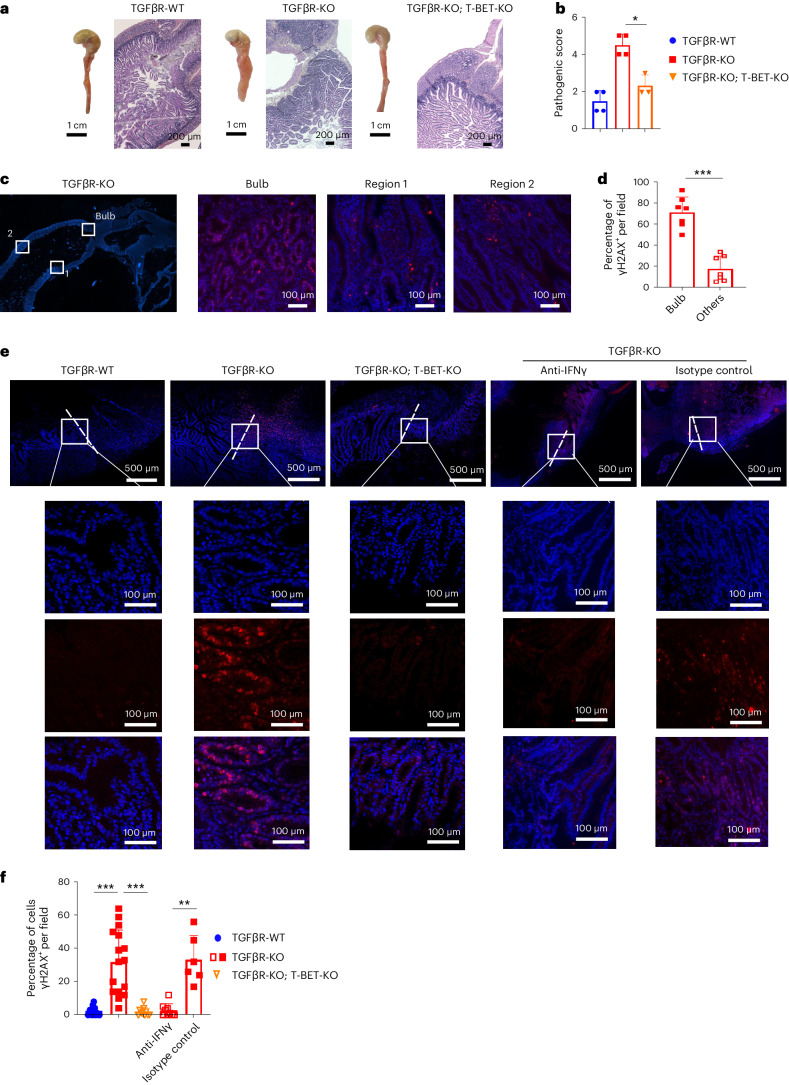
T_H_1 polarization of differentiated T_H_17 cells escaping TGFβ signaling initiates cancer. **a**, Representative gross lesions and H&E histology staining of the duodenum. **b**, Pathology score (mean ± s.d.). The experiment was repeated three times. **c**,**d**, Duodenums collected from 8-month-old TGFβR-KO mice were analyzed by immunostaining for γH2AX (red). **d**, Quantification of the percentage of γH2AX^+^ IECs per field in the duodenal bulb (mean ± s.d.). **e**,**f**, TGFβR-KO mice were treated with either neutralizing anti-IFNγ antibodies or isotope control. The duodenums of the different age-matched animals were analyzed by immunostaining for γH2AX (red). **f**, Quantification of the percentage of γH2AX^+^ IECs per field in the duodenal bulb (mean ± s.d.). The dashed line represents the limit between the duodenum and pyloric epithelium. Magnifications of the areas highlighted in white boxes are shown on the right. **d**, Quantification of the percentage of γH2AX^+^ IECs per field in the duodenal bulb (mean ± s.d.). Data are representative of three mice per group from two independent experiments. The experiment was repeated three times. Statistical significance was evaluated using a two-tailed Student’s *t*-test, except for **b** in which a two-tailed Mann–Whitney test was used; *P < 0.05; **P < 0.01; ***P < 0.001. Source data

Given that double-stranded DNA (dsDNA) damage facilitates transformation during CIAC^1^, we next analyzed histone H2AX overphosphorylation (γH2AX) in the nucleus^20^. Clearly, TGFβR-KO mice showed an increase in γH2AX in IECs selectively at the bulb (Fig. 3c,d and Supplementary Fig. 2j), a phenotype that was totally absent after anti-IFNγ treatment and in the absence of T-BET in TGFβR-KO animals (Fig. 3e,f). Thus, these data reveal that, once differentiated, all, or some, of the intestinal T_H_17 cells must continuously receive TGFβ signaling to sustain the T_H_17 cell program and not switch to a proinflammatory T_H_1 cell program, dependent on T-BET, leading to IFNγ production responsible for dsDNA damage in IECs and cancer development.

### Characterization and origin of T_H_17 cell-derived tumorigenic T cells

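The scRNA-seq data come from YFP+CD4+ T cells sorted from the small intestine of 7- to 8-month-old mice, in which YFP marks cells that have expressed *Il17a*. In TGFβR-KO mice these cells carry a deletion of *Tgfbr2*, and in TGFβR-CA mice they carry a constitutively active form of *Tgfbr1*. Cells were captured in droplets, and each captured RNA molecule received a unique molecular identifier (UMI). Of the 4 samples listed, 1 is TGFβR-KO, 1 is TGFβR-CA and 2 are TGFβR-WT, and each is a pool of mice. The authors counted UMIs with CellRanger against mm10, kept cells by their limits on detected genes and mitochondrial share, normalized them with SCTransform, integrated the data, clustered the cells and removed γδ T cells and epithelial cells. The deposited table holds 13265 genes, listed by symbol, in 5080 cells, with the authors' cluster name and condition for each cell. Its values are the natural log of 1 plus the UMI number corrected by SCTransform, which brings all cells to a common depth. After the log was undone, all 7880276 values above 0 were whole numbers within a tolerance of 1e-06. They are not raw counts, so no count model was fitted and the sequencing depth of each cell is not known from them. The median corrected UMI number per cell was 3794 in the 2975 cells labelled TGFβR-KO (range 3305 to 4582), 3918 in the 1098 cells labelled TGFβR-CA (3327 to 4754) and 3659 in the 1007 cells labelled TGFβR-WT (2955 to 5110). A median of 1488, 1555 and 1533 genes per cell was detected in these groups, in the same order. Names of TGFβR-WT cells end in 2 different suffixes, 709 cells with one and 298 with the other, which nothing in the table ties to one or the other TGFβR-WT sample. TGFβR-WT was therefore taken as 1 pooled sample, and values of these sets, called the larger and the smaller set, are given beside the pooled value. Expression is given as corrected UMIs per 10000 corrected UMIs, summed over the cells of a group. TGFβR-KO and TGFβR-CA have 1 sample each, so differences between conditions were not tested and no p-value is given for them. Intervals of shares are exact Clopper-Pearson 95% confidence intervals, which cover counting error only and not the variation between mice.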

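The targeted genes were examined first. *Tgfbr2*, on chromosome 9 of mm10 from 116084293 to 116175360, was at 1.48 corrected UMIs per 10000 in the cells labelled TGFβR-KO, 1.78 in those labelled TGFβR-CA, 1.72 in the larger TGFβR-WT set and 1.76 in the smaller set. These values count the gene as a whole and do not show whether the deleted part is missing. Of 8 TGFβ-responsive genes, chosen after the data were seen, 7 were lower in TGFβR-KO than in the larger set. *Tgfbr1*, on chromosome 4 from 47353222 to 47414931, was at 0.792 in the cells labelled TGFβR-CA, below the 1.16 of all cells labelled TGFβR-WT. The TGFβR-WT sets differed from each other, with 0.367 in the larger and 2.79 in the smaller set. The TGFβR-CA level was thus 2.16 times that of the larger set and 0.284 times that of the smaller set, and TGFβR-KO had 0.219. It goes against the label of the condition that carries the active form relative to the pooled cells and the smaller set, but not relative to the larger set or TGFβR-KO, and conditions are given as the labels of the cells.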

To better characterize the origin of T_H_17 cell-derived tumorigenic T cells, we next profiled YFP^+^CD4^+^TCRαβ^+^ cells isolated from the small intestine of TGFβR-CA, TGF-βR-WT and TGFβR-KO mice by droplet-based single-cell RNA sequencing (scRNA-seq; Fig. 4a). 

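Whole-library differences were measured as the spread of gene ratios, and changed genes were not counted, since the values are not raw counts and TGFβR-KO and TGFβR-CA have 1 sample each. Sets of 298 cells were drawn 20 times, and the SD of the log2 ratio was taken over 7490 genes with at least 200 corrected UMIs, after 0.1 was added per 10000. Sets drawn from within one group gave an SD of 0.27 for TGFβR-KO, 0.26 for TGFβR-CA and 0.27 for the larger TGFβR-WT set. The SD was 0.42 between TGFβR-KO and the larger TGFβR-WT set and 0.54 between TGFβR-KO and the smaller set. Between TGFβR-CA and TGFβR-WT it was 0.40 against either set. These values and that of TGFβR-KO against the larger set were below the 0.44 between the 2 TGFβR-WT sets themselves. Only the value of TGFβR-KO against the smaller set was above it. The TGFβR-WT sets also differ in *Xist*, the RNA of the inactive X chromosome, found in 0% of the larger and 77.2% of the smaller. They may come from different batches too. Their 0.44 is therefore not the spread between like pools of mice, and does not show that TGFβR-KO or TGFβR-CA equals TGFβR-WT. With 0.5 added in place of 0.1, the setting that moved these values most, the SD was 0.25 between TGFβR-KO and the larger set, 0.34 between TGFβR-KO and the smaller set and 0.27 between the TGFβR-WT sets. Genes were then ranked by the smaller of their ratios against the 2 TGFβR-WT sets. The largest increases in cells labelled TGFβR-KO were those of *Ccl4* (44.5 times), *Ccl5* (17.3 times), *Gem* (9.67 times), *Csf1* (9.32 times) and *Ifng* (6.01 times). *Ccl4* rested on 6 corrected UMIs in all TGFβR-WT cells. The largest decreases were those of *Pard6g* (10.4 times), *Pmepa1* (7.43 times), *H2-Q2* (6.86 times), *Penk* (5.51 times) and *Lag3* (4.44 times). In cells labelled TGFβR-CA, *AY036118* was 15.8 times, *Gm42418* 11.1 times, *Lars2* 8.803 times, *Ccnb1ip1* 4.24 times and *Actg1* 2.83 times higher than in the nearer TGFβR-WT set. *AY036118* and *Gm42418* overlap on opposite strands of chromosome 17, so UMIs of one might be counted for the other, which was not tested. *Ccl5* was 11.0 times, *Gzma* 7.29 times, *Hist1h2ae* 4.01 times, *mt-Nd3* 3.20 times and *Il17re* 2.68 times lower. Genes at 0 in a TGFβR-WT set have no ratio, which left out 16 genes for TGFβR-KO and 2 for TGFβR-CA, *Xist* and *Tsix*. The genes left out for TGFβR-KO include *Gm15987*, *Esm1*, *Ermn* and *Csf2*, with 820, 713, 519 and 471 corrected UMIs there. The list of largest increases does not cover them.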

Overall, 802 genes were significantly up- or downregulated in TGFβR-KO versus in TGFβR-WT mice, and 389 genes were differentially expressed between TGFβR-CA and TGFβR-WT animals. Interestingly, after integration of transcriptome data from all three conditions, unsupervised clustering analysis divided the YFP^+^ cells into eight distinct subsets based on their transcriptional signatures, revealing a profound heterogeneity of the intestinal T_H_17 cell population (Fig. 4b). 

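The deposited cluster names were used as the cell types. Cluster 1 (tumorigenic) holds 368 cells, cluster 2 (CTL) 337, cluster 3 (germinal center T_FH_) 780, cluster 4 (tissue-resident T_FH_) 1535, cluster 5 (cycling) 131, cluster 6 (migratory stem cell-like) 972, cluster 7 (activated) 565 and cluster 8 (pretumorigenic) 392. The genes the paper names for each cluster were among those that could form it, so their levels describe the clusters and do not test them. The cells were therefore also clustered again in Seurat from the deposited values, with 10 dimensions and a resolution of 0.5 but without 64 named genes. This gave 9 clusters, with an adjusted Rand index of 0.531 against the deposited names. With all features kept, the index was 0.548, no cluster took the name of cluster 8, and 89.8% of its cells fell with cluster 1. The difference from the deposited clusters therefore does not come from leaving out the named genes alone. Each new cluster was given the deposited name most frequent among its cells, so these names are not independent of the deposited ones. Without the named genes, no cluster took the name of cluster 8, and 79.6% of the cells of cluster 8 fell together with cluster 1. At a resolution of 0.8, 1 of 12 clusters was given this name and held 1.31% of cells labelled TGFβR-KO, 5.76% of those labelled TGFβR-WT and 3.92% of those labelled TGFβR-CA, while 70% of the TGFβR-KO cells of the deposited cluster 8 still fell with cluster 1.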

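In cells labelled TGFβR-KO, 361 of 2975 cells were in cluster 1 (12.1%, 95% confidence interval 11.0% to 13.4%) and 321 in cluster 2 (10.8%, 9.70% to 12.0%). Both clusters together made up 22.9% of these cells (21.4% to 24.5%). In cells labelled TGFβR-WT the 2 clusters held 18 of 1007 cells (1.79%, 1.06% to 2.81%), 5 of them in cluster 1, and the larger and smaller set had 1.69% and 2.01%. In cells labelled TGFβR-CA they held 5 of 1098 cells (0.455%, 0.148% to 1.06%), 2 of them in cluster 1. The difference between TGFβR-KO and TGFβR-WT was 21.1 percentage points. It was 24.7 percentage points (34.1% against 9.43%) after the cells were clustered without the named genes, when most cells of cluster 8 fell with cluster 1, and reached 31.9 (36.8% against 4.97%) with 20 dimensions, the alternative that moved it most. Of the larger and smaller TGFβR-WT set, 0.282% and 1.01% of the cells were in cluster 1.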

Strikingly, two clusters (clusters 1 and 2) present in TGFβR-KO mice and representing around 25% of YFP^+^CD4^+^TCRαβ^+^ cells were barely detectable in TGFβR-WT and TGFβR-CA mice (Fig. 4c). 

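*Ifng*, on chromosome 10 of mm10 from 118441046 to 118445892, was at 21.5 corrected UMIs per 10000 in cluster 1 of cells labelled TGFβR-KO and at 1.83 in the other clusters, a ratio of 11.8. *Bhlhe40* was at 15.0 against 1.38, *Nr4a1* at 10.7 against 0.880 and *Furin* at 23.6 against 6.08. Over all cells, *Ifng* was at 4.26 in TGFβR-KO, 0.616 in TGFβR-WT and 0.313 in TGFβR-CA.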

Cluster 1 was notably characterized by high levels of *Ifng*, *Bhlhe40*, *Furin* and *Nr4a1*, representing the T_H_17 cells that had acquired the T_H_1 cell program (Fig. 4d). Cytotoxic T lymphocyte (CTL)-associated genes, including *Gzma*, *Gzmb*, *Nkg7*, *Cd160*, *Cd107a* and *Ifng*, were expressed in cluster 2, and their CTL features was confirmed by flow cytometry (Fig. 4b–d and Supplementary Fig. 8). 

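In cluster 2 of cells labelled TGFβR-KO, *Gzma* was at 14.1 corrected UMIs per 10000 against 0.970 in the other clusters, *Gzmb* at 5.82 against 0.766, *Nkg7* at 15.2 against 2.06 and *Cd160* at 2.63 against 0.690. *Cd107a*, listed as *Lamp1*, was at 1.07 in cluster 2 against 1.44 elsewhere and was highest in cluster 3. *Ifng* was at 3.44 in cluster 2, at 4.35 over the other clusters, which include cluster 1, and at 1.61 outside clusters 1 and 2.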

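*Tbx21* lies on chromosome 11 of mm10 from 97098071 to 97115331. In cells labelled TGFβR-KO it was at 0.701 corrected UMIs per 10000 in cluster 1, 0.736 in cluster 2 and 0.159 over the remaining clusters, a ratio of 4.504 for clusters 1 and 2 together. Cluster 5 had 0.465, between these levels. *Tbx21* was detected in 71 of the 361 cells of cluster 1 (19.7%, 95% confidence interval 15.7% to 24.1%) and in 7 of the 519 cells of cluster 4 (1.35%, 0.544% to 2.76%). T-BET regulon activity was not computed here.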

Of note, both *Tbx21* (encoding T-BET) expression and T-BET activity were largely restricted to both clusters 1 and 2 (Fig. 4e,f). However, the YFP^+^ CTL population and its ability to produce IFNγ remained present in the SILP of TGFβR-KO; T-BET-KO mice (Supplementary Fig. 8), which did not develop any pathology (Fig. 3a,b,e,f), implying that the CTL subset was not sufficient to initiate IEC transformation. Hence, we defined cluster 1 as the tumorigenic subset. In addition to T_H_1 cell features, the tumorigenic population was characterized by the expression of inhibitors of NF-κB signaling *Nfkbia*, *Pim1* and *Tnfaip3* (ref. ^21^), revealing their high level of activation, and the expression of *Hopx*, de novo expressed during CD4^+^ T cell transdifferentiation programs^22^. 

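*Nfkbia* was at 22.3 corrected UMIs per 10000 in cluster 1 of cells labelled TGFβR-KO and at 4.09 in the other clusters, *Pim1* at 16.9 against 2.70 and *Tnfaip3* at 17.7 against 1.57. *Hopx* was at 4.26 against 1.48 and was highest in cluster 2.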

Gene expression analysis demonstrated that clusters 3 and 4 corresponded to T_H_17 cells converted into follicular helper T (T_FH_) cells. 

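In cluster 3 of cells labelled TGFβR-KO, *Cxcr5* was at 1.64 corrected UMIs per 10000 against 0.141 in the other clusters, *Bcl6* at 1.85 against 0.238, *Pdcd1* at 4.42 against 0.383 and *Tnfrsf4* at 4.67 against 1.28. *Icos* differed little, with 3.91 against 3.64. In cluster 4, *Gpr183* was at 7.05 against 3.07 and *Rflnb* at 5.05 against 1.02. *Il7r* was at 5.42 in cluster 4 against 7.43 over the other clusters and *Itga4* at 3.45 against 3.91, and both were highest in cluster 6. The ratio of cluster 4 to the other clusters was 1.62 for *Il7r* and 1.19 for *Itga4* in TGFβR-WT, and 2.70 and 1.07 in TGFβR-CA.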

In agreement with the observations describing T_H_17 cells as the source of some T_FH_ cells in the intestine, including PP^23^, these data reveal that T_H_17 cells can give rise to both bona fide germinal center-localized T_FH_ cells (cluster 3), based on high expression of *Cxcr5*, *Bcl6*, *Pdcd1*, *Tnfrsf4*, *Icos* and *Maf*, and tissue-resident T_FH_ cells (cluster 4), which expressed lower levels of *Cxcr5* and *Blc6* but high levels of *Il7R*, *Itga4*, *Gpr183* and *Rflb* (Fig. 4d). Of note, the percentage of both T_FH_ subsets among intestinal YFP^+^ cells was halved in TGFβR-KO mice compared to in TGFβR-CA and TGFβR-WT mice, suggesting that the deprivation of TGFβ signaling in T_H_17 cells did not push their differentiation to one of the two T_FH_ subsets as reported in vitro^24^. However, in vivo, the effects of TGFβ signaling on the redifferentiation of T_H_17 cells in T_FH_ cells were not associated with changes in *Maf* expression (Fig. 4d)^24^. 

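Cluster 3 made up 10.7% of cells labelled TGFβR-KO (95% confidence interval 9.60% to 11.9%), 19.8% of those labelled TGFβR-WT (17.3% to 22.4%) and 24.0% of those labelled TGFβR-CA (21.5% to 26.6%). Cluster 4 made up 17.4% (16.1% to 18.9%), 45.7% (42.6% to 48.8%) and 50.6% (47.6% to 53.6%). The share of both T_FH_ clusters in TGFβR-KO was 0.430 times that in TGFβR-WT and 0.377 times that in TGFβR-CA. The larger and smaller TGFβR-WT set had 66.0% and 64.1% of their cells in these clusters.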

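*Maf*, on chromosome 8 of mm10 from 115682942 to 115707794, was at 18.7 corrected UMIs per 10000 in cluster 3 of cells labelled TGFβR-KO, 25.8 in TGFβR-WT and 26.3 in TGFβR-CA. The larger and smaller TGFβR-WT set had 27.2 and 22.8. In cluster 4, *Maf* was at 11.4 in TGFβR-KO, 20.6 in TGFβR-WT (22.4 and 16.9 in the 2 sets) and 21.3 in TGFβR-CA. The TGFβR-KO level was thus 0.725 times the TGFβR-WT level in cluster 3 and 0.551 times in cluster 4, and it was below that of either TGFβR-WT set in both clusters.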

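A G2/M score was computed for each cell as the mean of the deposited values of listed G2/M genes minus that of control genes of similar expression. Of the 54 genes on the list, 41 are in the table. The mean score was 0.393 in the 131 cells of cluster 5 and -0.0692 in the 4949 other cells, whose SD over cells was 0.0394. The listed genes took 1.51% of the corrected UMIs of cluster 5 and 0.141% of those of the other clusters.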

Cluster 5 corresponded to cells with a more proliferative phenotype, as demonstrated by their higher G2M score^25^ (Fig. 4d). This population was 2.5 to 5 times under-represented in TGFβR-CA mice compared to in TGFβR-KO mice and TGFβR-WT mice, respectively (Fig. 4b–d), in line with the lower numbers of YFP^+^CD4^+^ T cells observed in the intestines of TGFβR-CA animals (Fig. 2a). 

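Cluster 5 held 77 cells labelled TGFβR-KO (2.59%, 95% confidence interval 2.05% to 3.22%), 45 labelled TGFβR-WT (4.47%, 3.28% to 5.93%) and 9 labelled TGFβR-CA (0.8197%, 0.375% to 1.55%). The share was 3.16 times higher in TGFβR-KO and 5.45 times higher in TGFβR-WT than in TGFβR-CA. The TGFβR-WT sets differed, with 5.78% in the larger (4.18% to 7.76%) and 1.34% in the smaller (0.367% to 3.40%), so that the ratio to TGFβR-CA was 1.64 with the smaller set alone. Of these cells, 11 labelled TGFβR-KO and 12 of the 41 in the larger TGFβR-WT set have a barcode shared between TGFβR-KO and the larger set. Without cells that share a barcode with any other set, cluster 5 made up 2.23% of TGFβR-KO and 3.23% of TGFβR-WT cells.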

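In cells labelled TGFβR-KO, *S1pr1* was at 2.62 corrected UMIs per 10000 in cluster 6 and at 0.570 in the other clusters, *Klf2* at 10.5 against 4.92, *Itga4* at 6.31 against 2.84 and *Lsp1* at 13.3 against 7.59. *S100a4* was at 11.9 against 5.03, *S100a6* at 13.9 against 7.37 and *Emp3* at 6.81 against 3.36. Among genes of stem cell-like T cells, *Il7r* was at 13.3 against 4.61, *Slamf6* at 1.37 against 1.04 and *Tcf7* at 0.933 against 0.9001. *Klf2*, *S100a4* and *S100a6* were highest in cluster 1, *Emp3* in cluster 5, and *Slamf6* and *Tcf7* in cluster 4. In TGFβR-WT, cluster 6 was highest for *Klf2*, *S100a6* and *Emp3* and cluster 2 for *S100a4*, and the ratio of cluster 6 to the other clusters was 0.881 for *Slamf6* and 0.787 for *Tcf7*. In TGFβR-CA these ratios were 0.979 and 0.645. *S100a4* is one of 37 genes that part the TGFβR-KO library and the larger TGFβR-WT set from the TGFβR-CA library and the smaller set over all cells.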

Cluster 6 included cells colonizing the SILP, as evidenced by the expression of *S1pr1*, *Klf2*, *Itga4*, *lsp1*, *S100a4/S100a6* and *Emp3*, and endowed with a stem cell-like signature (for example, *Slamf6*, *Il7r* and *Tcf7* (refs. ^26,27^); Fig. 4d). 

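The order of the clusters was examined in cells labelled TGFβR-KO, with a minimum spanning tree on the distances between cluster centers in 10 integrated principal components, scaled by the cluster covariances. The tree has no direction, and RNA velocity was not analyzed here. Cluster 6 was joined to 2 clusters, cluster 4 and cluster 7. With Euclidean distances it was joined to 4 clusters, which were clusters 2, 4, 5 and 7. Diffusion pseudotime was counted from cluster 6, so its origin is a choice and not a result. From there, the median pseudotime was 0.123 in cluster 7, 0.164 in cluster 2, 0.267 in cluster 4, 0.279 in cluster 3 and 0.759 in cluster 5.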

Along with their migratory stem cell-like phenotype, bioinformatic modelings indicated that all the subsets that we identified were initially derived from cluster 6 (Fig. 4g). 

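Cluster 6 made up 27.9% of cells labelled TGFβR-KO (831 cells, 95% confidence interval 26.3% to 29.6%), 8.84% of those labelled TGFβR-WT (89 cells, 7.16% to 10.8%) and 4.74% of those labelled TGFβR-CA (52 cells, 3.56% to 6.16%). The TGFβR-KO share was 3.16 times the TGFβR-WT share and 5.90 times the TGFβR-CA share. With the TGFβR-WT sets taken separately it was 2.71 times the 10.3% of the larger (8.16% to 12.8%) and 5.20 times the 5.37% of the smaller set (3.10% to 8.57%).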

In TGFβR-KO animals, cluster 6 was three and six times more abundant than in TGFβR-WT mice and TGFβR-CA mice, respectively. Hence, the proportions of clusters 5 and 6 in the different mouse strains strongly imply that the over-representation of YFP^+^ cells in the SILP of TGFβR-KO animals (Fig. 2a) was associated with an increased colonization of the SILP by recently differentiated T_H_17 cells rather than their proliferation. Cluster 7 contained activated intestinal T cells expressing high levels of *Il17a* and *Maf* and intestinal residency-associated genes *Ly6a*, *lztfl1*, *Smco4*, *Ccr9* and *Cxcr6*. 

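*Il17a* was at 9.02 corrected UMIs per 10000 in cluster 7 of cells labelled TGFβR-WT, 11.5 in TGFβR-CA and 1.504 in TGFβR-KO. The larger and smaller TGFβR-WT set had 5.19 and 19.0. Cluster 8 was higher in TGFβR-WT, at 16.0, and in TGFβR-KO, at 8.61, where cluster 1 had 6.32. *Maf* was at 40.9 in cluster 7 of TGFβR-WT, 41.6 in TGFβR-CA and 21.5 in TGFβR-KO, where the other clusters had 11.6. In TGFβR-KO, *Lztfl1* was at 2.70 in cluster 7 against 0.655 elsewhere, *Ccr9* at 10.2 against 2.32, *Cxcr6* at 13.1 against 4.99, *Ly6a* at 10.3 against 6.54 and *Smco4* at 3.28 against 2.46.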

Interestingly, in TGFβR-WT and TGFβR-CA animals, this activation cluster expressed higher levels of later activation makers, such as *Lag3*, *CtlA4* and *Pdcd1*, than TGFβR-KO mice (Fig. 4d), suggesting that the absence of TGFβ signaling could protect activated T_H_17 cells from a form of exhaustion. 

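*Lag3*, on chromosome 6 of mm10 from 124904361 to 124911705, was at 2.84 corrected UMIs per 10000 in cluster 7 of cells labelled TGFβR-KO, 12.1 in TGFβR-WT and 10.7 in TGFβR-CA. The larger and smaller TGFβR-WT set had 10.9 and 15.3. *Ctla4* was at 4.503 in TGFβR-KO, 8.46 in TGFβR-WT (9.49 and 5.78 in the 2 sets) and 8.73 in TGFβR-CA. *Pdcd1* was at 0.539 in TGFβR-KO, 0.697 in TGFβR-WT and 0.733 in TGFβR-CA. Its TGFβR-KO level was above the 0.466 of the larger TGFβR-WT set and below the 1.302 of the smaller set, a difference whose direction depends on the set.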

Finally, cluster 8 was characterized by high levels of *Hspa1*, *Hspa2*, *Ubc*, *Dusp1*, *Dnajb1*, *Jun* and *Fos*, implying that this subset underwent profound cellular stress. 

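*Hspa1* is listed as *Hspa1a* and *Hspa1b*, neighboring genes on chromosome 17 of mm10 (34969190 to 34972156 and 34956436 to 34959238) with similar sequences, between which UMIs can be split. In cluster 8 of cells labelled TGFβR-KO, *Hspa1a* was at 74.9 corrected UMIs per 10000 against 3.16 in the other clusters and *Hspa1b* at 83.6 against 4.00. *Dusp1* was at 14.3 against 1.67, *Dnajb1* at 21.1 against 1.61, *Jun* at 35.6 against 5.14 and *Fos* at 25.6 against 2.35. *Hspa2* was detected at a low level, 0.184 against 0.0584. *Hspa1a* was at 19.9 in cluster 8 of TGFβR-WT and 18.7 of TGFβR-CA, while *Jun* was at 70.3 and 60.8. In the larger and smaller TGFβR-WT set, *Hspa1a* was at 29.3 and 15.7 and *Jun* at 40.4 and 83.7. In the re-clustering without the named genes, 68.5% of the TGFβR-WT and TGFβR-CA cells of cluster 8 and 87.4% of its TGFβR-KO cells were placed with cluster 1, against 9.88% and 72.6% when 64 genes listed as induced by tissue dissociation were left out too. For TGFβR-WT and TGFβR-CA the share was also lower with these genes kept, 23.5% with 20 dimensions, 8.64% at a resolution of 0.8 and 6.79% without integration.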

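In the minimum spanning tree of cells labelled TGFβR-KO, cluster 8 was joined to cluster 7 and to cluster 1. Scaled distances were 1.27 between clusters 8 and 1, 2.42 between clusters 8 and 7 and 3.82 between clusters 7 and 1. These connections were also found with Euclidean distances, with 20 dimensions, with the named genes among the features and without dissociation genes. Diffusion pseudotime, counted from cluster 6, had a median of 0.312 in cluster 8 and 0.353 in cluster 1, after cluster 7.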

Strikingly, the different bioinformatic trajectory models that we used concluded that cluster 8 was derived from activated cells (cluster 7) and gave rise to the tumorigenic subset (cluster 1; Fig. 4g). Moreover, confirming this analysis, single-cell TCR repertoire analysis of cluster 8 and the tumorigenic population (cluster 1) revealed a higher similarity between these two populations than between the other subsets, including the CTL subset (cluster 2; Extended Data Fig. 4). Thus, we defined cluster 8 as a pretumorigenic population. 

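From cluster 8 to cluster 1 of cells labelled TGFβR-KO, the level of *Hspa1a* changed to 0.192 times, *Hspa1b* to 0.155 times, *Fos* to 0.245 times, *Jun* to 0.260 times and *Dnajb1* to 0.331 times. *Dusp1* and *Hspa2* changed to 0.497 and 0.771 times. *Hspa1a* remained at 14.4 corrected UMIs per 10000 in cluster 1, against 1.10 in cluster 7. *Ifng* was 2.81 times higher in cluster 1 than in cluster 8.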

The transition from the pretumorigenic to the tumorigenic stage was associated with the loss of cellular stress markers and an increase in T-BET activity (Fig. 4d,f). 

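Cluster 8 held 230 cells labelled TGFβR-KO (7.73%, 95% confidence interval 6.80% to 8.75%), 79 labelled TGFβR-WT (7.85%, 6.26% to 9.68%) and 83 labelled TGFβR-CA (7.56%, 6.07% to 9.28%). The pooled TGFβR-WT share lies between those of its sets, which were 3.81% in the larger (27 cells, 2.52% to 5.49%) and 17.4% in the smaller (52 cells, 13.3% to 22.2%). The TGFβR-KO share was thus above that of one set and below that of the other. At a resolution of 0.8, the only re-clustering that gave a cluster of this name, the share in TGFβR-KO was lower than in TGFβR-WT by a difference of -4.45 percentage points (1.31% and 5.76%), and most TGFβR-KO cells of the deposited cluster 8 fell with cluster 1.

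**Figure D1:**
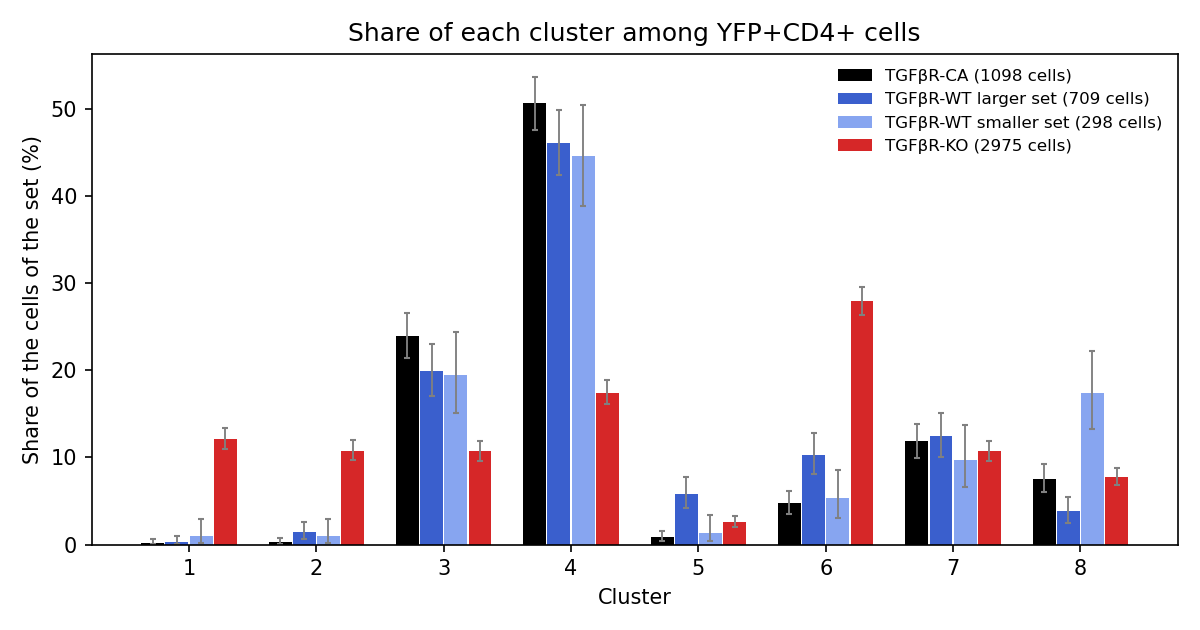
Share of each of the 8 clusters (horizontal axis) in percent of the cells of a set (vertical axis), with bars for cells labelled TGFβR-CA, the larger and smaller TGFβR-WT set, and TGFβR-KO, and error bars for exact 95% confidence intervals, which cover counting error only. Clusters 1 and 2 hold few cells outside TGFβR-KO, and cluster 8 reaches 17.4% in the smaller TGFβR-WT set.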

Importantly, in contrast to the tumorigenic subset, the pretumorigenic population was observed regardless of TGFβ signaling intensity in T_H_17 cells (Fig. 4b,c). Moreover, the gene expression pattern of pretumorigenic cells was very similar between TGFβR-CA, TGFβR-WT and TGFβR-KO animals (Fig. 4d), suggesting that TGFβ signaling could prevent pre-existing pretumorigenic T cells from becoming tumorigenic. 

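The expression profile of cluster 8 was compared between conditions by Spearman's correlation across genes, over 79 cells drawn from each condition. Genes are not independent replicates, so no p-value is given. The correlation was 0.860 between TGFβR-KO and TGFβR-WT, 0.874 between TGFβR-CA and TGFβR-WT and 0.845 between TGFβR-KO and TGFβR-CA. The same measure for cluster 7 gave 0.894, 0.903 and 0.876, respectively, and for cluster 4 it gave 0.880, 0.890 and 0.864. Cluster 6, over 52 cells per condition, gave 0.858, 0.854 and 0.829, and cluster 3, over 79, gave 0.894, 0.9003 and 0.876. For cluster 8, restricting the genes to those with at least 50 corrected UMIs, the alternative that moved the values most, gave 0.755, 0.817 and 0.740. Between TGFβR-KO and TGFβR-WT this was lower than in clusters 3, 4, 6 and 7, which then had 0.816 to 0.835, while the ranges of these clusters were 0.796 to 0.854 between TGFβR-CA and TGFβR-WT and 0.736 to 0.792 between TGFβR-KO and TGFβR-CA. The smaller set gave 52 of the 79 TGFβR-WT cells of cluster 8. In clusters 3, 4, 6 and 7 it gave 58 of 199, 133 of 460, 16 of 89 and 29 of 117. Over all cells, TGFβR-KO differed more from the smaller set (SD of log2 ratios 0.54) than from the larger (0.42). The lower value of cluster 8 may therefore in part reflect the makeup of its TGFβR-WT cells. In a comparison chosen after the data were seen, cluster 8 of TGFβR-WT and of TGFβR-CA was correlated over all genes with each cluster of TGFβR-KO except cluster 5. The highest correlation was with cluster 7, at 0.89995 for TGFβR-WT (0.898 to 0.903 over 20 draws) and 0.883 for TGFβR-CA (0.880 to 0.886). With cluster 8 it was 0.888 (0.885 to 0.893) and 0.877 (0.874 to 0.881), and with cluster 1 it was 0.874 and 0.860. For TGFβR-WT, cluster 6 (0.890) was also above cluster 8, with overlapping draws, and cluster 2 (0.881) was above cluster 1. For TGFβR-CA, cluster 8 came next after cluster 7, and cluster 1 was the lowest of the clusters compared. From the presence of pretumorigenic cells in all 3 conditions and the likeness of their expression patterns, the paper proposes that TGFβ signaling keeps such cells from progressing to the tumorigenic state.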

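*Tgfbr1* was at 3.17 corrected UMIs per 10000 in cluster 8 of cells labelled TGFβR-WT and at 0.983 in the other clusters, a ratio of 3.23. It was detected in 36 of 79 cells of cluster 8 (45.6%, 95% confidence interval 34.3% to 57.2%) and in 220 of the 928 other cells (23.7%, 21.0% to 26.6%). Cluster 1, with 5 cells labelled TGFβR-WT, had 3.53 and cluster 2, with 13 cells, had 1.40. All of the 36 cells belong to the smaller set, which provides 52 of the 79 cells of cluster 8. Within the smaller set, *Tgfbr1* was at 4.61 in cluster 8 and 2.42 in the other clusters, a ratio of 1.90, and 69.2% (54.9% to 81.3%) and 55.7% (49.2% to 62.0%) of the cells had a UMI. In the larger set it was found in 0 of 27 cells of cluster 8, which allows a share of cells with a UMI of up to 11.1%, and was at 0.381 in the other clusters. The different makeup of cluster 8 alone would give a ratio of 1.88 at equal levels within each set. In cells labelled TGFβR-CA, cluster 8 had 1.25 and the other clusters 0.755, and in TGFβR-KO 0.184 and 0.222.

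**Figure D2:**
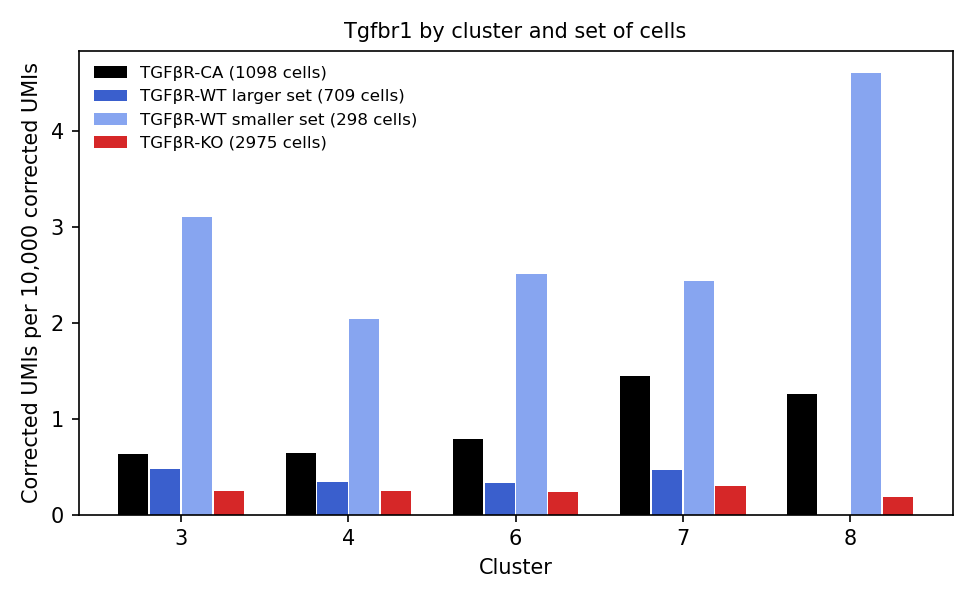
Level of *Tgfbr1* in corrected UMIs per 10000 corrected UMIs (vertical axis) in clusters 3, 4, 6, 7 and 8 (horizontal axis), which hold most cells, with bars for cells labelled TGFβR-CA, the larger and smaller TGFβR-WT set, and TGFβR-KO, and no error bars since each bar is 1 library or set. The smaller TGFβR-WT set is highest in each of these clusters, at 4.61 in cluster 8, where the larger set has 0.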

Supporting this assumption, only the pretumorigenic population exhibited an exacerbated expression of *Tgfbr1* (Fig. 4h). 

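*Il10*, on chromosome 1 of mm10 from 131019845 to 131024974, was detected in 12 of the 2975 cells labelled TGFβR-KO (0.403%, 95% confidence interval 0.209% to 0.704%), in 20 of the 1007 labelled TGFβR-WT (1.99%, 1.22% to 3.05%) and in 8 of the 1098 labelled TGFβR-CA (0.729%, 0.315% to 1.43%). The larger and smaller TGFβR-WT set had 2.12% and 1.68%. Its level was 0.0166 corrected UMIs per 10000 in TGFβR-KO, 0.110 in TGFβR-WT (0.120 and 0.0907 in the 2 sets) and 0.0639 in TGFβR-CA. The TGFβR-KO level was 0.150 times the TGFβR-WT level. Of the TGFβR-WT cells with *Il10*, 13 were in cluster 7 (11.1% of its cells, 6.05% to 18.3%), where TGFβR-KO had 6 (1.89%, 0.695% to 4.06%). For comparison, 1 of the 460 TGFβR-WT cells of cluster 4 had an *Il10* UMI (0.217%, 0.00550% to 1.21%).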

Of note, we did not find any loss of *Il10*^+^ cells among the YFP^+^CD4^+^ T cells between the three types of mice, excluding a role for TGFβ signaling in controlling the size of the regulatory IL-10-producing T_H_17 cell population in the intestine (Supplementary Fig. 7c). Thus, once differentiated, a fraction of activated intestinal T_H_17 cells can reach a pretumorigenic state, but their ability to become tumorigenic is blocked by TGFβ signaling.

**Fig. 4:**
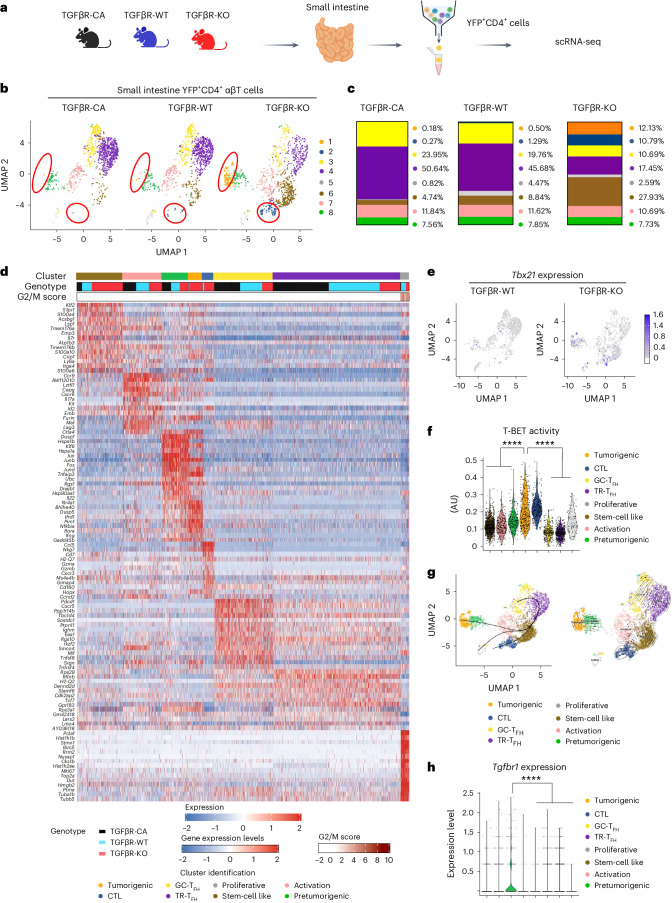
Characterization and origin of T_H_17 cell-derived tumorigenic cells. **a**, scRNA-seq analysis was performed on sorted YFP^+^CD4^+^ T cells isolated from the small intestines of 7- to 8-month-old TGFβR-CA, TGFβR-KO and TGFβR-WT mice as illustrated. **b**, Uniform manifold approximation and projection (UMAP) representation of the repartition of 1,000 cells per group. **c**, Proportion of each cluster identified among YFP^+^CD4^+^ αβT cells. **d**, Gene expression heat map representation of the top 15 genes increased and decreased in expression in each cluster from TGFβR-CA, TGFβR-KO and TGFβR-WT mice. **e**, UMAP representation of *Tbx21* expression in TGFβR-KO and TGFβR-WT mice. **f**, Violin plots illustrating T-BET regulon activity in the different clusters identified in TGFβR-KO mice; AU, arbitrary units; GC-T_FH_, germinal center-localized T_FH_ cells; TR-T_FH_, tissue-resident T_FH_ cells. **g**, Two different algorithms were used to evaluate the hierarchy between the single-cell clusters identified in intestinal YFP^+^CD4^+^ αβT cells isolated from TGFβR-KO mice. The slingshot package was used to infer pseudotime trajectories, depicted as three smoothed lines joining the different previously identified Seurat clusters (left). CellRank combines pseudotime and RNA velocity to provide streams of directionality (as shown by the arrows) across single-cell clusters (right). **h**, Violin plots demonstrating *Tgfbr1* expression in the different clusters identified in TGFβR-WT mice. For all experiments, statistical significance was evaluated using a two-sided Mann–Whitney test; ****P < 0.0001. Source data

### KLF6 promotes development of tumorigenic cells

Given the importance of T-BET expression for the acquisition of tumorigenic potential by differentiated T_H_17 cells (Fig. 3a,b,e,f), we next aimed to identify the upstream molecular regulators of *Tbx21* expression. During naive/T_H_1 cell differentiation, *Tbx21* expression is mainly induced by STAT4 activation in response to IL-12, which can also work with IL-23 to direct naive/T_H_17 differentiation toward a T_H_1 cell fate^28^. No differences in IL-12 and IL-23 levels, including in the duodenum, were detected between TGFβR-KO and TGFβR-WT mice (Extended Data Fig. 5a). In line with this observation, no exacerbated IL-12 and IL-23 signaling activity was observed in tumorigenic T_H_1 cell-like and pretumorigenic cells compared to in other cells from TGFβR-KO animals (Extended Data Fig. 5b), suggesting that, in the absence of TGFβ signaling, the acquisition of a T_H_1 cell program by intestinal T_H_17 cells obeys a distinct molecular mechanism to what has been described for naive cell transdifferentiation to T_H_1/T_H_17 cells. To decipher this molecular mechanism, we analyzed the *Tbx21* locus and found 191 motifs from 121 unique TFs (Supplementary Table 1). Using single-cell assay for transposase-accessible chromatin sequencing (scATAC-seq), we analyzed chromatin accessibility in YFP^+^CD4^+^TCRβ^+^ cells purified from the small intestine. Of the 746 TFs enriched in TGFβR-KO cells, only 54 had at least one motif match on the *Tbx21* locus (Supplementary Table 2). We then inferred regulon activity for the eight clusters from TGFβR-KO mice with scRNA-seq data using SCENIC. Of the 86 top tumorigenic regulons (Supplementary Table 3), only 3 were putative *Tbx21*-binding TFs with increased target chromatin accessibility, and only the TF Kruppel-like factor 6 (KLF6) was found to be in common. This result was confirmed with an alternative analysis of the scATAC-seq data using ChromVAR (Fig. 5a and Supplementary Table 4). Notably, *Klf6* was selectively expressed in both the pretumorigenic and tumorigenic subsets, and both *Klf6* expression and KLF6 regulon activity were increased in pretumorigenic TGFβR-KO cells compared to in control cells (Supplementary Fig. 9). Moreover, following the differentiation trajectory from the pretumorigenic to the tumorigenic stage (Fig. 4g), we found that both expression and activity of KLF6 preceded *Tbx21* expression (Supplementary Fig. 9). 

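*Klf6* lies on chromosome 13 of mm10 from 5861482 to 5870394. In cells labelled TGFβR-KO it was at 17.3 corrected UMIs per 10000 in clusters 1 and 8 together and at 1.497 in the other clusters, a ratio of 11.5. The ratio was 14.1 in TGFβR-WT and 17.3 in TGFβR-CA. In cluster 8, *Klf6* was at 23.8 in TGFβR-KO, 23.6 in TGFβR-WT and 19.2 in TGFβR-CA. The TGFβR-KO level was 1.01 times the TGFβR-WT level, 1.41 times the 16.9 of the larger set and 0.898 times the 26.6 of the smaller set, so its direction depends on the set. KLF6 regulon activity was not computed here.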

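Along the steps of the tree in cells labelled TGFβR-KO, *Klf6* rose 13.5 times from 1.77 corrected UMIs per 10000 in cluster 7 to cluster 8 and was at 13.2 in cluster 1, 0.554 times its level in cluster 8. *Tbx21* was at 0.237 in cluster 7 and 0.184 in cluster 8, and it was 3.81 times higher in cluster 1 than in cluster 8. *Tbx21* was detected in 12 of 230 cells of cluster 8 (5.22%, 95% confidence interval 2.72% to 8.94%) and 24 of 318 cells of cluster 7 (7.55%, 4.90% to 11.0%).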

Of note, although TGFβR-WT pretumorigenic cells expressed *Klf6*, they exhibited only mild activity of this TF (Supplementary Fig. 9). This suggests that TGFβ signaling, known to be associated with various epigenetic regulators such as histone modifiers, DNA modifiers and nucleosome remodelers, controls DNA accessibility to KLF6 (ref. ^29^) in T_H_17 cells. 

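In cells labelled TGFβR-WT, *Klf6* was detected in 69 of 79 cells of cluster 8 (87.3%, 95% confidence interval 78.0% to 93.8%), against 209 of 230 cells in TGFβR-KO (90.9%, 86.4% to 94.3%). The other clusters of TGFβR-WT had *Klf6* at 1.91 corrected UMIs per 10000, with UMIs in 37.1% of cells (34.0% to 40.3%).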

In line with this scenario, *Tbx21* locus chromatin was more open in TGFβR-KO cells than in TGFβR-WT cells, including the promoter and enhancer regions (Fig. 5b). Hence, in the absence of TGFβ signaling, in pretumorigenic cells, all the required conditions could have been met (that is, KLF6 expression and KLF6 accessibility to *Tbx21* DNA) to allow *Tbx21* expression and progression to the tumorigenic state. In agreement with this hypothesis, we found three putative KLF6 binding sites on *Tbx21*, all located in accessible DNA regions, in TGFβR-KO compared to in TGFβR-WT cells. Two of these three binding sites were restricted to a 149-base pair (bp) region that we named conserved noncoding sequence 0 (CNS0), in relation to the CNS3, CNS8 and CNS12 regions recently depicted^30^, whereas the third binding site was in the intragenic region (Fig. 5b). A chromatin immunoprecipitation (ChIP) assay on intestinal YFP^+^CD4^+^ T cells confirmed that KLF6 efficiently bound CNS0 in TGFβR-KO cells (Fig. 5c). Interestingly, KLF6 did not bind to the intragenic region of *Tbx21*, whereas it bound both the CNS0 and the intragenic region in differentiated TGFβR-WT T_H_1 cells, suggesting a different mode of regulation of *Tbx21* expression by KLF6 in T_H_17 cell-derived T_H_1 cells, and naive/T_H_1 cell differentiation also repressed by TGFβ1 signaling^31^. Demonstrating the role of KLF6 in the induction of *Tbx21* expression in intestinal YFP^+^CD4^+^ TGFβR-KO T cells and thus in pathology, deletion of *Klf6* in these cells was sufficient to prevent both T-BET and IFNγ expression as well as dsDNA damage in the bulb (Fig. 5d–f). Hence, these data identify KLF6 as a key TF capable of sustaining high levels of T-BET expression in differentiated T_H_17 cells, which is essential for developing the tumorigenic population.

**Fig. 5:**
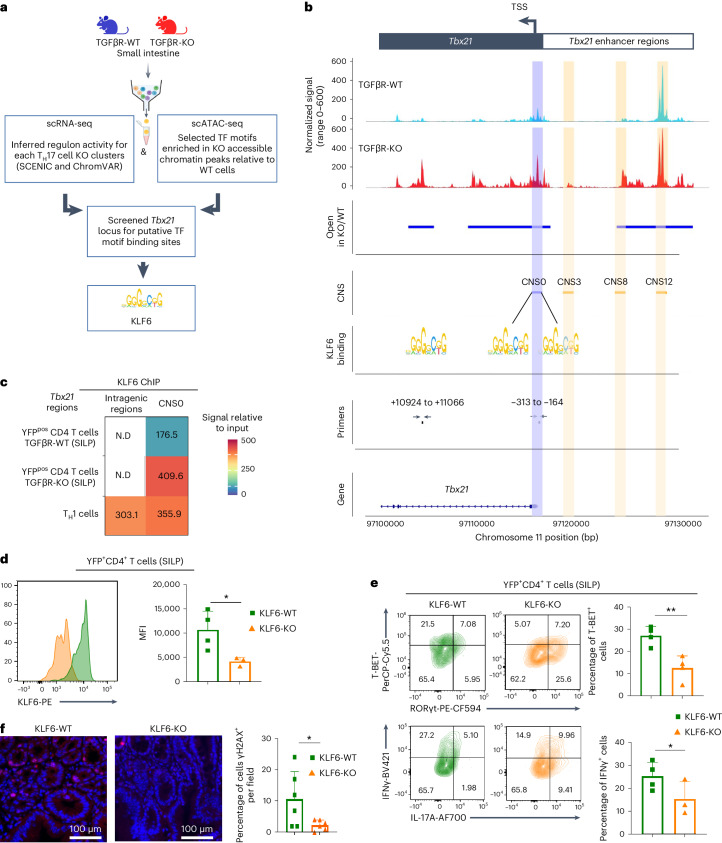
KLF6 promotes a tumorigenic state of T_H_17 cells. YFP^+^CD4^+^ T cells isolated from the small intestines of 7- to 8-month-old TGFβR-KO (KO) and TGFβR-WT (WT) mice were used for scRNA-seq, scATAC-seq, ChIP or CRISPR–Cas9 gene deletion. **a**, Workflow for the selection of TFs with *Tbx21* transactivation potential. After meeting two criteria (that is, significant regulon activity from scRNA-seq and motif enrichment from scATAC-seq), the final shortlist of TFs was based on the presence of putative *Tbx21* binding sites. **b**, scATAC-seq coverage plot neighboring the *Tbx21* transcription start site. The top two tracks indicate chromatin accessibility signals for TGFβR-WT and TGFβR-KO cells, with the ‘Open’ track representing the regions with differential chromatin accessibility between the two. Known CNSs and the newly described CNS0 are highlighted in orange and blue, respectively. Approximate locations of KLF6 binding motifs and primers are depicted with arrows; TSS, transcription start site. **c**, A ChIP assay for KLF6 binding on dedicated DNA regions of *Tbx21* was performed. The heat map represents the fold enriched signal compared to the input fraction. In vitro-differentiated T_H_1 cells from TGFβR-WT mice were used as a control; ND, not detectable. **d**–**f**, *Klf6* was deleted by CRISPR–Cas9 in purified YFP^+^CD4^+^TCRβ^+^ cells isolated from TGFβR-KO mice (KLF6-KO). Validation of the deletion was performed by flow cytometry (**d**). Cells were then adoptively transferred into C57BL/6 recipient mice. Representative contour plots of YFP^+^CD4^+^TCRβ^+^ cells (left) and bar graphs illustrating the percentage of T-BET^+^ and IFNγ^+^ cells 3 days after transfer (mean ± s.d.) are shown (**e**); MFI, mean fluorescence intensity. **f**, Representative γH2AX (red) and DAPI (blue) staining of the recipient bulb and histogram of the quantification of γH2AX^+^ IECs per field (mean ± s.d.). Data are representative of two independent experiments with three to four animals per experiment. For all experiments, statistical analyses were performed using unpaired *t*-tests; **P < 0.01; *P < 0.05. Source data

### IEC-produced TGFβ1 prevents T_H_17 cells from becoming tumorigenic

Finally, we aimed to identify the cellular source of TGFβ1 in the intestine preventing tumorigenic T_H_17 cell development. We excluded a role of the autocrine TGFβ1, previously identified as essential for the differentiation of T_H_17 cells from naive cells^32^ because TGFβ1-KO mice never showed any pathologic signs nor exacerbated reprogramming of T_H_17 cells to a T_H_1 cell fate (Extended Data Fig. 6). Because IECs are considered an important source of TGFβ1 in the gut^33^, and immunostaining revealed that YFP^+^CD4^+^ T cells were predominantly localized in the villi and were thus surrounded by IECs (Supplementary Fig. 6c), we analyzed the effects of IEC-derived TGFβ1 on the switch from intestinal T_H_17 cells to T_H_1 cells. We transferred YFP^+^CD4^+^ T cells from the small intestines of TGFβR-WT mice to *Villin-cre*^ERT2^; *Tgfb1*^fl/fl^ (IEC^Δ^^*Tgfb1*^) animals, reducing TGFβ1 levels in all intestinal segments but not in the mLNs after tamoxifen treatment (Extended Data Fig. 7). To confirm the direct role of IEC-produced TGFβ1 on differentiated T_H_17 cells, we also transferred TGFβR-CA T cells, which maintain TGFβ signaling independent of the presence of TGFβ1 in their microenvironment^16^, into IEC^Δ^^*Tgfb1*^ animals (Fig. 6a). Similar to TGFβR-KO mice, 5 weeks after transfer, the pool of intestinal TGFβR-WT YFP^+^CD4^+^ T cells was two to three times higher in IEC^Δ^^*Tgfb1*^ animals than in control mice (Figs. 2c–f and 6a,b), and the absence of TGFβ1 production by IECs was sufficient to induce both IFNγ and T-BET expression and conversely impaired IL-17A and RORγt expression in differentiated T_H_17 cells (Fig. 6c–f). Importantly, deprivation of TGFβ1 in the intestines of IEC^Δ^^*Tgfb1*^ mice was not associated with an increase of T_H_1 cell reprogramming in TGFβR-CA-derived YFP^+^CD4^+^ T cells (Fig. 6c–f). Moreover, in agreement with the acquisition of this tumorigenic phenotype by T_H_17 cells, the absence of IEC-derived TGFβ1 was sufficient to increase the accessibility of CNS0 of the *Tbx21* locus in intestinal YFP^+^CD4^+^ T cells (Fig. 6g). Thus, through the production of TGFβ1, IECs avoid the progression of differentiated T_H_17 cells to the tumorigenic state, revealing a key cellular interplay in the prevention of intestinal CIAC.

**Fig. 6:**
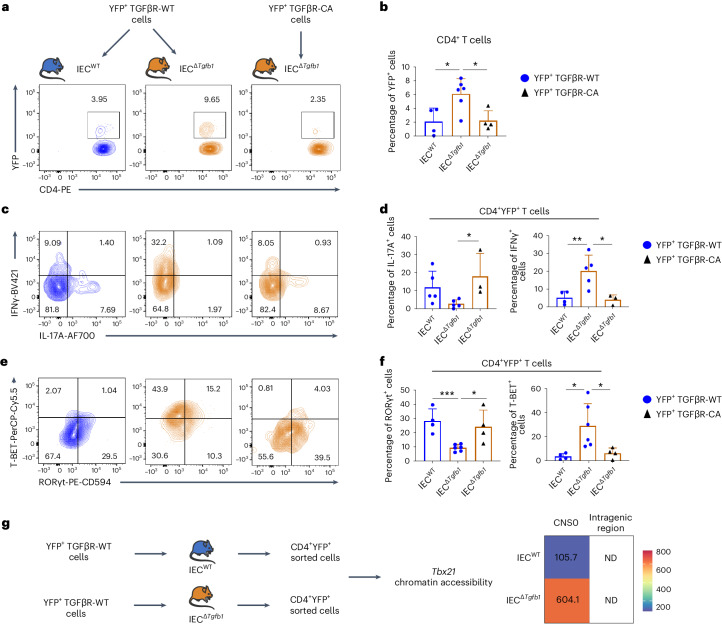
IEC-produced TGFβ1 prevents differentiated T_H_17 cells from becoming tumorigenic. YFP^+^ T cells from TGFβR-WT or TGFβR-CA mice were transferred into either IEC^Δ*Tgfb1*^ or *Villin-cre*, *Tgfb1*^WT^ (IEC^WT^) recipient mice. Recipients were then treated with tamoxifen, and CD4^+^TCRβ^+^ cells from the SILP were analyzed 3 weeks after transfer. **a**,**b**, Representative flow cytometry contour plots (**a**) and percentages of YFP^+^ cells among CD4^+^ T cells (**b**). **c**–**f**, Representative flow cytometry contour plots of cytokine production and IFNγ and TF factor expression (**c** and **e**) as well as quantifications (mean ± s.d.; **d** and **f**). **g**, DNA from YFP^+^CD4^+^ T cells purified from the SILP of either IEC^Δ*Tgfb1*^ or IEC^WT^ recipient mice were analyzed for chromatin accessibility of both KLF6 binding regions (CNS0 and the intragenic regions) of the *Tbx21* locus. The heat map demonstrates the fold enriched signal compared to the input fraction. Data are representative of three to six mice from three independent experiments. For all experiments, statistical analyses were performed using a two-tailed Student’s *t*-test; *P < 0.05; **P < 0.01; ***P < 0.001. Source data

## Discussion

The ability of T_H_17 cells to exert both beneficial and pathogenic functions under different conditions and tissue environments has recently suggested that this effector T cell type could be heterogenous^12^. This study reveals that, in the small intestine, the differentiated T_H_17 population is actually composed of eight distinct subsets. Among them, we defined a pretumorigenic subset whose progression to a tumorigenic state leads to CIAC with spontaneous adenocarcinoma formation, revealing that effector T cells can induce tissue transformation.

The transition from pretumorigenic cells to tumorigenic cells is prevented by TGFβ signaling. Hence, in addition to playing a key role in the differentiation of naive cells to T_H_17 cells^34^, TGFβ signaling must be sustained in T_H_17 cells once they are differentiated to avoid CIAC. The signaling pathway and the main cellular source of TGFβ involved in naive/T_H_17 differentiation are different from those controlling the outcome of differentiated T_H_17 cells. Indeed, it is not via the canonical branches of TGFβ signaling (that is, SMAD4 and TRIM33) but likely through its noncanonical branch that TGFβ signaling prevents differentiated T_H_17 cells from becoming tumorigenic T_H_1 cells. This SMAD4/TRIM33-independent branch of TGFβ signaling also prevents naive CD4^+^ T cell differentiation in T_H_1 cells^35^, suggesting its specific role in repression of the T_H_1 cell program irrelevant of the naive or already differentiated status of the CD4^+^ T cells. IEC-produced TGFβ1 appears at the core of the interplay between IECs and differentiated intestinal T_H_17 cells to protect the host from the generation of tumorigenic T cells and CIAC. High levels of TGFβ1 in the intestine, provided by, in large part, numerous IECs, may be required to activate the noncanonical pathway of TGFβ signaling. Interestingly, IECs have also been reported to contribute to differentiation of naive T cells to the T_H_17 cell fate, particularly by the production of SAA1/SAA2 (ref. ^36^). Hence, IECs contribute to both early and late stages of T_H_17 cell biology with direct consequences on intestinal epithelial barrier integrity. First, by promoting the generation of T_H_17 cells, IECs sustain their tight junctions and strengthen the epithelial barrier^37^. Second, by preventing tumorigenic T_H_17 cell development, they avoid CIAC.

The tumorigenic population develops from a pretumorigenic population, which likely composes an intermediate state between activated T_H_17 cells and tumorigenic cells. The high cellular stress signature observed in the pretumorigenic subset and the trajectory modelings strongly imply that the pretumorigenic state could be a final state of differentiation potentially associated with cell death when TGFβ signaling in T_H_17 cells is sustained. The TCR repertoire of pretumorigenic cells was very close to that of the tumorigenic population but was not fully identical, suggesting that only some clones could get an advantage in the absence of TGFβ control. Further investigations, including research on antigen specificity of tumorigenic cells, should clarify this aspect. Similar to humans^17^, the proximal duodenum is the principal region of transformation malignancy in TGFβR-KO mice. Several factors could explain this specific localization. The proximal part of the duodenum has a distinct embryonic origin versus the rest of the duodenum and the small intestine, which may be responsible for the expression of specific antigens to which T_H_17 cells escaping TGFβ control could react, explaining the high density of YFP^+^ cells at the bulb. Alternatively, or concomitantly, specific environmental factors of the proximal duodenum, such as the high concentration of biliary acids and antigens delivered by the common bile duct, could contribute to the localization of pathology. This idea is reinforced by the extremely rapid and surprising formation of duodenum adenocarcinoma in TGFβR-KO mice after exposure to AOM, a molecule transformed in the liver that becomes genotoxic and is delivered to the small and large intestine through the common bile duct^38^. Tumorigenic T cells promote transformation in the colon but, in contrast to the duodenum, only after AOM exposition, reinforcing the idea that the duodenum and the colon constitute two distinct environments for the oncogenic capacity of tumorigenic T cells. In the duodenum, they induce malignant transformation, whereas in the colon, they promote the effects of exogenous genotoxic agents.

The IL-17/T_H_17 cell axis has been largely proposed to either promote or repress the growth of already established tumors^39,40^. By showing that T_H_17 cells can also initiate malignant transformation, this study assigned an unexpected role for T_H_17 cells and effector T cells in general in cancer initiation, opening the path to prophylactic treatments and questioning potential side effects for therapies stimulating T cells. It is clear that CIAC is a multiple factor phenomena that includes innate immune cells, which could play a part in CIAC initiated by T_H_17 cells escaping TGFβ control, linking both arms of the immune system in cancer initiation. To initiate cancer, T_H_17 cells do not need to produce IL-17A. However, we cannot exclude that other cellular sources of IL-17A could contribute to pathology. Our data showed that T_H_17 cell reprogramming in T_H_1 cells and associated IFNγ production are essential and sufficient to induce dsDNA damage in IECs and the subsequent transformation of cells chronically exposed to genotoxic stress. IFNγ has been proposed to induce oxidative stress, particularly NOX4, and dsDNA damage in vitro^41^. Further investigations should determine whether in vivo IFNγ genotoxic effects on duodenal epithelial cells also involves oxidative stress and/or other factors, particularly in villi stem cells present at the crypts, where YFP^+^CD4^+^ T cells were also highly abundant in the duodenum of TGFβR-KO mice. IL-22 has been reported to facilitate the repair of dsDNA damage in villi stem cells in response to genotoxic stress^42^. 

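In the scRNA-seq data of sorted YFP+CD4+ cells, *Il22*, on chromosome 10 of mm10 from 118204942 to 118210047, was at 38.6 corrected UMIs per 10000 in cluster 8 of cells labelled TGFβR-KO, the pretumorigenic population, and at 2.12 in cluster 8 of those labelled TGFβR-WT. The TGFβR-KO level was 18.3 times the TGFβR-WT level, 6.52 times the 5.93 of the larger TGFβR-WT set and 97.5 times the 0.396 of the smaller set. Relative to cells labelled TGFβR-CA it was 4.89 times higher. *Il22* was detected in 121 of 230 TGFβR-KO cells of cluster 8 (52.6%, 95% confidence interval 45.9% to 59.2%) and in 16 of 79 TGFβR-WT cells (20.3%, 12.0% to 30.8%). Over all clusters it was at 6.76 in TGFβR-KO, 1.05 in TGFβR-WT (0.858 and 1.43 in the larger and smaller set) and 0.842 in TGFβR-CA. These differences were not tested.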

Interestingly, *Il22*, largely expressed by pretumorigenic cells, is one of the few genes downregulated in expression in TGFβR-KO mice compared to in TGFβR-WT mice, suggesting that lower levels of *Il22* expression by TGFβR-KO pretumorigenic T cells may contribute to cancer progression once dsDNA damage is generated. Interestingly, the levels of IL-22 were three times higher in the duodenum of TGFβR-KO mice than in TGFβR-WT animals (Extended Data Fig. 8), implying that cells other than T_H_17 cells provide a source of IL-22, such as type 3 innate lymphoid cells, reported to repair dsDNA after chemical-induced genotoxicity^42^. However, the impact of these IL-22-producing cells seemed inefficient to repair dsDNA damage caused by tumorigenic T cells, underlying the strong transforming potential of the latter.

Several members of the Krüppel-like factor family, including KLF2, KLF4, KLF10 and KLF13, have been shown to be expressed in T cells and involved in thymic development and migration and effector or regulatory functions^43^. The role of KLF6 in CD4^+^ T cells has been limited so far to correlations with an activation/memory phenotype^44^. This study identified KLF6 as a master regulator of tumorigenic T cell development. KLF6-dependent *Tbx21* expression is required to differentiate T_H_17 cells to the tumorigenic subset. KLF6 binds to the CNS0 region of the *Tbx21* promoter and promotes T-BET expression crucial for progressing pretumorigenic cells to the tumorigenic state. The pretumorigenic cells present in the intestines of TGFβR-WT animals express *Klf6* at low levels, suggesting that they are prompt to become tumorigenic. However, TGFβ1 and, in particular, IEC-derived TGFβ blocks CNS0 accessibility to KLF6 in intestinal T_H_17 cells, keeping the tumorigenic program in check. We propose KLF6 as a key TF for the continuum of differentiation of T_H_17 cells to the tumorigenic state leading to CIAC.

Although further clinical studies should be performed to validate the presence of the tumorigenic subset as a predictive marker for intestinal cancer susceptibility, several arguments are in favor of a role for tumorigenic T_H_17 cells in CIAC in the human small intestine. First, the vast majority of tumors of the small intestine in humans are localized at the same site where tumorigenic T cells induce transformation in mice^17^. Second, *TBX21* also contains the CNS0 KLF6 binding site (Supplementary Fig. 10a). Third, scRNA-seq analysis on human T_H_17 cells showed that *KLF6* is expressed in T_H_17 cells in individuals with small intestinal chronic inflammation such as Crohn’s disease but not in other T_H_17 cell-mediated pathologies such as multiple sclerosis or ulcerative colitis (Supplementary Fig. 10b). Finally, using genome-wide association studies analyses of individuals with chronic inflammatory bowel disease, others have suggested KLF6 as a candidate for T_H_17 cell-specific mediation of chronic gut inflammation in humans^45^.

In summary, our work shows a mechanism that protects against intestinal cancer initiation. This mechanism is based on an interplay between IECs and differentiated T_H_17 cells, which blocks the continuum of differentiation of pretumorigenic T_H_17 cells to a tumorigenic state, protecting IECs against malignant transformation. By identifying TGFβ1 in this preventive mechanism against cancer, this study questions the suitability of cancer immunotherapy strategies that are based on systemic TGFβ1 targeting to restore efficient T cell cytotoxic functions against cancer cells^46^.

## Methods

### Ethics

Experiments in mice were performed in accordance with the animal care guidelines of the European Union ARRIVE and French laws and were validated by the local animal ethics evaluation committees CECAPP and the French Ministry of research under approbation numbers CECAPP CLB 2017‐017 and APAFIS 18685. No animal developed intestinal inflammation/tumors reaching a state that could alter their daily lives in any manner. For human data reanalysis, ethics statements were reported in the original published articles^47–49^.

### Mice

*Il17a‐cre* mice were provided by G. Stockinger (The Francis Crick Institute)^14^, and *Vil1-cre*^Ert2^ mice were provided by S. Robine (Institut Pasteur)^50^. Stop^fl/fl^-*Tgfbr1*-CA mice were generated as previously described^16^. *Tgfbr2*^fl/fl^ mice were provided by S. Karlsson (Lund university)^15^, *Rosa26‐stop*^fl/fl^*-yfp* mice were provided by F. Constantini (Columbia University)^51^, *Trim3*^fl/fl^ mice were provided by R. Losson (Ilkirch), *Smad4*^fl/fl^ mice were provided by C. Deng (NIH)^52^, C.129S6-*Tbx21*^*tm1Glm*^/J (T-BET-KO) mice were provided by L. Glimcher (Havard University) and *Tgfb1*^*tm2.1Doe*^*Tgfb1*^fl^ mice were provided by O. Sansom (Glasgow University)^53^. *Il17a*-KO animals were obtained from homozygous *Il17a‐cre* animals using a knock-in approach after insertion of the construct in both *Il17a* alleles^14^. RAG-KO (B6.Cg-*Rag2*^tm1.1Cgn^/J) mice (008449, Jackson Laboratory) and C57BL6/J mice (000664, Jackson Laboratory) were purchased from Charles River, and colonies were maintained. Except when mentioned, experiments were performed on 6- to 8-month-old mice. All mice were on a C57BL/6 background, and both sexes were used without differences between males and females being observed except for AOM DSS, in which males were used because they responded more strongly. Littermates without floxed alleles were used as WT control mice. Except for the microbiota analysis, TGFβR-WT and TGFβR-KO animals were cohoused throughout their lifespan. All animals were maintained in specific pathogen‐free animal facilities (Small Animal Platform/Animal Core Facility/Imaging Platform or RAM-ZEFI). Irradiated diet chow (2918 Envigo; A04 and 150 SP-25 Safe Diets) was provided without any alteration in our observations. Animals were housed with enrichment media, including light shed houses and cotton squares, on a 12-h light/12-h dark cycle in a controlled environment (temperature of 22 + 1 °C and hygrometry of 50–60%).

### AOM DSS treatment

Mice were injected intraperitoneally (i.p.) with AOM (6.25 mg per kg (body weight); 25843-45-2, Sigma-Aldrich), followed 30 days later by a single 5-day period of 2.5% (wt/vol) DSS (TdB) administered in the drinking water. Because TGFβR-KO mice did not regain weight after DSS treatment, no other induction of inflammation was performed, as is the case in the classical colitis-associated carcinogenesis protocol^54^. Mouse weight was measured every other day, and when an over 20% weight loss was observed, mice were killed. Animals were killed after 80 days, and organs were collected for histological analysis.

### Tamoxifen and anti-IFNγ treatment

Mice were injected i.p. every day over 5 days with 100 μl of a 10 mg ml^–1^ tamoxifen solution (T5648, Sigma-Aldrich) dissolved with pure ethanol and diluted in corn oil (C8267, Sigma-Aldrich), allowing Cre activity in the intestine for 60 days^50^. For anti-IFNγ treatment, mice were injected i.p. every 3 days with 200 µg of either neutralizing anti-IFNγ (XMG1.2, BioXCell) or IgG isotype control (HRPN, BioXCell).

### Isolation of intestinal cells

The small intestine and colon were dissected, and fat was removed. Intestines were longitudinally opened and washed in 1× PBS (14200091, Gibco). Intestines were cut into small pieces and incubated with 5 mM EDTA (EU0084, Euromedex) and 1 mM DTT (D0632, Sigma-Aldrich) at 37 °C. Epithelial cells were then separated from intraepithelial lymphocytes with a 44%/67% Percoll gradient (P1644, Sigma-Aldrich) run for 20 min at 1,300*g*. Tissues were then digested in RPMI medium (618700044, Gibco) containing 20% fetal bovine serum (FBS; 10437028, Gibco), 100 µg ml^–1^ DNase I (DN25-IG, Sigma-Aldrich) and 1 mg ml^–1^ collagenase from *Clostridium histolyticum* (C2674, Sigma-Aldrich). Intestinal lamina propria lymphocytes were then separated on a 44%/67% Percoll gradient run for 20 min at 1,300*g*.

### Flow cytometry and cell sorting

Surface staining was performed using the following fluorescence-conjugated antibodies diluted in 1× PBS (Gibco) containing 2% bovine serum albumin (A7906, Sigma-Aldrich) and 0.1% sodium azide (08591, Sigma-Aldrich): CD45-APC-Cy7 (30-F11, BD Biosciences), TCRβ-PE (H57-597, BD), CD3-BV650 (145-2C11, BD Biosciences), CD4-BV711 (RM4-5, Biolegend), CD8-BV510 (53-6.7, BD Biosciences) and CRTAM (11-5/CRTAM-PE, Biolegend). For intracellular cytokine staining, mouse cells were restimulated ex vivo for 4 h with 500 ng ml^–1^ PMA (P1585, Sigma-Aldrich) and 500 ng ml^–1^ ionomycin (I0634, Sigma-Aldrich) in the presence of brefeldin A (BD Biosciences). Cells were stained for surface markers and fixed for 30 min with 1% paraformaldehyde (PFA; 11481745, Fisher Scientific) in 1× PBS (1420091, Gibco) and permeabilized with a Cytofix/Cytoperm kit (554655, BD Biosciences) according to the manufacturer’s protocol. Intracellular staining was performed for IL-17A-AlexaFluor 700 (TC11-18H10, BD Biosciences), IFNγ-APC (XMG1.2, BD Biosciences), GM-CSF-PerCP-Cy5.5 (MP1-22E9, Biolegend), TNF-PE-Cy7 (MP6-XT22, BD Biosciences) and granzyme B-APC (GB11, Invitrogen). For intranuclear staining, cells were treated with a nuclear fixation kit (Ebioscience) before being stained with RORγt-PE-CF594 (Q31-378, BD Biosciences), T-BET-APC (eBio4B10, Ebioscience), granzyme B-APC (GB11, Invitrogen) and KLF6-PE (E-10, Santa Cruz). For p-SMAD2/SMAD3 staining, after a 15-min incubation with 5 ng ml^–1^ activated recombinant TGFβ1 (240-B010, R&D Systems) at 37 °C, cells were immediately fixed with a Fixation and Permeabilization Buffer kit (00-5523-00, eBioscience) and stained with anti-p-SMAD2/SMAD3 (D27F4, Cell Signaling) detected with a donkey anti-rabbit APC secondary antibody (A31573, Life Technology). All samples were acquired on a BD Fortessa except for samples processed with the CRISPR–Cas9 approach and used for intestinal segment analysis, for which an AURORA Cytek machine was used. Analyses were performed with FlowJo v10.6.1 software (BD Biosciences). For cell sorting, CD4^+^ T cells were enriched using a CD4^+^ T Cell Isolation kit (mouse; 130-104-454, Miltenyi Biotec) and labeled with CD4-PE (GK1.5, eBioscience), TCRβ-APC (H57-597, BD Biosciences), CD45-APC-Cy7 (30-F11, BD Biosciences) and DAPI (Eurobio Scientific). All antibodies were used at 1:200 except RORγt-PE-CF594 (used at 1:400) and p-SMAD2/SMAD3 and CRTAM (both used at 1:100). Cells were purified on an Aria II (BD Biosciences) according to Extended Data Fig. 2.

### Adoptive T cell transfer

Sorted CD4^+^TCRβ^+^NK1.1^–^ cells (1 × 10^6^) isolated from the mLNs of either TGFβR-WT or TGFβR-KO mice were injected intravenously (i.v.) into RAG-KO mice. After electroporation with CRISPR–Cas9 and guide RNA (gRNA), purified YFP^+^CD4^+^TCRβ^+^ cells (1 × 10^5^) from the SILP of TGFβR-KO mice were injected i.v. into C57BL/6 WT mice. Sorted YFP^+^CD45^+^CD4^+^TCRβ^+^ cells (5 × 10^4^) isolated from the small intestines of either TGFβR-WT or TGFβR-KO mice were injected i.v. into either IEC^Δ*Tgfb1*^ or IEC^WT^ recipients.

### Histology and pathology scoring

The small intestine and colon were fixed in 4% PFA in PBS overnight and maintained in 70% ethanol diluted in distilled water. Samples were embedded in paraffin, sliced into 5-μm-thick sections, mounted and stained with H&E using standard protocols. All microscopy acquisitions were performed on a Zeiss Axio Imager M2 and visualized with a NanoZoomer slide scanner controlled by NDP.view software. Scoring of histopathology was performed blinded using the method described by el Marjou et al.^50^. Briefly, for all pathologic scoring, the following eight parameters were used: (1) the degree of inflammatory infiltrate in the lamina propria, ranging from 1 to 3; (2) the loss of Goblet cells, ranging from 0 to 2; (3) epithelial hyperplasia, ranging from 0 to 4; (4) cryptitis, ranging from 0 to 2; (5) number of crypt abscesses, ranging from 0 to 3; (6) extent of crypt loss regions, ranging from 0 to 2; (7) mucosal erosion to advanced ulceration, ranging from 0 to 4; and (8) presence of adenoma, ranging from 5 to 6. The severity of the inflammatory changes in the distal colon and duodenum correspond to the addition of the scores reported for each parameter.

### Intestinal microbiota analysis

Microbial DNA from 200 mg of fresh stools of 3-month-old TGFβR-WT and TGFβR-KO mice was extracted by GenoScreen. Microbial diversity and composition were determined for each sample by targeting a portion of the ribosomal genes. A 16S rRNA gene fragment comprising V3 and V4 hypervariable regions (16S; 5′-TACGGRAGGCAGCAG-3′ and 5′-CTACCNGGGTATCTAAT-3′) was amplified using an optimized and standardized 16S amplicon library preparation protocol (Metabiote v2.0, GenoScreen). Sequencing was performed using a 250-bp paired-end sequencing protocol on an Illumina MiSeq platform (Illumina) at GenoScreen. Positive (artificial bacteria community comprising eight different bacteria (‘ZymoBIOMICS’)) and negative (sterile water) controls were also included. Raw paired-end reads were processed in a data curation pipeline that included a step to remove low-quality reads (Qiime2 2020.8). The remaining sequences were assigned to samples based on barcode matches, and barcode and primer sequences were then trimmed. The sequences were denoised using the DADA2 method, and reads were classified using the Silva reference database (version 138). The α- and β-diversities were computed. Chao1 and Shannon indexes were calculated to characterize α-diversity, and principal coordinate analyses of the Bray Curtis distance and the unweighted UniFrac distance were performed to assess β-diversity using Qiime2 2020.8. Chao1 and Shannon indexes were calculated to characterize α-diversity.

### T_H_1 cell differentiation

CD4^+^ T cells were purified from mLNs (130-104-454, Miltenyi Biotec.). In total, 2 × 10^5^ cells were activated in a 96-well Nunc plate (Thermo Fisher) in the presence of anti-CD3 (1 μg ml^–1^; 145-2C11, eBioscience) and anti-CD28 (0.5 μg ml^–1^; 37.51, eBioscience) in RPMI medium supplemented with 10% FBS. Culture medium was completed with 10 ng ml^–1^ IL-12 (419-ML-010, R&D Systems) and 20 μg ml^–1^ anti-IL-4 (BE0045, BioXcell). Cells were cultured at 5% CO_2_ and 37 °C for 3 days. On average, 70% of the cells expressed IFNγ by 3 days of polarization culture.

### Immunofluorescence staining

Samples collected from TGFβR-WT, TGFβR-KO and TGFβR-KO; T-BET-KO mice were fixed in 4% PFA overnight before paraffin inclusion. Four-micron-thick slides were washed twice with PBS, permeabilized with 0.2% Triton X-100 (X100, Sigma-Aldrich) and blocked in PBS with 2% bovine serum albumin (A7906, Sigma-Aldrich) for 1 h at room temperature. Slides were then incubated with primary antibodies overnight at 4 °C. For mouse tissue staining, anti-GFP (A-11122, Invitrogen), CD4-PE (GK1.5 eBioscience) and anti-γH2AX (9718S, Ozyme) were used. Secondary antibodies (goat anti-rabbit AlexaFluor 488; A32731, Invitrogen) were incubated for 1 h at room temperature. For nucleus detection, DAPI (D3571, Invitrogen) was used. Images were then acquired using a Confocal Zeiss 980 microscope and analyzed with ImageJ software.

### scRNA-seq

After tissue dissection and dissociation, fluorescence-activated cell sorting-purified suspended YFP^+^CD4^+^ T cells were immediately partitioned into nanoliter-scale Gel Bead-In-Emulsions (GEMs) with a Chromium Single Cell Controller (10x Genomics) at the Cancer Research Center of Lyon (CRCL) Single Cell Platform. Cell encapsulation and barcoding were followed by the standard scRNA-seq protocol, including reverse transcription, amplification and indexing (10x Genomics). Sequencing was performed using a NovaSeq Illumina device (Illumina). Illumina bcl files were base called, demultiplexed and aligned to the mouse mm10 genome using CellRanger software (10x Genomics). The output of CellRanger was used to run the Python package velocyto and produce loom files for each sample with RNA velocity estimations^55^. Loom files from two independent sequencing runs were imported into R, and single-cell data were analyzed with the ‘Seurat’ package^56^. The first batch included barcoded TGFβR-KO and TGFβR-WT T_H_17 cells, whereas the second batch was composed of TGFβR-CA and TGFβR-WT cells. Integration of these two datasets followed the ‘Fast integration using reciprocal PCA (RPCA)’ protocol. 

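The deposited values do not name the sequencing batch of a cell, and TGFβR-KO and TGFβR-CA each lie in 1 batch, so batch and condition can be separated only through the TGFβR-WT cells. Since no label ties the larger or the smaller TGFβR-WT set to a batch, comparisons with both sets are given in place of a value within each batch. Some values do pair the larger set with TGFβR-KO. These shared 14 barcodes, against 0 for TGFβR-KO and the smaller set, though TGFβR-CA and the smaller set also shared 0. Genes that part TGFβR-KO and the larger set from the other sets numbered 37, against 3 and 0 for the other pairings. For TGFβR-KO, ratios against the larger set may thus be those within a batch. The larger set had a median of 3440 corrected UMIs and 1470 genes per cell, and the smaller set 3984.5 corrected UMIs and 1675 genes.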

After filtering for library size (between 1,000 and 5,000 features per cell) and mitochondrial gene expression (less than 10%), preprocessing was performed using Seurat functions for counts normalization (SCTransform using the ‘glmGamPoi’ method). RPCA integration using 3,000 integration features was followed by dimension reduction with principal component analysis (RunPCA with default parameters), construction of a shared nearest neighbor graph (FindNeighbors using ten dimensions of reduction as input based on an elbow plot of variance captured by each principal component), clustering (FindClusters with a resolution of 0.5) and visualization with the UMAP dimensional reduction technique. Initial marker identification was used to identify and remove γδT cells (based on the expression of ‘*Tcrg*’ and ‘*Trg*’ genes) and contaminating epithelial cells. In total, 5,080 cells remained for downstream analysis after this final filtering step (TGFβR-CA = 1,098, TGFβR-WT = 1,007 and TGFβR-KO = 2,975). 

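The numbers of cells in the deposited table are those given for each condition. The table's cells have at least 1000 genes each, and their mitochondrial share of corrected UMIs reaches at most 7.55%. The methods name no doublet step. Scrublet, run on the corrected UMIs of each set of cells, called 4 doublets in TGFβR-KO (0.134%), 18 in TGFβR-CA (1.64%), 14 in the larger TGFβR-WT set (1.97%) and 20 in the smaller set (6.71%), 56 cells in all (1.10%). These cells were kept, and leaving them out was one of the alternatives tried.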

Markers of each cluster were identified using the Wilcox test option of the FindAllMarkers function, with a logarithmic fold change threshold of 0.25 and adjusted *P* value under 5%. Known markers were used to identify and relabel the resulting clusters, as described in the text. In addition, the COMET package^57^ was used to identify and validate surface markers distinct from each cluster. A G2/M cell cycle phase score was calculated using an established list of cell cycle markers^25^. Regulatory network analysis was performed to identify core TFs orchestrating transcriptional programs within each cluster using the single-cell regulatory network inference and clustering (SCENIC) R package^58^ (https://github.com/aertslab/SCENIC). SCENIC infers coexpression modules between TF and candidate target genes (that is, regulons) using machine learning. Once all regulons are constructed, SCENIC scores its corresponding activity for each individual cell. We used the dynverse R package to compare across pseudotime algorithms and choose the one best suited for our integrated dataset^59^. Final trajectory (pseudotime) analyses were performed using the slingshot R package^60^ To this end, clustering information was extracted from Seurat objects for each individual condition and passed directly to slingshot’s main function. The same ‘granularity’ parameters (that is, Omega = 3) were used for all conditions to ensure comparability. Once pseudotime trajectories were identified, a general additive model was fitted to identify genes whose expression was significantly associated with each trajectory. CellRank was used for directional trajectory analyses^61^. CellRank combines trajectory inference (pseudotime) with directional information from RNA velocity, automatically predicting initial, intermediate and terminal cell populations.

### scATAC-seq

CD4^+^YFP^+^ T cells were purified from the small intestine, including PP, from TGFβR-WT and TGFβR-KO mice. Cell nuclei were independently prepared and frozen following the recommended conditions for scATAC-seq using the 10x Genomics protocol for library preparation (outsourced with ActiveMotif). Thirty-four-base pair paired-end sequencing reads were generated by Illumina Sequencing using a NextSeq 500. Reads were mapped to the mm10 genome, and peaks were called using CellRanger ATAC software with default parameters (mkfastq and count functions). The Signac package (https://satijalab.org/signac/news/index.html) was used in combination with Seurat for all downstream analyses after Tn5 mapping. Briefly, the pipeline includes the creation of a chromatin assay to which nucleosome signal, transcription start site enrichment and fragment data are consecutively added. Next, latent semantic indexing is performed using the ‘RunTFIDF’ and ‘RunSVD’ functions, followed by clustering and UMAP visualization. Gene activity is inferred using the ‘GeneActivity’ function. Merging of TGFβR-WT and TGFβR-KO samples was performed after selecting common good-quality peaks, resulting in 90,255 features across 3,860 cells (after filtering out ten *Tcrg*/*Trg*-expressing γδT cells). The combined dataset was further annotated using label transfer from the scRNA-seq data following Seurat’s recommended protocol. Differential accessibility was performed using the ‘FindAllMarkers’ function on peak assay data. Motif analyses were performed with Signac’s ‘AddMotifs’ and ‘RunChromVAR’ functions.

### Single-cell TCR sequencing and repertoire analysis

As with scRNA-seq, fluorescence-activated cell sorting-purified suspended YFP^+^CD4^+^ T cells from the small intestine were partitioned into nanoliter-scale GEMs with the Chromium Single Cell Controller (10x Genomics), and gene expression and TCRαβ libraries were prepared using a Chromium Single Cell 5′ Library & Gel Bead kit (10x Genomics), as per the manufacturer’s instructions. Sequencing was performed using a NovaSeq Illumina device (Illumina). Illumina bcl files were base called, demultiplexed and aligned to the mouse mm10 genome using CellRanger version 7.1.0 (10x Genomics) in ‘multi’ mode (gene expression + vdj). Demultiplexed data were loaded into R and analyzed with the ‘scRepertoire’ package version 1.12.0 (https://f1000research.com/articles/9-47/v2). scRepertoire was used to assign clonotypes based on TCR chains, quantify and study clonotype dynamics and integrate with gene expression data in combination with the Seurat package. Clonotypes were called by a combination of *CDR3* nucleotide sequence and VDJC gene sequence (CTstrict). Shared clonotypes were defined as clonotypes coming from different cell types and containing the same CDR3 nucleotide and VDJC gene sequences.

### ChIP

Sorted YFP^+^CD4^+^ T cells were processed with a CUT&RUN assay kit (Cell Signaling), following the manufacturer’s protocol. Anti-KLF6 (sc-365633, Santa Cruz) was used at 2 μg per sample for ChIP. DNA was then purified using DNA spin columns (14209S, Cell Signaling), and 10 ng of DNA per reaction was used for quantitative real-time PCR using LightCycler 480 SYBR Green Master (4707516001, Roche). The following primer sequences were used: *Tbx21* CNS0: forward 5′-CTGGAAAATCAGGCTCACGC-3′ and reverse 5′-ACTTTTCCCAGCTTCGAGGA-3′; *Tbx21* intragenic region: forward 5′-CACATGAAGTAGGAAGCGCC-3′ and reverse 5′-GGGGAGAGCTGGTGTTAAGT-3′.

### Chromatin accessibility

*Tbx21* DNA accessibility was tested on sorted YFP^+^CD4^+^ T cells using an EpiQuik Chromatin Accessibility Assay kit (EpiGenTek) following the manufacturer’s protocol. Isolated chromatin from 2 × 10^4^ cells was then amplified by quantitative PCR. Quantitative PCR was performed using LightCycler 480 SYBR and the same primer sequences depicted above. Fold enrichment was then calculated by the formula fold enrichment = $$2^{({\rm{Nnse}}{\rm{C}}_{t}-{\rm{no}}\,{\rm{Nnse}}{\rm{C}}_{t})}$$ × 100, where Nnse*C*_t_ refers to nuclease-treated sample cycling threshold (*C*_t_), and no Nnse*C*_t_ refers to the control nontreated sample.

### CRISPR–Cas9 deletion

gRNAs were purchased from Sigma, and mixes with equimolar concentrations of gRNA and trRNA (150 pmol) were incubated for 5 min at 95 °C. The duplexes were incubated for 15 min at 37 °C with TrueCut Cas9 Nuclease V2 (50 pmol; Thermo Fisher) to form ribonucleoprotein complexes. Purified CD4^+^ T cells from the small intestine were resuspended with the ribonucleoprotein complexes and the Electroporation Enhancer in P3 Primary Cell buffer (Lonza) just before electroporation with 4D Nucleofactor (Lonza, program DN100). Electroporated cells, stained with Atto550 fluorescent molecule, were recovered in RPMI medium supplemented with 10% FBS for 30 min before being injected i.v. in C57BL/6 mice. The following gRNA sequences were used: *Klf6* 5′-CACGAAACGGGCTACTTCT-3′ and control 5′-CGCGATAGCGGCGAATATATT-3′.

### Quantitative PCR with reverse transcription

mRNAs were isolated using an RNeasy mini kit (Qiagen) and reverse transcribed with an iScript cDNA synthesis kit (Bio-Rad). Quantitative PCR with reverse transcription was performed using LightCycler 480 SYBR Green Master and different sets of primers on a LightCycler 480 Real-Time PCR System (Roche). Sample gene expression was normalized to the levels of *Gadph* and analyzed according to the ΔΔ*C*_t_ method. The following primer sequences were used: *Tgfb1* forward 5′-CCCGAAGCGGACTACTATGC-3′ and reverse 5′-ATAGATGGCGTTGTTGCGGT-3′; *Gadph* forward 5′-GCATGGCCTTCCGTGTTC-3′ and reverse 5′-TGTCATCATACTTGGCAGGTTTCT-3′.

### Enzyme-linked immunosorbent assay (ELISA)

Tissue sections 1 cm in length of the different intestinal segments were placed into RPMI medium (Gibco) containing 2% FBS (Gibco) and incubated for 24 h at 37 °C with 5% CO_2_. Supernatants were collected and stored before analysis at −80 °C. IL-12p70, IL-23p19 and IL-22 were measured by ELISA according to the manufacturer’s instructions (Invitrogen, BMS616 (IL-12p70); Invitrogen, BMS6017 (IL-23p19); Biolegend, 436304 (IL-22)). Optical density was read using a TECAN Infinite m1000 microplate reader at 450 nm.

### Mapping human and mouse KLF6 binding sites on *TBX21*

Human and mouse (*TBX21* and *Tbx21*, respectively) loci were screened for KLF6 binding sites, and their respective chromosomal locations (mm10 and hg38 assemblies, respectively) were used to obtain *Tbx21* DNA sequences extended by 15,000 bp up- and downstream (GenomicFeatures package). Sequences were then scanned for TF motifs from the MotifDb annotated collection using the Biostrings package function ‘match PWM’.

### *KLF6* expression in donor T_H_17 cells

CD45^+^ cells from (1) cerebrospinal fluid from individuals with multiple sclerosis and healthy donors, (2) colonic biopsies from individuals with ulcerative colitis and healthy donors or (3) ileal biopsies from individuals with Crohn’s disease in inflamed and not inflamed regions were analyzed by scRNA-seq^47–49^. For multiple sclerosis, we used the data from all six individuals and six healthy donors^48^. For ulcerative colitis, we used data from three individuals and three healthy donors^49^. For Crohn’s disease, we used data from nine individuals containing inflamed and noninflamed regions of the ileum of a same patient^47^. For all samples, we first identified the CD4^+^ T cell population. Gene expression signatures for T_H_17 cells and T_reg_ cells were then applied to determine the T_H_17 and T_reg_ cell clusters (Supplementary Table 5) using R software with AddModuleScore UCell packages. *KLF6* expression levels in T_H_17 cells were determined and normalized to those in T_reg_ cells from the same donor.

### Statistics

All statistical analyses were performed using Prism v9.4.1 (GraphPad) except for permutational multivariate analysis of variance, for which Qiime2 2020.8 was used. Statistical relevance was evaluated using an unpaired *t*-test or Mann–Whitney test when appropriate. Data distribution was assumed to be normal (unless stated otherwise), but this was not formally tested. Mice were chosen randomly for the experiments. Differences were considered significant when *P* values were <0.05. No statistical methods were used to predetermine sample sizes, but our sample sizes are similar to those reported in previous publications^62^. No data points nor animals were excluded from the analysis. Experimental conditions were organized randomly. Data collection and analysis were performed blind to the conditions of the experiments for histology scores.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41590-024-01909-7.

## Supplementary information

Supplementary Information Supplementary Figs. 1–10.

Reporting Summary

Supplementary Data Statistical source data for the supplementary figures.

## Source data

Source Data Fig. 1 Statistical source data.

Source Data Fig. 2 Statistical source data.

Source Data Fig. 3 Statistical source data.

Source Data Fig. 4 Statistical source data.

Source Data Fig. 5 Statistical source data.

Source Data Fig. 6 Statistical source data.

Source Data Extended Data Fig. 1 Statistical source data.

Source Data Extended Data Fig. 3 Statistical source data.

Source Data Extended Data Fig. 5 Statistical source data.

Source Data Extended Data Fig. 6 Statistical source data.

Source Data Extended Data Fig. 7 Statistical source data.

Source Data Extended Data Fig. 8 Statistical source data.

## Data Availability

scRNA-seq and scATAC-seq data have been deposited in the Gene Expression Omnibus under the accession code GSE235513. 16S rRNA sequencing data have been deposited in NCI under the accession code PRJNA1125870. Source data are provided with this paper.

## References

[1] Grivennikov, S. I., Greten, F. R. & Karin, M. Immunity, inflammation, and cancer. *Cell***140**, 883–899 (2010).20303878 10.1016/j.cell.2010.01.025PMC2866629

[2] Grivennikov, S. I. Inflammation and colorectal cancer: colitis-associated neoplasia. *Semin. Immunopathol.***35**, 229–244 (2013).23161445 10.1007/s00281-012-0352-6PMC3568220

[3] Korn, T., Bettelli, E., Oukka, M. & Kuchroo, V. K. IL-17 and T_H_17 cells. *Annu. Rev. Immunol.***27**, 485–517 (2009).19132915 10.1146/annurev.immunol.021908.132710

[4] Opejin, A. et al. A two-step process of effector programming governs CD4^+^ T cell fate determination induced by antigenic activation in the steady state. *Cell Rep.***33**, 108424 (2020).33238127 10.1016/j.celrep.2020.108424PMC7714042

[5] Bettelli, E. et al. Reciprocal developmental pathways for the generation of pathogenic effector T_H_17 and regulatory T cells. *Nature***441**, 235–238 (2006).16648838 10.1038/nature04753

[6] Mangan, P. R. et al. Transforming growth factor-β induces development of the T_H_17 lineage. *Nature***441**, 231–234 (2006).16648837 10.1038/nature04754

[7] Biancheri, P. et al. The role of transforming growth factor (TGF)-β in modulating the immune response and fibrogenesis in the gut. *Cytokine Growth Factor Rev.***25**, 45–55 (2014).24332927 10.1016/j.cytogfr.2013.11.001

[8] Tanaka, S. et al. Trim33 mediates the proinflammatory function of T_H_17 cells. *J. Exp. Med.***215**, 1853–1868 (2018).29930104 10.1084/jem.20170779PMC6028517

[9] Zhang, S. et al. Reversing SKI–SMAD4-mediated suppression is essential for T_H_17 cell differentiation. *Nature***551**, 105–109 (2017).29072299 10.1038/nature24283PMC5743442

[10] Derynck, R. & Zhang, Y. E. Smad-dependent and Smad-independent pathways in TGF-β family signalling. *Nature***425**, 577–584 (2003).14534577 10.1038/nature02006

[11] Mills, K. H. G. IL-17 and IL-17-producing cells in protection versus pathology. *Nat. Rev. Immunol.***23**, 38–54 (2023).35790881 10.1038/s41577-022-00746-9PMC9255545

[12] Schnell, A., Littman, D. R. & Kuchroo, V. K. T_H_17 cell heterogeneity and its role in tissue inflammation. *Nat. Immunol.***24**, 19–29 (2023).36596896 10.1038/s41590-022-01387-9PMC10795475

[13] Heinemann, C. et al. IL-27 and IL-12 oppose pro-inflammatory IL-23 in CD4^+^ T cells by inducing Blimp1. *Nat. Commun.***5**, 3770 (2014).24796719 10.1038/ncomms4770

[14] Hirota, K. et al. Fate mapping of IL-17-producing T cells in inflammatory responses. *Nat. Immunol.***12**, 255–263 (2011).21278737 10.1038/ni.1993PMC3040235

[15] Levéen, P. et al. TGF-β type II receptor-deficient thymocytes develop normally but demonstrate increased CD8^+^ proliferation in vivo. *Blood***106**, 4234–4240 (2005).16131565 10.1182/blood-2005-05-1871

[16] Bartholin, L. et al. Generation of mice with conditionally activated transforming growth factor β signaling through the TβRI/ALK5 receptor. *Genesis***46**, 724–731 (2008).18821589 10.1002/dvg.20425

[17] Turpin, A., El Amrani, M. & Zaanan, A. Localized small bowel adenocarcinoma management: evidence summary. *Cancers***14**, 2892 (2022).35740558 10.3390/cancers14122892PMC9220873

[18] Doisne, J.-M. et al. Skin and peripheral lymph node invariant NKT cells are mainly retinoic acid receptor-related orphan receptor γt^+^ and respond preferentially under inflammatory conditions. *J. Immunol.***183**, 2142–2149 (2009).19587013 10.4049/jimmunol.0901059

[19] Legoux, F. et al. Molecular mechanisms of lineage decisions in metabolite-specific T cells. *Nat. Immunol.***20**, 1244–1255 (2019).31431722 10.1038/s41590-019-0465-3

[20] Lowndes, N. F. & Toh, G. W.-L. DNA repair: the importance of phosphorylating histone H2AX. *Curr. Biol.***15**, R99–R102 (2005).15694301 10.1016/j.cub.2005.01.029

[21] Oh, H. & Ghosh, S. NF-κB: roles and regulation in different CD4^+^ T-cell subsets. *Immunol. Rev.***252**, 41–51 (2013).23405894 10.1111/imr.12033PMC3576882

[22] Bourque, J., Kousnetsov, R. & Hawiger, D. Roles of Hopx in the differentiation and functions of immune cells. *Eur. J. Cell Biol.***101**, 151242 (2022).35636259 10.1016/j.ejcb.2022.151242

[23] Hirota, K. et al. Plasticity of T_H_17 cells in Peyer’s patches is responsible for the induction of T cell-dependent IgA responses. *Nat. Immunol.***14**, 372–379 (2013).23475182 10.1038/ni.2552PMC3672955

[24] Chang, Y. et al. TGF-β specifies T_FH_ versus T_H_17 cell fates in murine CD4^+^ T cells through c-Maf. *Sci. Immunol.***9**, eadd4818 (2024).38427718 10.1126/sciimmunol.add4818

[25] Tirosh, I. et al. Dissecting the multicellular ecosystem of metastatic melanoma by single-cell RNA-seq. *Science***352**, 189–196 (2016).27124452 10.1126/science.aad0501PMC4944528

[26] Kiner, E. et al. Gut CD4^+^ T cell phenotypes are a continuum molded by microbes, not by T_H_ archetypes. *Nat. Immunol.***22**, 216–228 (2021).33462454 10.1038/s41590-020-00836-7PMC7839314

[27] Schnell, A. et al. Stem-like intestinal T_H_17 cells give rise to pathogenic effector T cells during autoimmunity. *Cell***184**, 6281–6298 (2021).34875227 10.1016/j.cell.2021.11.018PMC8900676

[28] Bettelli, E. & Kuchroo, V. K. IL-12- and IL-23-induced T helper cell subsets: birds of the same feather flock together. *J. Exp. Med.***201**, 169–171 (2005).15657286 10.1084/jem.20042279PMC2212800

[29] Bai, J. & Xi, Q. Crosstalk between TGF-β signaling and epigenome. *Acta Biochim. Biophys. Sin.***50**, 60–67 (2018).29190318 10.1093/abbs/gmx122

[30] Fang, D. et al. Differential regulation of transcription factor T-BET induction during NK cell development and T helper-1 cell differentiation. *Immunity***55**, 639–655 (2022).35381213 10.1016/j.immuni.2022.03.005PMC9059963

[31] Marie, J. C., Liggitt, D. & Rudensky, A. Y. Cellular mechanisms of fatal early-onset autoimmunity in mice with the T cell-specific targeting of transforming growth factor-β receptor. *Immunity***25**, 441–454 (2006).16973387 10.1016/j.immuni.2006.07.012

[32] Gutcher, I. et al. Autocrine transforming growth factor-β1 promotes in vivo T_H_17 cell differentiation. *Immunity***34**, 396–408 (2011).21435587 10.1016/j.immuni.2011.03.005PMC3690311

[33] Maloy, K. J. & Powrie, F. Intestinal homeostasis and its breakdown in inflammatory bowel disease. *Nature***474**, 298–306 (2011).21677746 10.1038/nature10208

[34] Zhang, S. The role of transforming growth factor β in T helper 17 differentiation. *Immunology***155**, 24–35 (2018).29682722 10.1111/imm.12938PMC6099164

[35] Park, I.-K., Letterio, J. J. & Gorham, J. D. TGF-β1 inhibition of IFN-γ-induced signaling and T_H_1 gene expression in CD4^+^ T cells is Smad3 independent but MAP kinase dependent. *Mol. Immunol.***44**, 3283–3290 (2007).17403540 10.1016/j.molimm.2007.02.024PMC2134969

[36] Lee, J.-Y. et al. Serum amyloid A proteins induce pathogenic T_H_17 cells and promote inflammatory disease. *Cell***180**, 79–91 (2020).31866067 10.1016/j.cell.2019.11.026PMC7039443

[37] Lee, J. S. et al. Interleukin-23-independent IL-17 production regulates intestinal epithelial permeability. *Immunity***43**, 727–738 (2015).26431948 10.1016/j.immuni.2015.09.003PMC6044435

[38] Megaraj, V. et al. Role of hepatic and intestinal P450 enzymes in the metabolic activation of the colon carcinogen azoxymethane in mice. *Chem. Res. Toxicol.***27**, 656–662 (2014).24552495 10.1021/tx4004769PMC4002058

[39] Grivennikov, S. I. et al. Adenoma-linked barrier defects and microbial products drive IL-23/IL-17-mediated tumour growth. *Nature***491**, 254–258 (2012).23034650 10.1038/nature11465PMC3601659

[40] Wang, K. et al. Interleukin-17 receptor A signaling in transformed enterocytes promotes early colorectal tumorigenesis. *Immunity***41**, 1052–1063 (2014).25526314 10.1016/j.immuni.2014.11.009PMC4272447

[41] Hubackova, S. et al. IFNγ induces oxidative stress, DNA damage and tumor cell senescence via TGFβ/SMAD signaling-dependent induction of Nox4 and suppression of ANT2. *Oncogene***35**, 1236–1249 (2016).25982278 10.1038/onc.2015.162

[42] Gronke, K. et al. Interleukin-22 protects intestinal stem cells against genotoxic stress. *Nature***566**, 249–253 (2019).30700914 10.1038/s41586-019-0899-7PMC6420091

[43] Cao, Z., Sun, X., Icli, B., Wara, A. K. & Feinberg, M. W. Role of Kruppel-like factors in leukocyte development, function, and disease. *Blood***116**, 4404–4414 (2010).20616217 10.1182/blood-2010-05-285353PMC2996110

[44] Crawford, A. et al. Molecular and transcriptional basis of CD4^+^ T cell dysfunction during chronic infection. *Immunity***40**, 289–302 (2014).24530057 10.1016/j.immuni.2014.01.005PMC3990591

[45] Ciofani, M. et al. A validated regulatory network for T_H_17 cell specification. *Cell***151**, 289–303 (2012).23021777 10.1016/j.cell.2012.09.016PMC3503487

[46] Derynck, R., Turley, S. J. & Akhurst, R. J. TGFβ biology in cancer progression and immunotherapy. *Nat. Rev. Clin. Oncol.***18**, 9–34 (2021).32710082 10.1038/s41571-020-0403-1PMC9721352

[47] Martin, J. C. et al. Single-cell analysis of Crohn’s disease lesions identifies a pathogenic cellular module associated with resistance to anti-TNF therapy. *Cell***178**, 1493–1508 (2019).31474370 10.1016/j.cell.2019.08.008PMC7060942

[48] Schafflick, D. et al. Integrated single cell analysis of blood and cerebrospinal fluid leukocytes in multiple sclerosis. *Nat. Commun.***11**, 247 (2020).31937773 10.1038/s41467-019-14118-wPMC6959356

[49] Smillie, C. S. et al. Intra- and inter-cellular rewiring of the human colon during ulcerative colitis. *Cell***178**, 714–730 (2019).31348891 10.1016/j.cell.2019.06.029PMC6662628

[50] el Marjou, F. et al. Tissue-specific and inducible Cre-mediated recombination in the gut epithelium. *Genesis***39**, 186–193 (2004).15282745 10.1002/gene.20042

[51] Srinivas, S. et al. Cre reporter strains produced by targeted insertion of EYFP and ECFP into the *ROSA26* locus. *BMC Dev. Biol.***1**, 4 (2001).11299042 10.1186/1471-213X-1-4PMC31338

[52] Doisne, J.-M. et al. iNKT cell development is orchestrated by different branches of TGF-β signaling. *J. Exp. Med.***206**, 1365–1378 (2009).19451264 10.1084/jem.20090127PMC2715067

[53] Azhar, M. et al. Generation of mice with a conditional allele for transforming growth factor β 1 gene. *Genesis***47**, 423–431 (2009).19415629 10.1002/dvg.20516PMC2766615

[54] Rocha, C. et al. Tubulin glycylases are required for primary cilia, control of cell proliferation and tumor development in colon. *EMBO J.***33**, 2247–2260 (2014).25180231 10.15252/embj.201488466PMC4282510

[55] La Manno, G. et al. RNA velocity of single cells. *Nature***560**, 494–498 (2018).30089906 10.1038/s41586-018-0414-6PMC6130801

[56] Stuart, T. et al. Comprehensive integration of single-cell data. *Cell***177**, 1888–1902.e21 (2019).31178118 10.1016/j.cell.2019.05.031PMC6687398

[57] Delaney, C. et al. Combinatorial prediction of marker panels from single-cell transcriptomic data. *Mol. Syst. Biol.***15**, e9005 (2019).31657111 10.15252/msb.20199005PMC6811728

[58] Aibar, S. et al. SCENIC: single-cell regulatory network inference and clustering. *Nat, Methods***14**, 1083–1086 (2017).28991892 10.1038/nmeth.4463PMC5937676

[59] Saelens, W., Cannoodt, R., Todorov, H. & Saeys, Y. A comparison of single-cell trajectory inference methods. *Nat. Biotechnol.***37**, 547–554 (2019).30936559 10.1038/s41587-019-0071-9

[60] Street, K. et al. Slingshot: cell lineage and pseudotime inference for single-cell transcriptomics. *BMC Genomics***19**, 477 (2018).29914354 10.1186/s12864-018-4772-0PMC6007078

[61] Lange, M. et al. CellRank for directed single-cell fate mapping. *Nat. Methods***19**, 159–170 (2022).35027767 10.1038/s41592-021-01346-6PMC8828480

[62] Reis, S. et al. TCR-Vγδ usage distinguishes protumor from antitumor intestinal γδ T cell subsets. *Science***377**, 276–284 (2022).35857588 10.1126/science.abj8695PMC9326786

# Supplementary material for: An intestinal TH17 cell-derived subset can initiate cancer
**Source:** Nat Immunol. 2024 Jul 26;25(9):1637–49. doi: 10.1038/s41590-024-01909-7
**Supplement:** Supplementary file 1 — Supplementary Figs. 1–10.

# An intestinal T<sub>H</sub>17 cell-derived subset can initiate cancer

In the format provided by the  
authors and unedited

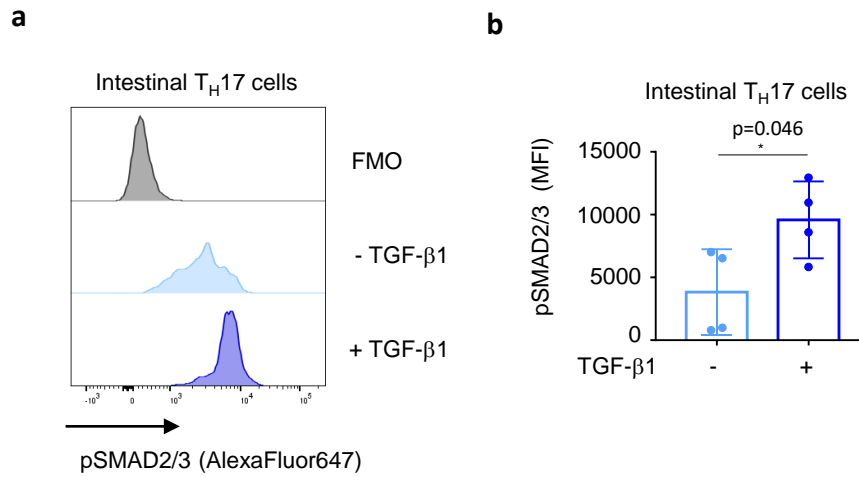

### Figure S1: Differentiated T<sub>H</sub>17 cells respond to TGF-β1

YFP<sup>pos</sup> CD4<sup>pos</sup> TCRβ<sup>pos</sup> cells were purified from the SILP of *Il17a-Cre; Rosa stop<sup>fl/fl</sup> Yfp* reporter mice, and stimulated or not with TGF-β1. The phosphorylation of SMAD2/3 (p-SMAD2/3) was analyzed by flow cytometry. **(A)** Representative histograms are shown. The Fluorescence Minus One (FMO) was used as control. **(B)** Quantification of the mean fluorescence intensity (MFI) of p-SMAD2/3 staining (mean ± SD) is presented. Data are representative of 4 animals of two independent experiments. The statistical significance was determined by two-tailed t test.

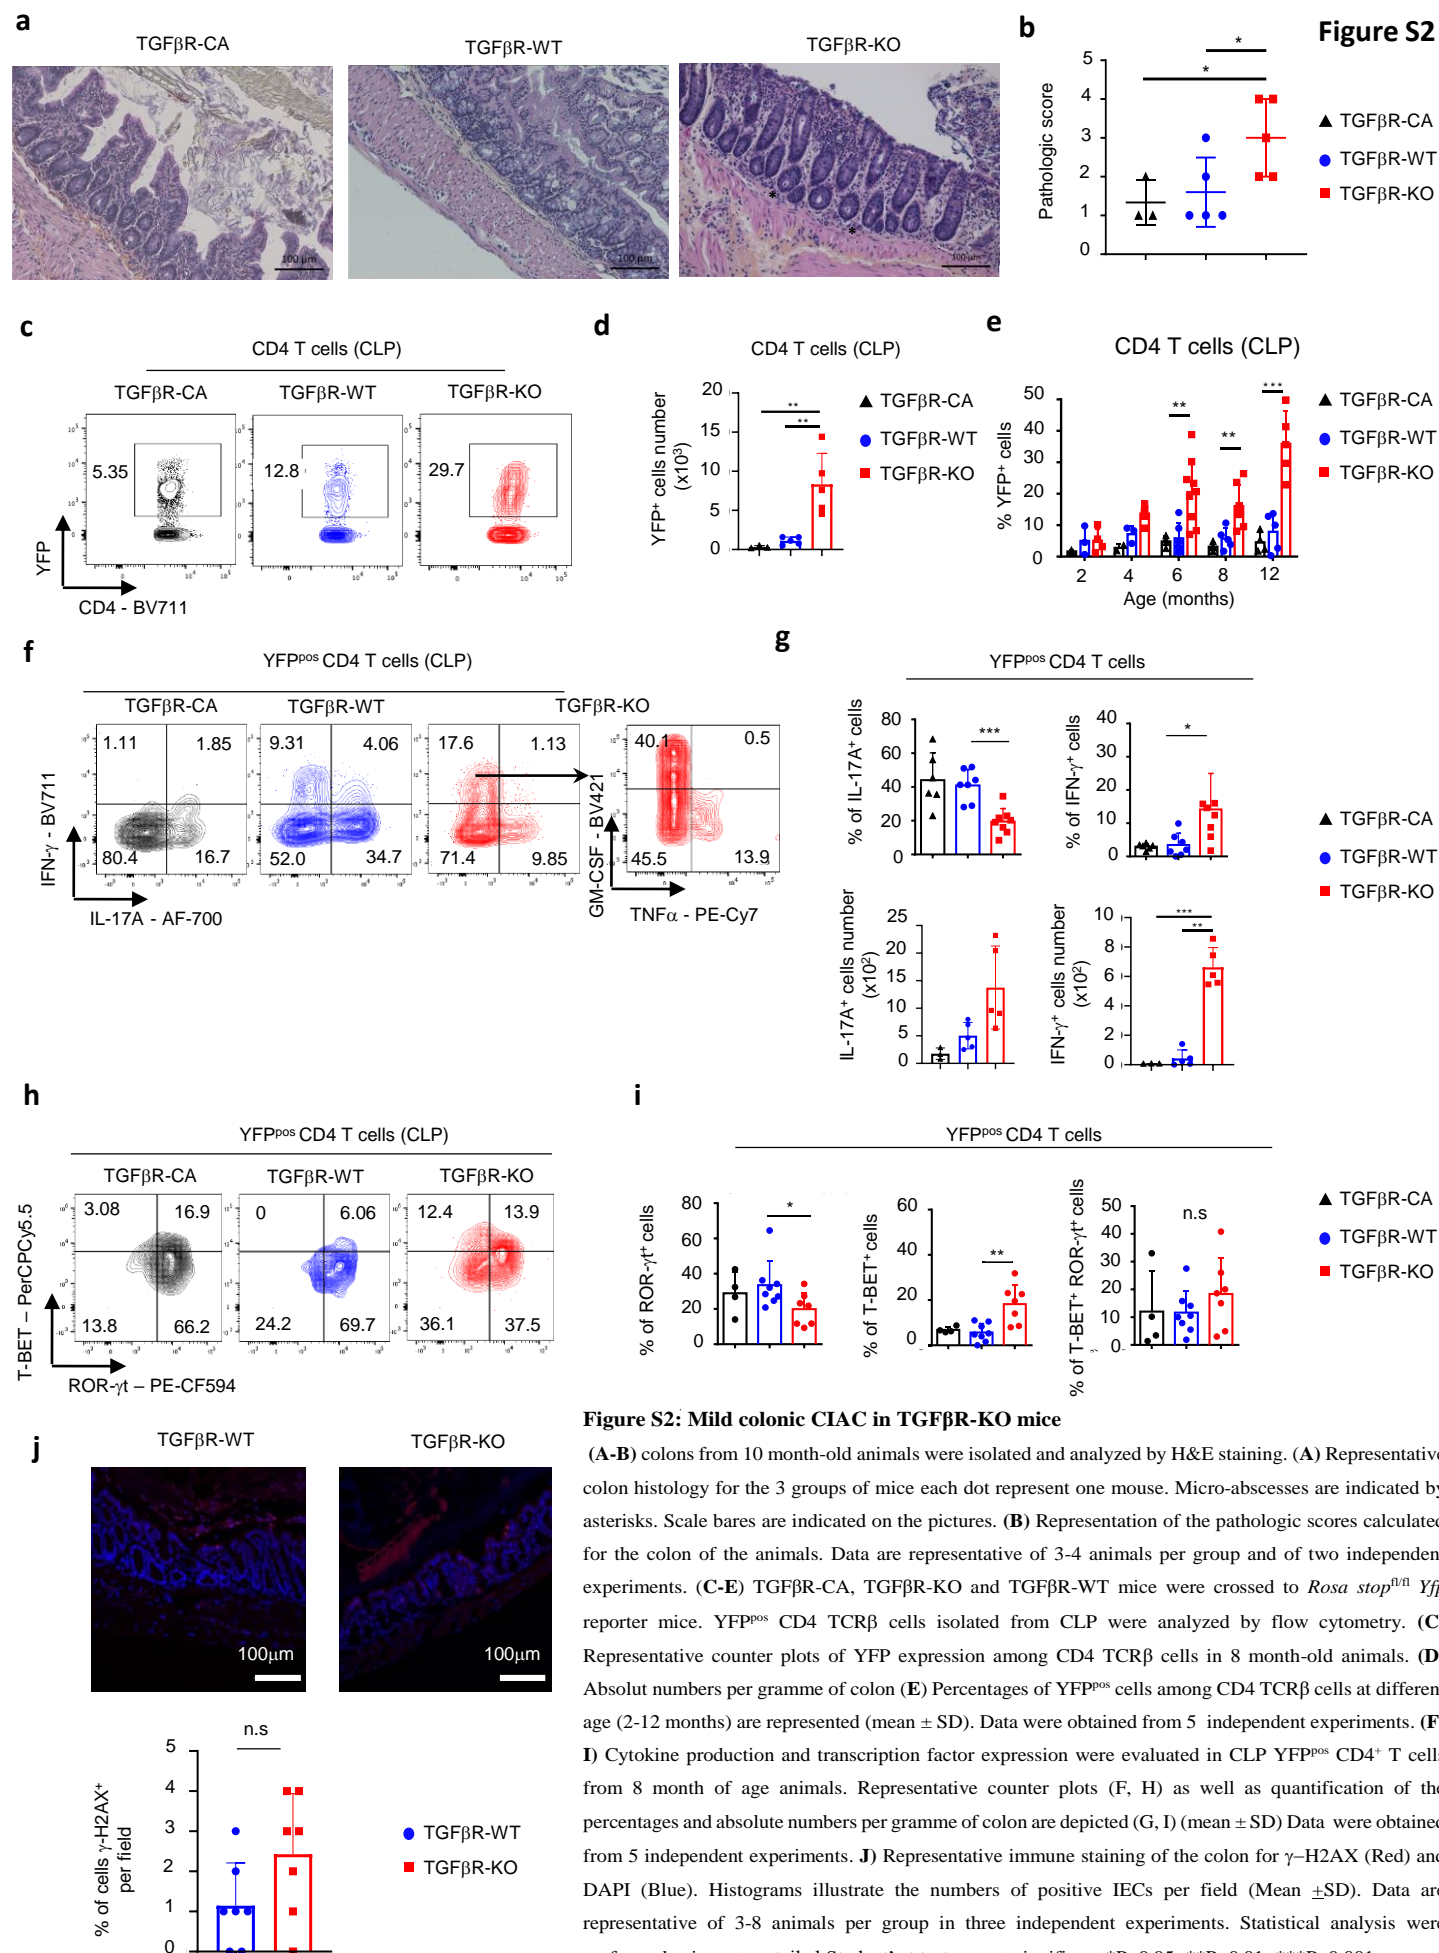

Figure S3

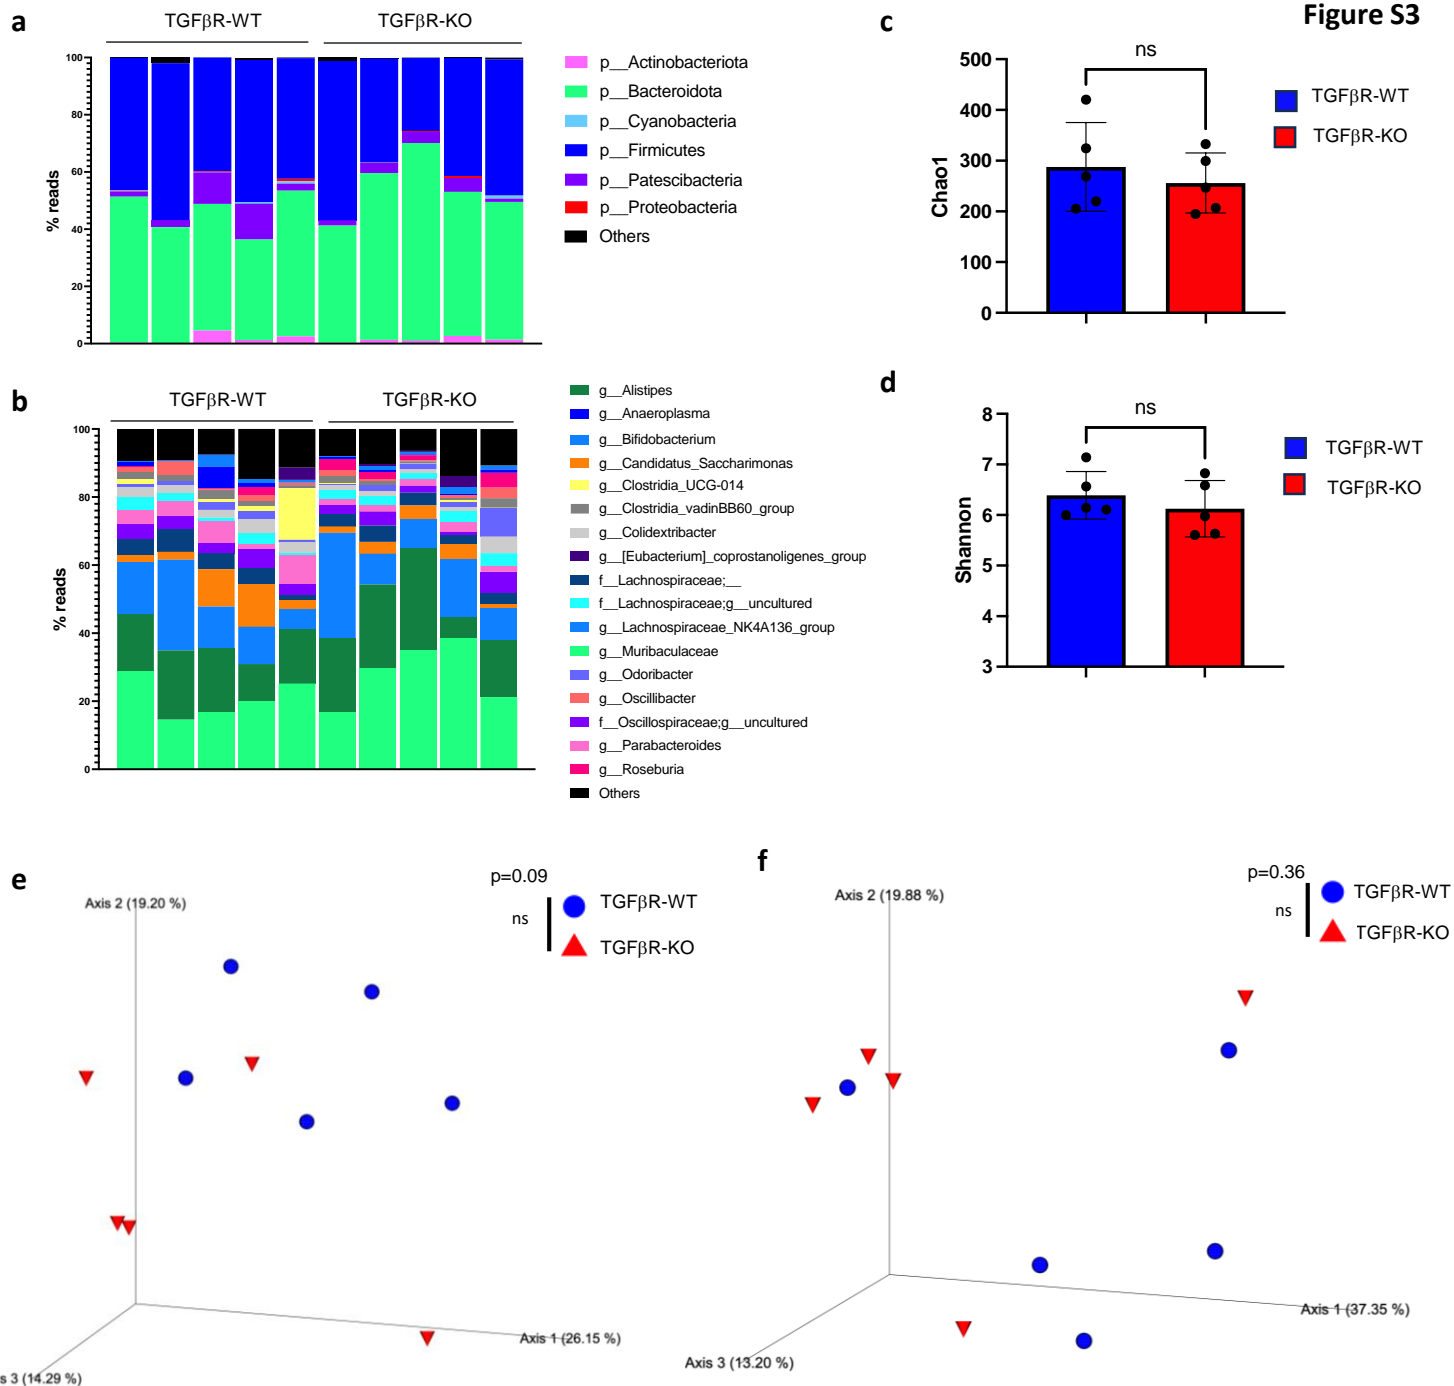**Figure S3: Absence of intestinal dysbiosis in TGFβR-KO mice**

Bacteria purified from feces of TGFβR-WT and TGFβR-KO mice of different cages were analyzed. Global composition of the bacterial microbiota at the phylum (A) and genus (B) levels are illustrated. Colored blocks indicate taxa relative abundance for each mouse. C and D Histograms illustrate Chao1 index (C) and Shannon index (D) describing the  $\alpha$ -diversity of the bacterial microbiota (Means  $\pm$ SD). Statistical difference was tested using the Mann-Whitney U test. Principal coordinate analysis of the Bray-Curtis distance (E) and the unweighted unifrac distance (F) between each sample. PCoA1 PCoA2 and PCoA3 represent the top three principal coordinates that captured most of the diversity. The fraction of diversity captured by the coordinate is given as a percentage. Groups were compared using PerMANOVA method (999 permutations). ns non statistically different. Data were obtained from two independent experiments with 5 animals in total.

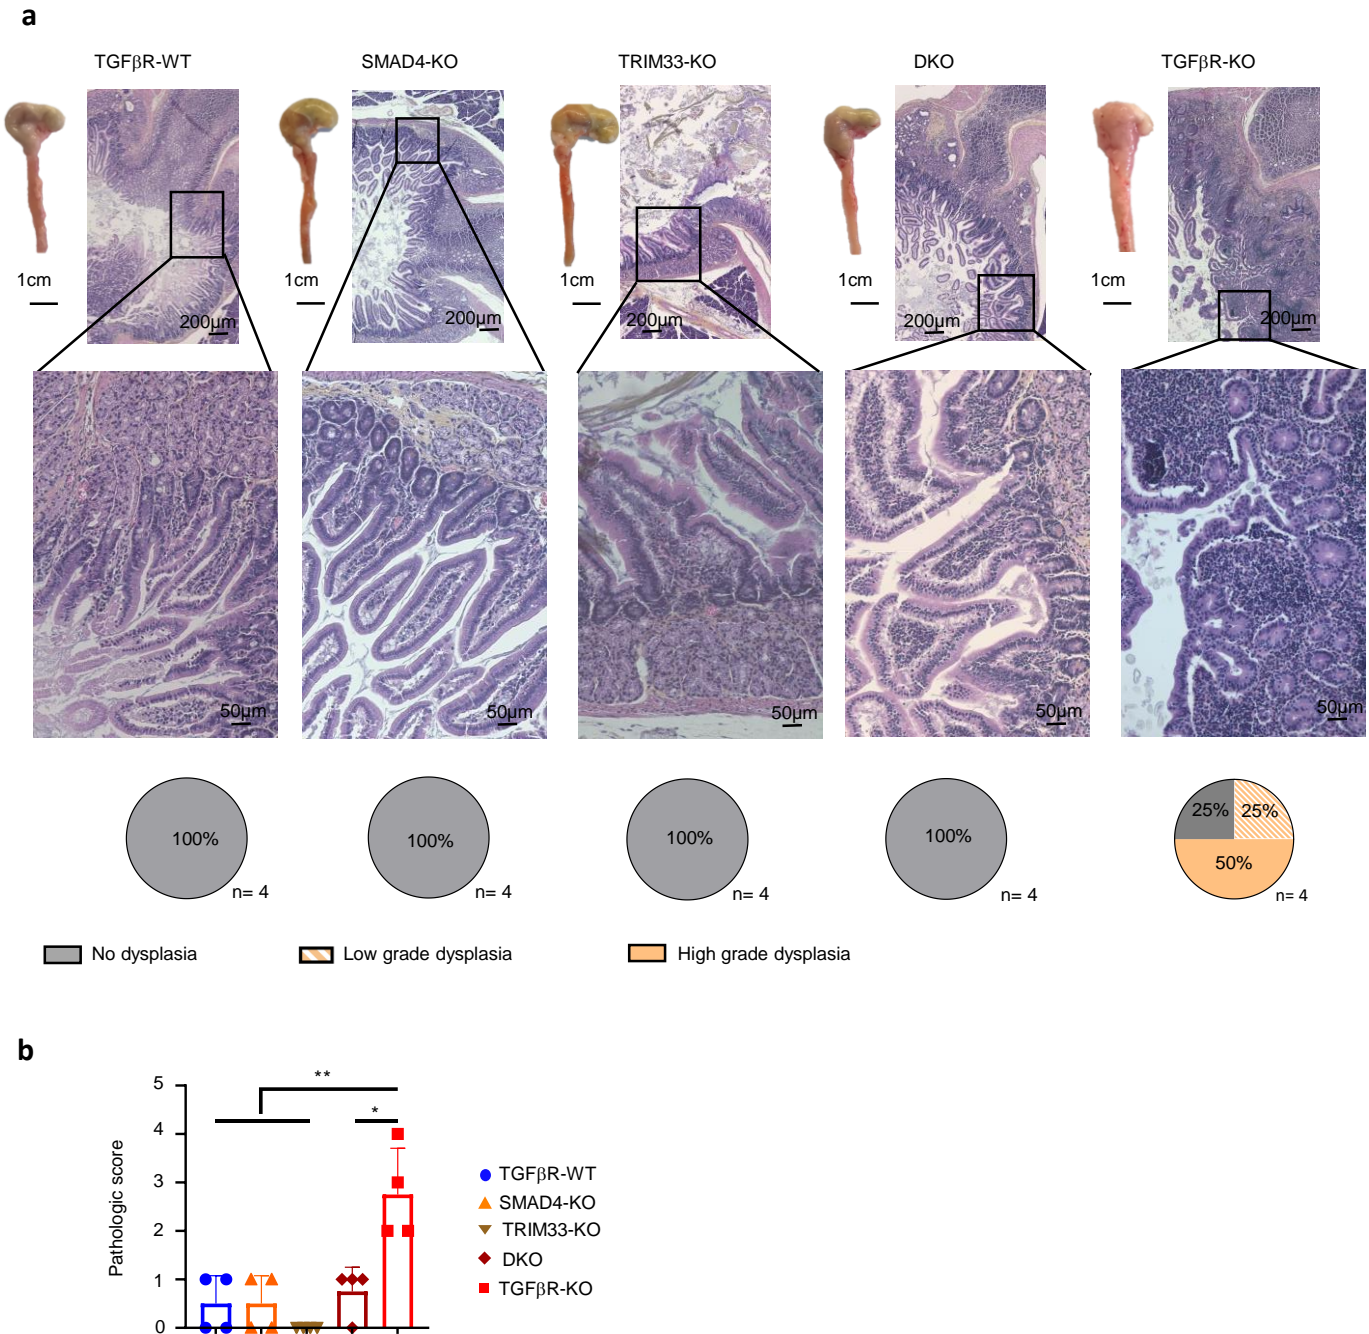

**Figure S4: Tumorigenic potential of T<sub>H</sub>17 cells is not controlled by SMAD4 and TRIM33-dependent pathways of the TGF- $\beta$  signaling**

Histological analysis was performed on the duodenum of 10 month-old *Il17a-Cre;Smad4<sup>fl/y</sup>* (SMAD4-KO) mice, *Il17a-Cre;Trim33<sup>fl/y</sup>* (TRIM33-KO) mice and *Il17a-Cre;Smad4<sup>fl/y</sup>;Trim33<sup>fl/y</sup>* (DKO) mice. **A**, Representative pictures of the duodenum and H&E staining histology are showed. Scale-bars are indicated on the pictures. Data are representative of 4 mice per group. **B** Graph illustrates the pathologic score of the duodenum (mean  $\pm$  SD) Statistical analysis were performed using a two-tailed Student's t test. \*P<0.05; \*\*P<0.01; \*\*\*P<0.001. Data are representative of 3 experiments with 4 animals per group.

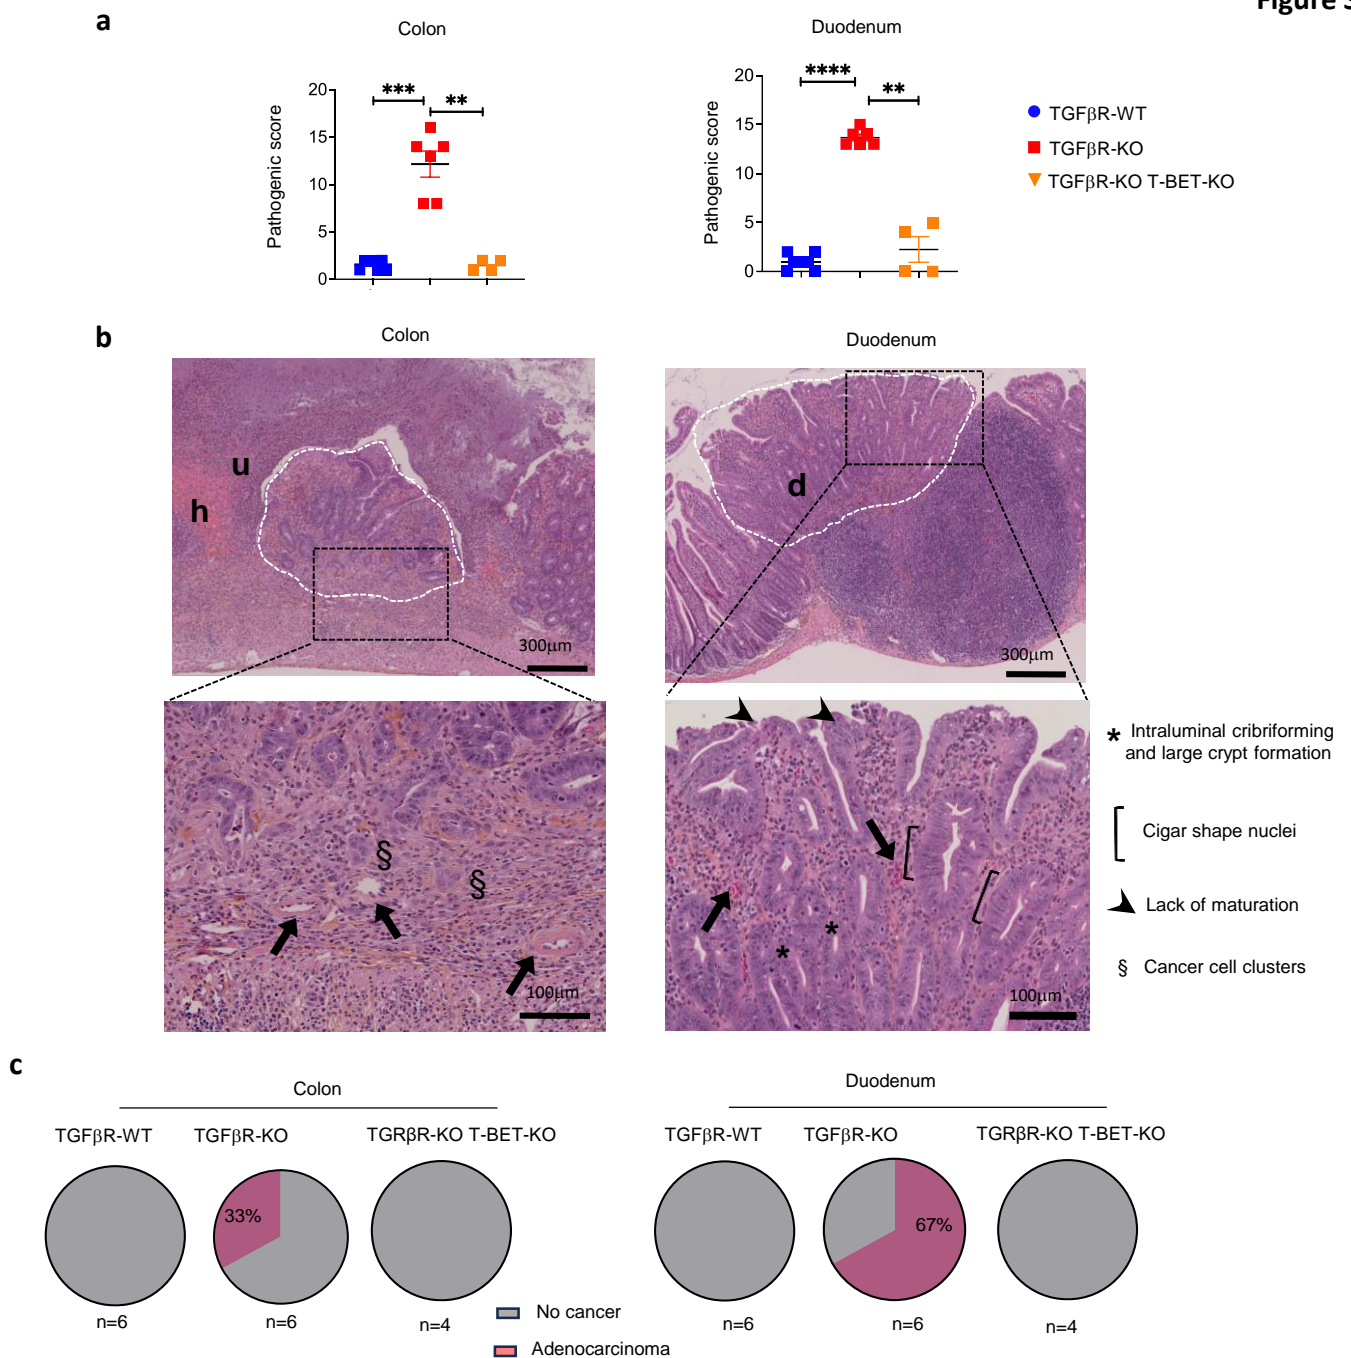

**Figure S5: Tumorigenic  $T_H17$  cells promote genotoxic effects in both the duodenum and the colon**

TGFβR-WT or TGFβR-KO or TGFβR-KO T-BET-KO mice were injected with AOM DSS. **A**, illustrates the pathologic score of these two segments 80 days after AOM treatment. **(B)** Representative images of H&E stainings performed on duodenum and colon sections from TGFβR-KO mice. Adenomas are delineated by dotted white line. Ulceration (u), hemorrhagic zones (h) and clusters of cancer cells at the edge of the muscularis mucosae as well as duodenal tubular adenoma, disrupting the mucosa (d) are indicated. Dysplasia was determined by the presence of intraluminal cribriforming and large crypt formation, enlarged, rounded and elongated cell nuclei (cigar shape), and lack of cell maturation at the epithelium surface. Blood capillaries are showed with arrows. **(C)** Representation of the percentage of animals with duodenal or colonic cancer based on histology analysis performed 80 days after AOM treatment. Scale-bars are indicated on the panels. Statistic relevance was evaluated by unpaired t test \* $P < 0.05$ ; \*\* $P < 0.01$ ; \*\*\*\* $P < 0.0001$ .

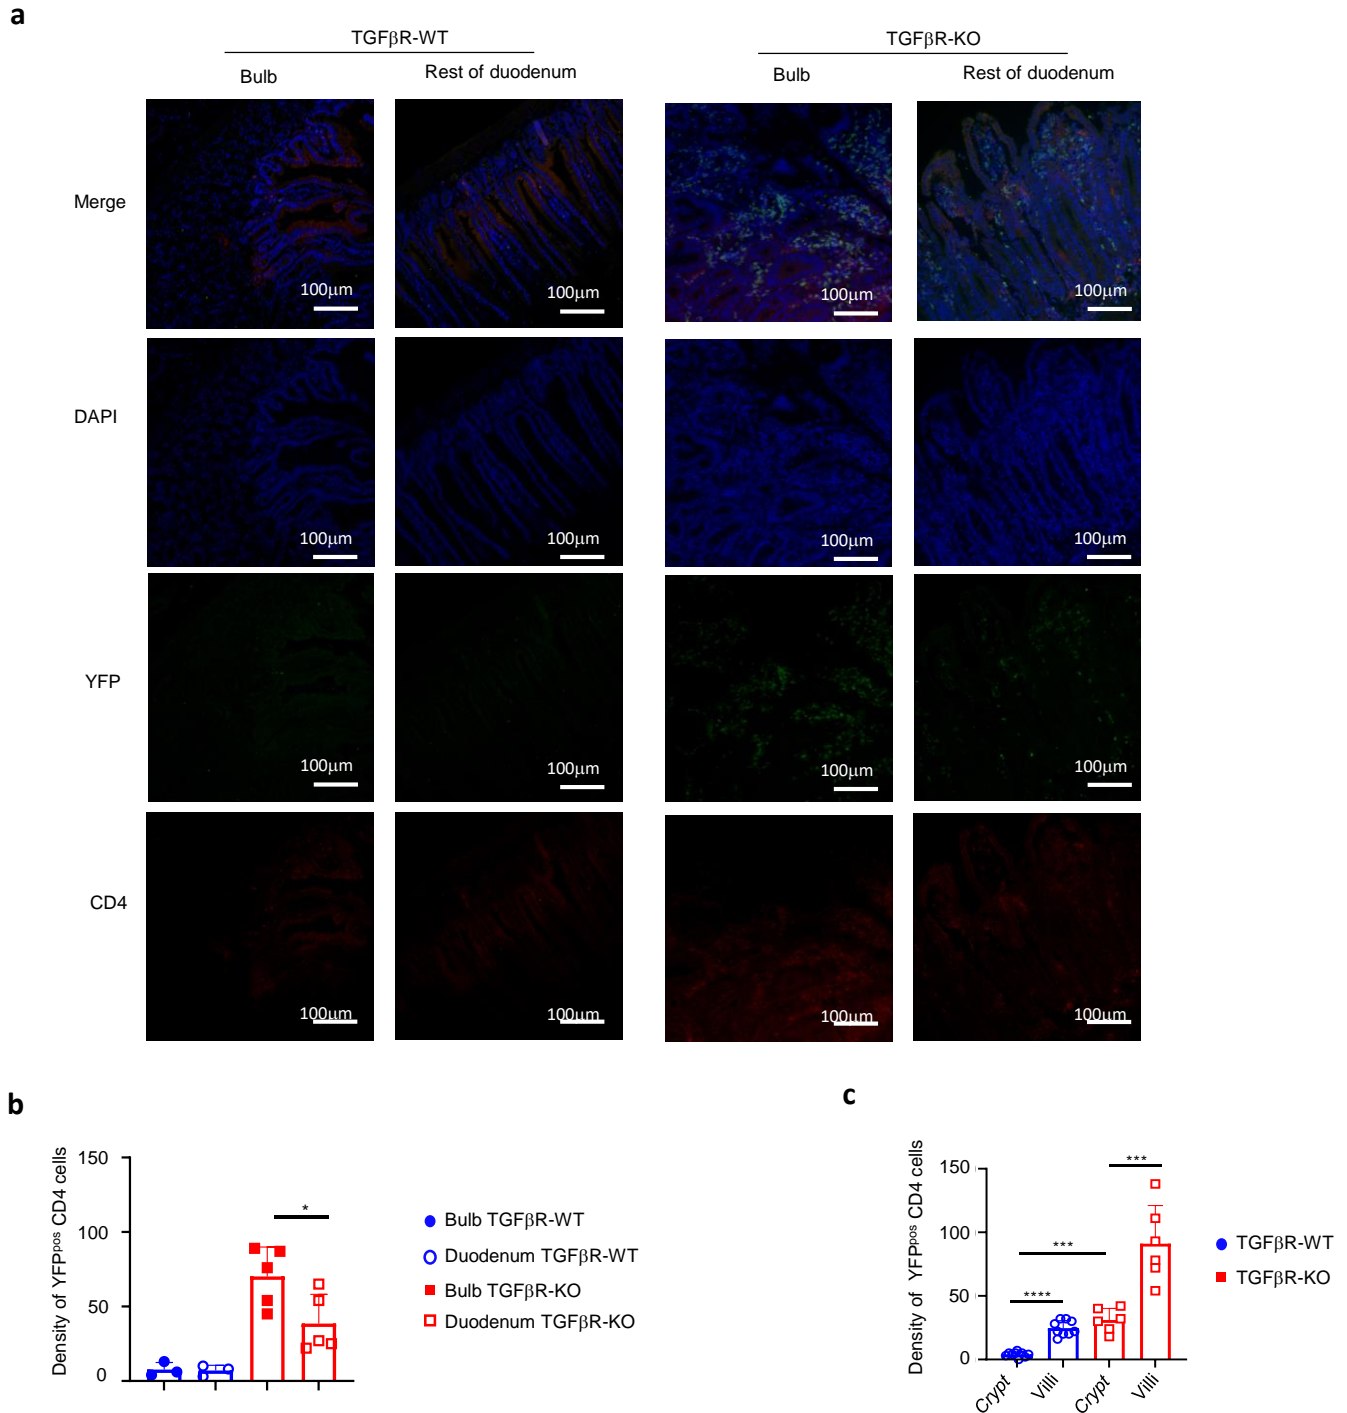

**Figure S6: YFP CD4 T cell localization**

Duodenum and its bulb of TGF $\beta$ R-KO and TGF $\beta$ R-WT mice crossed to *Rosa stop<sup>fl/fl</sup> Yfp* reporter mice were analyzed by immunostaining for YFP (Green) CD4 (Red) and DAPI (blue). (A) representative stainings (B) Graphs illustrates the density of YFP<sup>pos</sup> CD4 cells counted by field in the bulb and the rest of the duodenum (mean  $\pm$ SD). (C) Graph illustrates the numbers of YFP<sup>pos</sup> CD4 cells within the villi and at the bottom of the villi (crypt) for a same surface of tissue of TGF $\beta$ R-WT *Rosa stop<sup>fl/fl</sup> Yfp* reporter mice and TGF $\beta$ R-KO *Rosa stop<sup>fl/fl</sup> Yfp* reporter mice (mean  $\pm$ SD). Data are representative of three independent experiments Paired t-test was used \*\*\*\*P<0.0001, \*\*\*P<0.001, \*P<0.05.

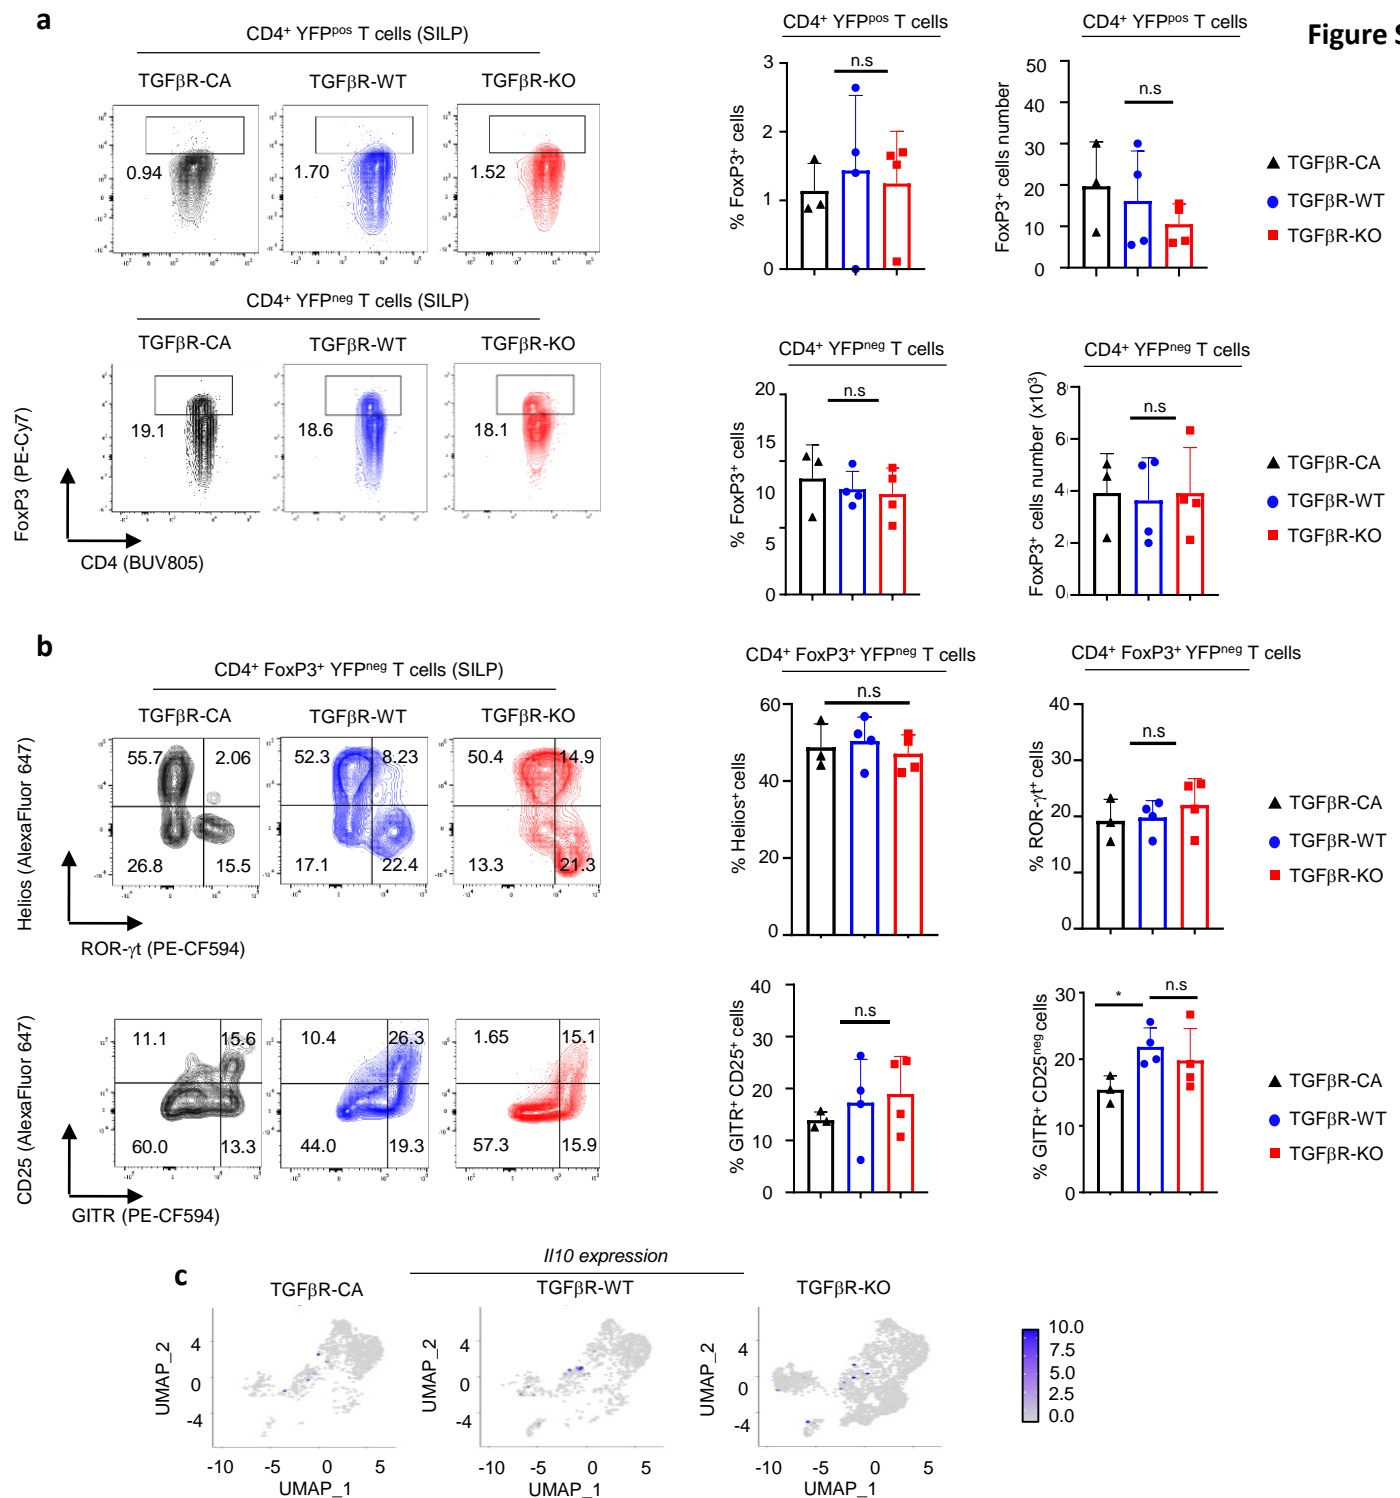

**Figure S7: Treg and IL-10 producing Th17 populations are not affected in TGFβR-KO mice**

At 8 month of age cells from SILP of TGFβR-CA, TGFβR-KO and TGFβR-WT mice were isolated and analyzed by flow cytometry for the presence (A) and the phenotype of Tregs (B) or purified for YFP<sup>pos</sup> CD4 T cells and analyzed by single cell mRNA (C). (A) Representative counter plots showing the presence of Tregs among the YFP pos and YFP neg CD4 t cells. Graphs illustrate the percentage of the Tregs (mean  $\pm$ SD). (B) Representative counter plots of the Treg subset analysis and graphs illustrating the percentage of Treg subsets (mean  $\pm$ SD). Data were representative of 3-5 mice per groups in three independent experiments. Unpaired t-test was used n.s: not significant. (C) YFP CD4 a,b T cells were analyzed as in figure 4A. UMP representation of *il10* expression among YFP<sup>pos</sup> CD4 TCRb cells.

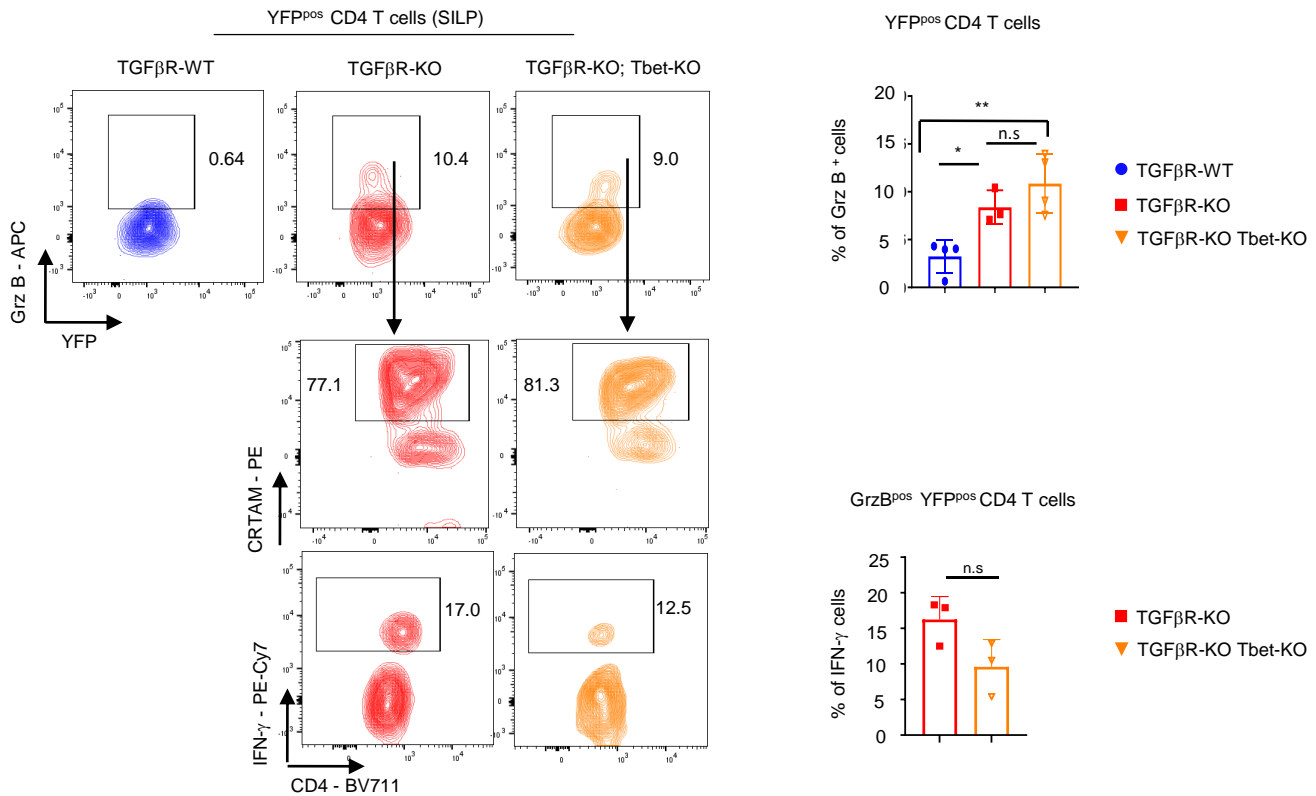

**Figure S8: Differentiation of T<sub>H</sub>17 in CD4 CTL in the absence of TGF-β signaling control is T-BET independent**

YFP<sup>pos</sup> CD4 T cells from SILP of 8 month-old mice were analyzed by flow cytometry for CTL features including granzyme B (GrzB), CRTAM and IFN-γ. Representative counter plots and quantification (mean ±SD) are illustrated. Statistical analysis were performed using a two-tailed Student's t test. \*P<0.05; \*\*P<0.01; \*\*\*P<0.001 with 3 mice per group an in 2 independent experiments. n.s non statistically significant.

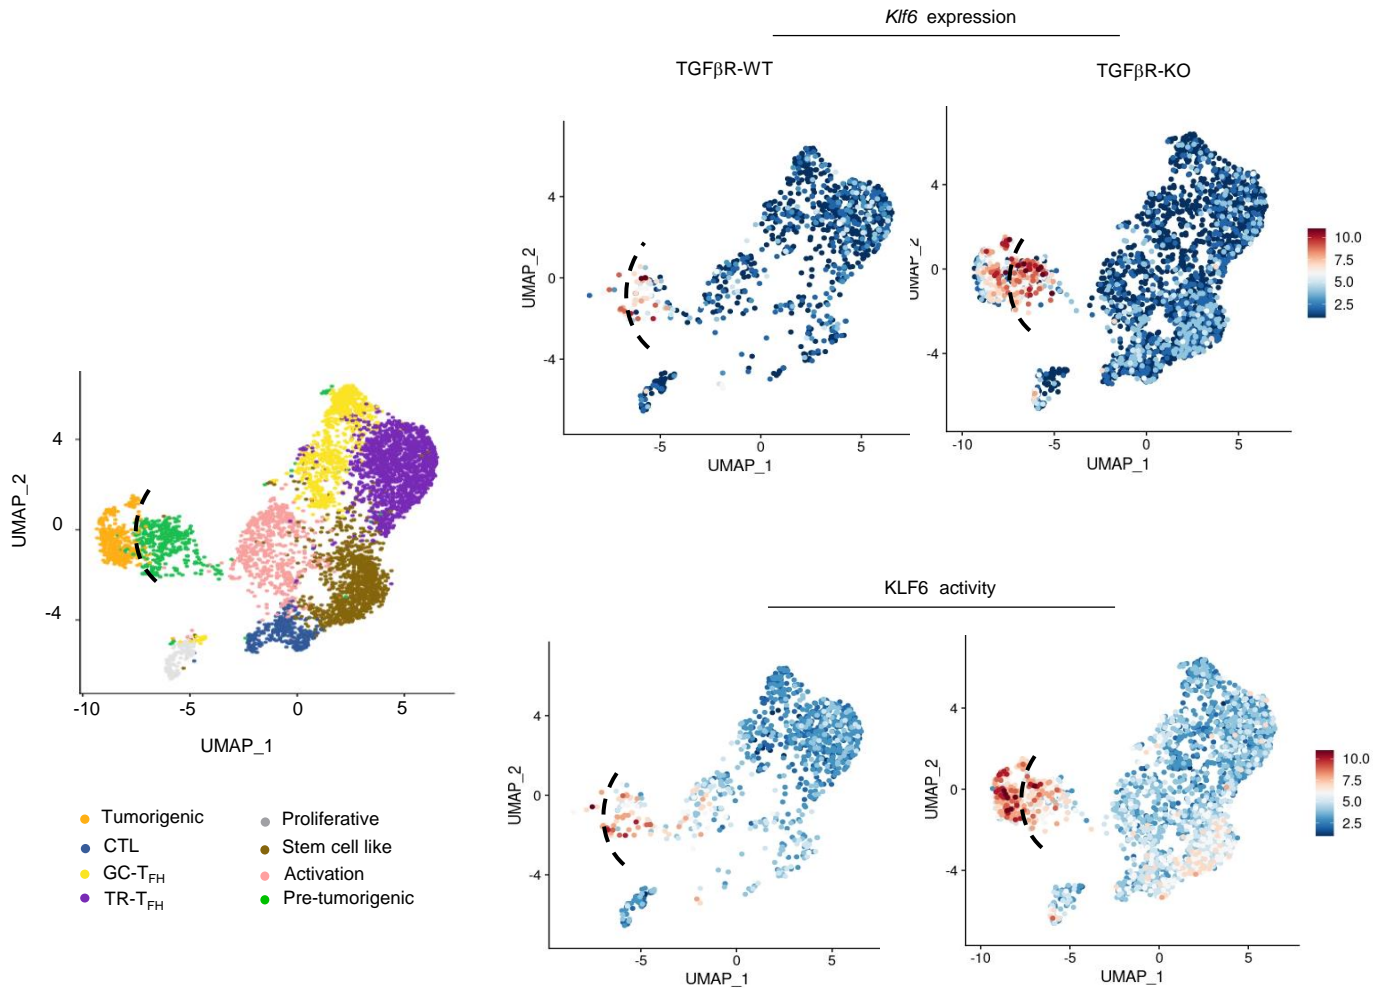

**Figure S9: KLF6 activity and *Klf6* expression are restricted to pre and tumorigenic T<sub>H</sub>17 cells**

Sorted YFP<sup>pos</sup> CD4 T cells isolated from the small intestine of 7-8 month-old TGFβR-CA, TGFβR-KO and TGFβR-WT mice were analyzed by scRNAseq as described in Figure 4A. 

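Supplementary Fig. 9 shows 2 different measures. The expression of *Klf6* is the level of its own RNA in a cell. Regulon activity, inferred with SCENIC, is a score of how highly the predicted target genes of KLF6 rank in a cell, and it can differ between cells with equal *Klf6* RNA.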

Feature Plots represent either the expression of *Klf6* or KLF6 regulon activity in TGFβR-WT and TGFβR-KO mice. Dash line delineates the border between pre-tumorigenic and tumorigenic clusters.

**a**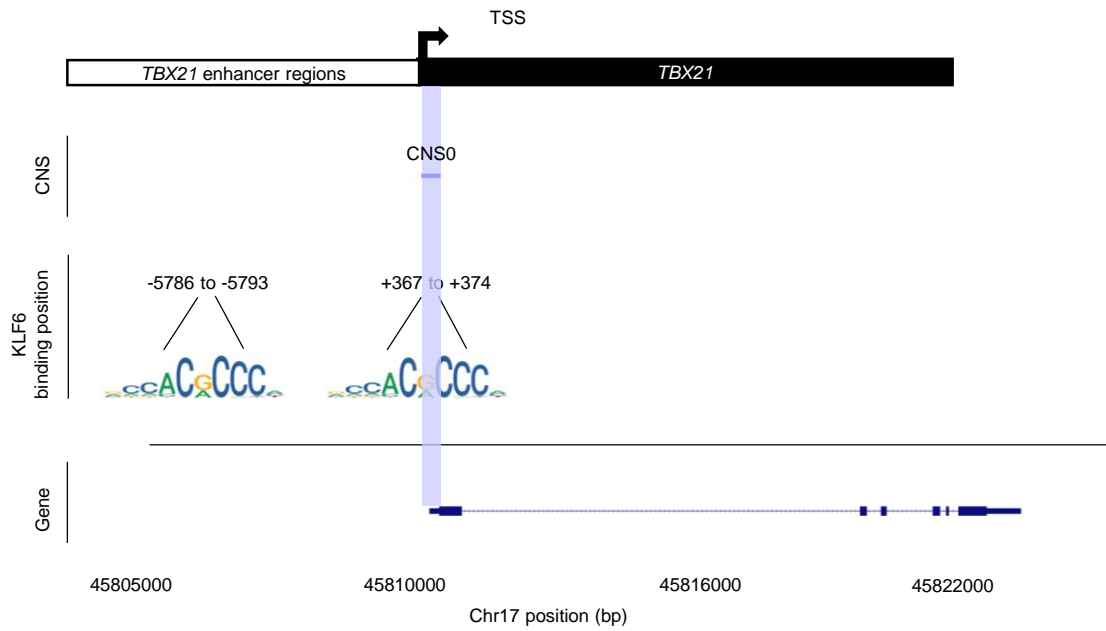**b**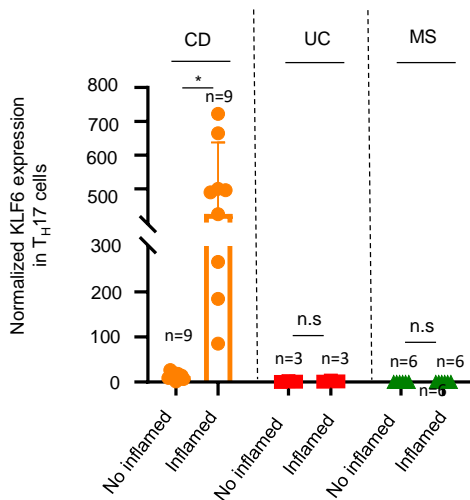

**Figure S10: KLF6 and TH17 cells in human small intestine inflammation**

(A) Coverage plot of *TBX21* locus is illustrated and transcription start (TSS) and direction are indicated. KLF6 binding sites are reported as well the equivalent of the CNS0 region defined in mouse *Tbx21* locus in figure 5. (B) TH17 cells of the small intestine and colonic biopsies from patients with Crohn disease (CD) ulcerative colitis (UC) respectively were analysis by ScRNAseq. For small intestine and colon, biopsies were taken during flare (inflamed) or not (no-inflamed). For multiple sclerosis (MS), TH17 cells were analyzed from cerebrospinal fluid of MS patients (inflamed) and healthy donors (no-inflamed). Graph illustrates the *KLF6* expression in TH17 cells (mean  $\pm$ SD). Each point represents one patient sample. Statistical analysis was performed using Mann Whitney test. \* $P < 0.05$ ; ns: not statistically significant.

### Supplementary Table 1 : *Tbx21*.locus\_predicted.TFs

DNA sequence was extracted for the mouse *Tbx21* locus (mm10: chr11:97,098,071-97,115,331) and extended by 15kb up- and downstream. This sequence was screened for transcription factor binding sites using sequence matching. All significant matches are shown.

Supplementary Table 2

Supplementary Table 2

Supplementary Table 2

Supplementary Table 2

Supplementary Table 2

Supplementary Table 2

Supplementary Table 2

Supplementary Table 2

Supplementary Table 2

Supplementary Table 2

Supplementary Table 2

Supplementary Table 2

Supplementary Table 2

Supplementary Table 2

Supplementary Table 2

Supplementary Table 2

Supplementary Table 2

Supplementary Table 2

Supplementary Table 2

Supplementary Table 2

Supplementary Table 2

**Extended data 2:** Enriched motifs of differential accessibility peaks

scATACseq data obtained from TGFβR-KO and TGFβR-WT mice were integrated. Differential accessibility (DA) in TGFβR-KO vs. TGFβR- WT was obtained using the 'FindMarkers' function of the Seurat package. After motif annotation, over-represented TF motifs in those DA peaks were identified with the 'FindMotifs' function of the Signac package.

### Supplementary Table 3: Top Regulon list in tumorigenic cells

Gene regulatory network analysis was performed on scRNAseq data using the SCENIC package. All significant regulons specific to the "Tumorigenic" cluster in TGFβR-KO cells, and their relative activity, are listed.

Supplementary Table 4

Supplementary Table 4

Supplementary Table 4

**Supplementary Table 4**

**Supplementary Table 4: RunChromVAR analysis**

As an alternative approach to the enriched motif analysis on DA peaks, the Signac's 'RunChromVAR' function was used to directly calculate TF motif enrichments. The resulting ChromVAR assay was used to compare differential enrichment in TGFβR-KO vs. TGFβR-WT cells using Seurat's 'FindMarkers' function. All differentially enriched motifs are shown.

**Supplementary Table 5**

**Th17 cells**

RORC  
IL17A  
IL17F  
IL22  
CCR6  
IL23R  
TMEM176A

**Supplementary Table 5: Human T<sub>H</sub>17 cell signature**

List of genes whose the expression was used to characterize T<sub>H</sub>17 clusters for human sample analysis.

# Supplementary material for: An intestinal TH17 cell-derived subset can initiate cancer
**Source:** Nat Immunol. 2024 Jul 26;25(9):1637–49. doi: 10.1038/s41590-024-01909-7
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                              |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | <div>Provide a description of all commercial, open source and custom code used to collect the data in this study, specifying the version used OR state that no software was used.</div>                                                                                                                                                      |
| Data analysis   | <div>flow cytometry was analysed with Flowjo V10.6., histology and immuno staining with NanoZoomerslide NDP.view 2.5, Image J 153f51, single cell RNAseq and ATAC seq with CellRanger, CellRanger ATAC, R with AddModuleScore Ucell Packages, S16RNA sequencing with r and Qiime2 2020.8. Statistics with prism V9.4. or Qiime2 2020.8</div> |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

ScRNAseq data accession number GSE 235513, bacteria sequencing

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender [We reanalyzed data from previous published studies mentioning these points ref 51-53.](#)

Reporting on race, ethnicity, or other socially relevant groupings [We reanalyzed data from previous published studies mentioning these points ref 51-53.](#)

Population characteristics [We reanalyzed data from previous published studies mentioning these points ref 51-53.](#)

Recruitment [We reanalyzed data from previous published studies mentioning these points ref 51-53.](#)

Ethics oversight [We reanalyzed data from previous published studies mentioning these points ref 51-53.](#)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size [No statistical methods were used to predetermine sample size, but our sample sizes are similar to those reported in previous publications ref 54. The size of each groups was chosen according both statistical robustance for the type of experiment and ethic committee agreements. Data were routinely collected across independent replicates for each assay. Number of samples /mice and the number of independent experiments are indicated in the figure legends](#)

Data exclusions [No data were excluded from the analysis](#)

Replication [All experiments were repeated with complet independent set of mice. All attempts at replication were succesful. For scRNAseq and scATAC seq data were obtained from a pool of mice. For human data the numbers of patients are mentioned in figures](#)

Randomization [No formal randomization was done as we compared mice with different genotypes](#)

Blinding [Investigators were blinded to the mouse genotypes for all Facs staining process and acquisition as well as hsitology analysis. For scRNAseq and scATAC seq analysis as well microbiota composition the raw data were generated blind by the CRCL platform, Active Motif , Belgium, and Genoscreen Lille, France, respectively. For the other experiments values were compared to standard our house keeping gene expression \(ELISA, RT-PCR\).](#)

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

CD45 APC-Cy7 (30-F11; BD biosciences), TCRb PE (H57-597; BD), CD3 BV650 (145-2C11, BD bioscience), CD4 BV711 (RM4-5; Biolegend), CD8 BV510 (53-6.7, BD Bioscience), CRTAM (11-5/CRTAM, Biolegend). IL-17A AlexaFluor700 (TC11-18H10; BD biosciences), IFN-g APC (XMG1.2; BD Biosciences), GM-CSF PerCP-Cy5.5 (MP1-22E9, Biolegend), TNFa PE-Cy7 (MP6-XT22, BD Bioscience), Granzyme B APC (GB11, Invitrogen). ROR-gt PE-CF594 (Q31-378; BD Bioscience), T-BET APC (eBio4B10, ebioscience), Granzyme B APC (GB11, Invitrogen). p-SMAD2/3 (D27F4, Cell Signaling) detected with a donkey anti-rabbit APC secondary antibody (A31573, Life Technology). For cell sorting, CD4 PE (GK1.5, eBioscience) TCRb APC (H57-597, BD Bioscience), CD45 APC-Cy7 (30-F11, BD biosciences). KLF6 PE (Santa cruz sc-365633). For immunofluorescence, γ-H2AX (Cell Signaling Cat #: 9718 ) Anti-Rabbit AlexaFluor 647 (A21245, Life Technologies), Anti-GFP (A-11122, Invitrogen), CD4 PE (GK1.5, eBioscience), anti-rabbit AlexaFluor488 (A32731, Invitrogen). All antibodies were used at the concentration of 1/200 except for ROR-gt PE-CF594 used at 1/400, and for p-SMAD2/3 and CRTAM, both used at 1/100. For IFNg depletion (XMG1.2, BioXCell) and IgG isotype control (HRPN-BioXCell) both at 200μg

## Validation

Commercial Antibodies for flow cytometry and immuno staining were all validated by the fabricants. Except anti P SMAD2/3 they were all directly conjugated. FMO was performed. Anti PSMAD2/3 was validated with or without TGF-b adding on the cells. For in vivo, treatment antibodies were validated by the fabricant, and IgG isotype control were used

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

Mus musculus, on C57BL6 background, between 2-12 months of age. Except when mentioned, 6-8 month old animals were used. Both male and female were used except for AOM DSS experiments for which only males were used

## Wild animals

No wild animals were used in this study

## Reporting on sex

No gender effects were reported and both sexes were used, except for AOM-DSS experiments for which it is established that males are higher responder

## Field-collected samples

No field collected animals were used in this study

## Ethics oversight

Ethics committee agreement CECAPP#CLB 2017-017 APAFIS # 18685 from the French Ministry of research

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

## Seed stocks

N/A

## Novel plant genotypes

N/A

## Authentication

N/A

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                            |
|---------------------------|------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Sample preparation is described in the method section                                                      |
| Instrument                | Data were acquired on BD Fortessa or AURORA Cytek machines Cells were purified on ARIA II (BD Biosciences) |
| Software                  | Data were analyzed using Flow jo v10.6.                                                                    |
| Cell population abundance | In average 10 exp 5 YFP cells were analyzed .For very rare populations a minimum of 900 cells was analyzed |
| Gating strategy           | Gating strategies are shown in extended data 2                                                             |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

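The data are droplet-based scRNA-seq of YFP+CD4+ T cells sorted from the small intestine of 7- to 8-month-old TGFβR-KO, TGFβR-CA and TGFβR-WT mice. The 4 samples listed are pools of mice, 1 for TGFβR-KO, 1 for TGFβR-CA and 2 for TGFβR-WT. According to the methods, TGFβR-KO was sequenced with TGFβR-WT in the first batch and TGFβR-CA with TGFβR-WT in the second.

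The authors aligned and counted the reads with CellRanger on mm10. They kept cells with 1000 to 5000 detected genes and less than 10% mitochondrial UMIs, and normalized with SCTransform. They integrated the sequencing batches on 3000 features, clustered with 10 dimensions at a resolution of 0.5, and removed γδ T cells and epithelial cells. The deposited values are the natural log of 1 plus the UMI number that the authors corrected with SCTransform, in a table of 13265 genes and 5080 cells, with the authors' condition and cluster name for each cell. Of all values, 11.69% are above 0. All of these became whole numbers within 1e-06 once the log was undone, with a largest value of 676. SCTransform sets every cell to a common depth, so the values do not carry the original depth of a cell, and differences in depth between libraries can remain as differences in the share of values at 0. The corrected UMIs sum to 11479720 in cells labelled TGFβR-KO, 4382832 in those labelled TGFβR-CA and 3719565 in those labelled TGFβR-WT.

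Before the data were examined, a quasi-likelihood test on summed raw counts, Poisson intervals and a thinning of cells to equal depth had been planned. The deposited unit is not raw counts and the TGFβR-WT cells cannot be assigned to their samples, so these were not run, and no number of changed genes is given. TGFβR-WT was treated as 1 pooled sample, and its cells were also split by the suffix of their names into a larger set of 709 and a smaller set of 298 cells, which are technical sets and not conditions. *Tgfbr1*, the gene whose active form TGFβR-CA mice carry, was lower in cells labelled TGFβR-CA than in the smaller TGFβR-WT set and the pooled TGFβR-WT cells, though higher than in the larger set, so conditions are named by the labels of the cells.

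From the deposited values, the level of a gene was computed as its corrected UMIs per 10000 corrected UMIs, summed over the cells of a group. Shares of cells are given with exact Clopper-Pearson 95% confidence intervals, and a count of 0 with the limit given by 3 counts. Both cover counting error only. No test between conditions was made, and a difference was called by size, with a ratio of at least 1.5. Genes named in the text are those the paper names for these data and, for each comparison with TGFβR-WT, the 5 with the largest increase and the 5 with the largest decrease by the smaller of the ratios against the 2 TGFβR-WT sets, among genes with at least 200 corrected UMIs. Genes at 0 in either set were left out of the ranked increases, and genes at 0 in the compared condition out of the ranked decreases. Genes of T cell receptor segments, immunoglobulins and ribosomal proteins were not ranked. Not every gene the paper names is reported here. *Xist*, *Hprt*, *Tsix*, *S100a4* as a gene that parts the libraries, and 8 TGFβ-responsive genes were chosen after their values were seen. Gene coordinates come from a GENCODE annotation of GRCm38, the assembly also called mm10, matched by symbol.

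Cell types are the authors' deposited cluster names. For comparison, the cells were clustered again with Seurat 5.3.0 in R 4.3.3, by reciprocal PCA integration with 30 dimensions for anchors, without the 64 named genes. Each set of cells was integrated as its own dataset, while the paper integrated by sequencing batch. Each new cluster was given the deposited name most frequent among its cells. Alternatives kept all features, used a resolution of 0.3 or 0.8, 20 dimensions or no integration, or also left out 64 genes induced by tissue dissociation (of 66 listed). Other alternatives left out doublets called by Scrublet, cells above 5% mitochondrial UMIs, cells whose barcode occurs in more than 1 set, or each TGFβR-WT set in turn. The order of clusters was examined in cells labelled TGFβR-KO with a minimum spanning tree and with diffusion pseudotime over 30 neighbors. Slingshot, CellRank, SCENIC and RNA velocity were not run. Similarity between conditions was measured by Spearman's correlation across genes of log2 levels after 0.1 was added per 10000, over equal numbers of cells, averaged over 20 draws. These steps used Python 3.11.15 with scanpy 1.11.5, scipy 1.17.1, numpy 2.4.6, pandas 2.3.3 and scikit-learn 1.9.0, and figures were drawn with matplotlib 3.10.9.

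The steps were tested on simulated data. With 200 of 7383 genes changed 4 times in TGFβR-KO against the 2 TGFβR-WT sets, all 10 genes named by the ranking were changed genes, and 197 of the changed genes and 0 of the unchanged genes passed 0.5 on the log2 scale against both sets. All 40 of 40 genes simulated to part the sets 2 against 2 were found among 7490 genes, and the tree recovered a simulated chain of 5 groups. Apart from the changed genes, the simulated sets shared a common profile and differed by counting error only. The libraries here differ in more than that. The absence of false calls therefore does not extend to differences between libraries. The single-cell TCR and scATAC-seq data of the paper were not analyzed here.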

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

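All tests of explanations in this part were chosen after the results were seen.

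*Xist*, the RNA of the inactive X chromosome (chromosome X of mm10, 103460366 to 103483254), is outside the genes the paper discusses and differs between the libraries. It was detected in 0 of 2975 cells labelled TGFβR-KO and 0 of 709 cells of the larger TGFβR-WT set, but in 498 cells labelled TGFβR-CA (45.4%) and in 230 cells of the smaller TGFβR-WT set (77.2%). RNA shared between droplets or doublets as the whole source is argued against, since cells with both *Xist* and a Y-linked gene numbered 4, or 2.62% of the 152.7 expected if the genes were independent. A pool of mice of both sexes is consistent with the 306 cells of the same libraries that have a Y-linked gene and no *Xist*. The paper states that both sexes were used in general and does not give the sex of the mice in each pool. The comparisons of TGFβR-KO with the smaller TGFβR-WT set, and of TGFβR-CA with the larger set, therefore also differ in the sexes of the mice. An effect of sex on the shares of the clusters was not tested.

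*Gm42418* and *AY036118* were far higher in the library labelled TGFβR-CA than in any other, which the paper does not report. *Gm42418* was at 483 corrected UMIs per 10000 there, 49.0 in TGFβR-KO and 35.8 and 43.5 in the larger and smaller TGFβR-WT set. *AY036118* was at 85.8, against 6.14 in TGFβR-KO, 5.43 in the larger and 1.21 in the smaller set. The genes overlap on opposite strands of chromosome 17 (39846958 to 39848788 and 39847113 to 39848035), so they may not be separate observations. Shared counting of their UMIs was not tested, and between the TGFβR-WT sets the genes went opposite ways. A change in one cell type is argued against, since among clusters 3, 4, 6, 7 and 8 the lowest ratio of *Gm42418* to the higher TGFβR-WT set was 9.09. A difference in library preparation may be the source, and the 2 genes take 5.69% of the corrected UMIs of this library, but with 1 TGFβR-CA library a preparation difference and an effect of the condition cannot be told apart. Levels of other genes in this library are lowered by about this share, since all levels are relative to the same sum.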

How the results depend on the processing

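Clustering without the named genes, leaving out cells that share a barcode, the mean corrected UMIs per cell, the larger added amount and the removal of doublets for the spread of ratios, and the checks on genes named by size were chosen after the data were seen; the other alternatives were set before the data were examined. A value was counted as moved when it left a range set for its kind. For shares this was the interval of the difference. For the log2 ratio of a gene it came from the far ends of the 95% confidence intervals of the shares of cells with the gene, and is wide for genes found in few cells. For correlations and spreads of ratios it was the lowest to the highest of 20 draws, which is narrow. For genes named by size it was 1.5 times either way, and for the G2/M score 1 SD.

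The lower share of clusters 3 and 4 in TGFβR-KO than in TGFβR-WT kept its direction under all 12 alternatives computed, with differences of -40.6 to -35.2 percentage points (-37.3 with the deposited clusters), and the higher share in TGFβR-CA under all 12, with 8.27 to 13.0 (9.15 with the deposited clusters). Steps from cluster 7 to 8 and from 8 to 1 in the tree stayed at 1 under 4 alternatives. The levels of *Ifng* in cluster 1, *Tbx21* in clusters 1 and 2 and *Klf6* in clusters 1 and 8, each over the other clusters of TGFβR-KO, and of *Il10* in TGFβR-KO relative to TGFβR-WT stayed within their ranges under each alternative computed for them.

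The higher share of clusters 1 and 2 in TGFβR-KO, 21.1 percentage points above TGFβR-WT with the deposited clusters, kept its direction in 11 alternatives but grew when the cells were clustered again, to 24.7 without the named genes, 25.3 with all features, 27.0 without dissociation genes, 30.2 at a resolution of 0.8, 31.5 without integration and 31.9 with 20 dimensions. Part of this follows from how these clusters were made, since 70% to 93.04% of the TGFβR-KO cells of cluster 8 were then placed with cluster 1. The TGFβR-WT share of clusters 1 and 2 rose as well, from 1.79% with the deposited clusters to 9.43% without the named genes and 11.3% with all features, where TGFβR-KO had 34.1% and 36.6%. For cluster 6 (19.1 percentage points), it was 31.6 at a resolution of 0.3 and 21.9 without integration, and the TGFβR-CA share was then -6.77 percentage points from that of TGFβR-WT at a resolution of 0.3 (-4.10 with the deposited clusters). For cluster 8 (-0.114), a resolution of 0.8 gave -4.45. With Euclidean distances, cluster 6 had 4 neighbors in the tree instead of 2. The cause of the changes in clusters 6 and 8 and in the tree was not tested.

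Several results depend on which set of TGFβR-WT cells is used. Leaving out the smaller or the larger set in turn, the difference between TGFβR-KO and TGFβR-WT was -3.19 or 1.25 percentage points for cluster 5, a reversal, 17.6 or 22.6 for cluster 6, and 3.92 or -9.72 for cluster 8. For TGFβR-CA and TGFβR-WT it was -4.96 or -0.523 for cluster 5, -5.56 or -0.633 for cluster 6, and 3.75 or -9.89 for cluster 8. On the log2 scale, *Klf6* in cluster 8 of TGFβR-KO over TGFβR-WT was 0.50 or -0.16, and *Il22* 2.70 or 6.61. *Tgfbr1* in cluster 8 over the other clusters of TGFβR-WT was 0.93 without the larger set (1.69 with both) and has no ratio without the smaller set, where it is at 0 in cluster 8. For *Tgfbr1*, explanations of the difference between the sets were tested and are given below, without one being settled. For the other results in this paragraph the cause was not tested.

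Apart from *Tbx21* in clusters 1 and 2, *Klf6*, *Tgfbr1*, *Il22* and *Il10* in TGFβR-KO, 131 values were computed under alternatives for single genes, correlations, spreads of ratios and the G2/M score. Of these, 105 stayed within their ranges, 26 moved out of them and 0 were reversed. These counts depend on the ranges, since *Pdcd1* in cluster 7 stayed within its range at -1.27 without the larger TGFβR-WT set, while *Maf* in cluster 3 left its narrower range by going from -0.46 to -0.54 without the smaller set. The direction of *Pdcd1* was not called, and without the smaller set it went from -0.37 to 0.21 on the log2 scale. The count of 0 reversals is in part fixed by the rules. Correlations, spreads, the G2/M score and genes without a called direction could not be counted as reversed. Genes named by size could not be reversed by leaving out a TGFβR-WT set, since the smaller of their ratios was used.

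Alternatives that need raw counts (other count models, normalizations and low-count filters, log-normalization and thinning) were not run. Wider limits on genes per cell changed nothing to compute, since 0 cells lie outside 1000 to 5000 genes, and 3 cells lie above 5% mitochondrial UMIs. Cluster 8 has no share under re-clusterings other than a resolution of 0.8, since no cluster was given its name, and similarity and order were not computed for the clusters made with all features. No paired analysis was possible because TGFβR-KO and TGFβR-CA have 1 sample each and no test was made. Low numbers limit clusters 1, 2 and 5 outside TGFβR-KO, which hold 2, 3 and 9 cells labelled TGFβR-CA.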

Differences from the paper's values

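Of the values the paper states in its text for these data, the numbers of cells and the shares of clusters 1 and 2, 3 and 4, 5 and 6 were compared, and with the deposited clusters none differed by more than 1.5 times. The shares printed in Fig. 4c match those computed here. Among the alternatives, the ratio of cluster 5 between TGFβR-WT and TGFβR-CA was 1.64 without the larger TGFβR-WT set, where the paper's value is 5. The ratio of cluster 6 between TGFβR-KO and TGFβR-WT was 5.20 without the larger set, where the paper's value is 3, and between TGFβR-KO and TGFβR-CA it was 62.2 without integration, where the paper's value is 6. No value was computed for the numbers of changed genes.

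Some directions stated in the paper were not found in the deposited values. The paper describes *Il22* as decreased in TGFβR-KO. Its level was 6.46 times higher in cells labelled TGFβR-KO than in those labelled TGFβR-WT over all cells and 18.3 times higher in cluster 8, and it was higher against either TGFβR-WT set. The paper states that *Klf6* is increased in pretumorigenic TGFβR-KO cells, and describes its level in those of TGFβR-WT as low. The ratio of TGFβR-KO to TGFβR-WT in cluster 8 was 1.01, or 1.41 and 0.898 against the larger and smaller set. The paper finds no loss of *Il10*+ cells. The share of cells with *Il10* was 0.403% in TGFβR-KO and 1.99% in TGFβR-WT, with 95% confidence intervals of 0.209% to 0.704% and 1.22% to 3.05%. The paper reports no change of *Maf* with the changes in T_FH_ clusters, while its level in TGFβR-KO was 0.725 times that in TGFβR-WT in cluster 3 and 0.551 times in cluster 4. Against the smaller TGFβR-WT set these were 0.821 and 0.673, so by size neither was called a difference.

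The paper describes *Tgfbr1* as raised only in the pretumorigenic population of TGFβR-WT. In the pooled cells, cluster 8 was at 3.17 corrected UMIs per 10000 and the 5 cells of cluster 1 at 3.53, and in the larger set 0 of 27 cells of cluster 8 had a UMI. The p-values for Fig. 4h take cells as replicates, while no test was made here. For the numbers of TGFβR-WT cells per cluster in the deposited table, 4 of the 28 p-values in the paper's source data lie below the smallest value that an exact two-sided Mann–Whitney test can give. One of these, between the CTL and tumorigenic clusters with 13 and 5 cells, is 3.81e-08 in the paper's source data, and the smallest exact value is 0.000233. The paper describes the cells of this figure only as those of TGFβR-WT mice, so a test over other cells is not excluded. For 3 of the 4, including this one, the p-value also lies below the smallest that the normal approximation with tie correction can give (3.74e-05 for 13 and 5 cells), while for the other, between the tissue-resident T_FH_ and tumorigenic clusters, an approximate p-value is not excluded.

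Of the CTL genes named for cluster 2, *Lamp1* (*Cd107a*) was not higher there than in the other clusters, with ratios of 0.747 in TGFβR-KO and 0.855 in TGFβR-WT. *Ifng* in cluster 2 had a ratio of 0.790 in TGFβR-KO, where the other clusters include cluster 1, and 3.70 in TGFβR-WT. *Icos*, named as high in cluster 3, had ratios of 1.07 in TGFβR-KO, 1.43 in TGFβR-WT and 1.31 in TGFβR-CA. Of the genes named as high in cluster 4, *Il7r* and *Itga4* were at 0.730 and 0.883 times the level of the other clusters in TGFβR-KO. In TGFβR-WT the ratios were 1.62 and 1.19, and in TGFβR-CA 2.70 and 1.07. *Slamf6* and *Tcf7*, named for cluster 6, had ratios of 1.32 and 1.04 in TGFβR-KO. Their ratios were 0.881 and 0.787 in TGFβR-WT and 0.979 and 0.645 in TGFβR-CA. *Il17a*, named for cluster 7, had a ratio of 0.771 in TGFβR-KO, and was higher in cluster 7 than in the other clusters in TGFβR-WT and TGFβR-CA. *Pdcd1* in cluster 7, stated as higher in TGFβR-WT than in TGFβR-KO, was at 0.773 times the TGFβR-WT level in TGFβR-KO, but at 1.16 times that of the larger TGFβR-WT set.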

Other observations

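Every test of an explanation in this part was chosen after the result was seen, and so was the re-clustering without the named genes, while the other re-clusterings had been planned.

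The TGFβR-WT cells of the smaller set differ from those of the larger set in *Tgfbr1* and *Hprt*. *Tgfbr1* was at 2.79 corrected UMIs per 10000 in the smaller set, 0.792 in TGFβR-CA, 0.367 in the larger set and 0.219 in TGFβR-KO. *Hprt*, on chromosome X of mm10 from 52988137 to 53021659, went the other way, with 0.157, 0.796, 1.34 and 1.58. A different makeup of clusters is argued against, since the ratio of *Tgfbr1* between the 2 sets was at least 5.23 within each of clusters 3, 4, 6 and 7, where both had UMIs. A difference shared with the TGFβR-CA library, such as the sequencing batch, is argued against as the whole source by the ratio of 3.52 between the smaller set and TGFβR-CA. The sex of the mice is argued against by cells without *Xist* in the smaller set, whose *Tgfbr1* was 7.47 times that of the larger set. One hypothesis is that cells of mice with the active *Tgfbr1* transgene carry the TGFβR-WT label. Of 8 TGFβ-responsive genes (*Smad7*, *Skil*, *Ski*, *Pmepa1*, *Ldlrad4*, *Itgae*, *Smurf2* and *Tgif1*), 6 were higher in the smaller set than in TGFβR-CA, with a median ratio of 1.45, and 7 were higher in the smaller than in the larger set, with a median ratio of 1.55, while 3 were higher in TGFβR-CA than in the larger set, with a median ratio of 0.976. The list was short and the libraries single, so a wrong label and a difference between pools of mice cannot be told apart. The place of the transgene in the genome was not examined here.

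In TGFβR-CA, *Tgfbr1* was at 1.25 corrected UMIs per 10000 in cells with *Xist* and 0.414 in cells without, while in the smaller TGFβR-WT set it was at 2.80 and 2.74. No explanation of this difference was tested.

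Within the TGFβR-WT cells, the higher *Tgfbr1* of cluster 8 may in part reflect that most of its cells belong to the smaller set. The makeup of the 2 sets alone gives a ratio of 1.88 of the 3.23 observed, and within the smaller set the ratio was 1.90, so the makeup and a true difference between clusters cannot be told apart for the pooled cells.

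Genes that differ at least 2 times in the same direction between one pair of the 4 sets of cells and the other pair were counted among 7490 genes. TGFβR-KO with the larger TGFβR-WT set was parted from TGFβR-CA with the smaller set by 37 genes, 23 higher and 14 lower, while the other pairings gave 3 and 0. A difference between sequencing batches is a candidate explanation for these 37 genes, and 12 of them have the names of clones or pseudogenes. The sex of the mice is argued against for the 33 genes that are not sex-linked, since their median absolute log2 difference was 1.79 between the pairs and 0.13 between cells with *Xist* and cells with Y-linked genes in TGFβR-CA. The paper states that TGFβR-KO and TGFβR-CA were each sequenced with TGFβR-WT cells. The pairs were not used to assign TGFβR-WT cells to a batch.

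Barcodes were shared between TGFβR-KO and the larger TGFβR-WT set in 14 of 2109275 possible pairs of cells, against 2 of 5470068 between all other sets. Chance use of the same barcode is argued against, since in 13 of the 14 pairs the partner was the most similar TGFβR-KO cell of its cluster. Molecules of 1 cell read in both libraries could give such pairs, and 11 pairs have the same cluster name, all in cluster 5, where 2.10 pairs would be expected by the shares of the clusters. The cell with more genes had a median of 1873.5 genes and its partner 1130.5, and it was the TGFβR-KO cell in 8 of the 14 pairs. Cells of cluster 5 in both libraries therefore include cells that may belong to the other library.

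The place of cluster 8 depends on the condition. Without dissociation genes, 9.88% of the 162 cells of cluster 8 labelled TGFβR-WT or TGFβR-CA were placed with cluster 1, against 68.5% with these genes kept, and 72.6% of the TGFβR-KO cells against 87.4%. Stress genes as the whole reason for the likeness of clusters 8 and 1 are argued against for TGFβR-KO. For TGFβR-WT and TGFβR-CA this stays open, since 20 dimensions (23.5%), a resolution of 0.8 (8.64%) or no integration (6.79%) also parted them from cluster 1 with these genes kept, so stress genes and the other settings cannot be told apart. Stress during tissue dissociation and stress in the tissue were not distinguished by any of these values.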
